# PR-DUB preserves Polycomb repression by preventing excessive accumulation of H2Aub1, an antagonist of chromatin compaction

**DOI:** 10.1101/gad.350014.122

**Published:** 2022-10-01

**Authors:** Jacques Bonnet, Iulia Boichenko, Reinhard Kalb, Mathilde Le Jeune, Svetlana Maltseva, Mattia Pieropan, Katja Finkl, Beat Fierz, Jürg Müller

**Keywords:** Polycomb, PR-DUB, PRC1, H2AK119 monoubiquitination, Bap1, Asx, *Drosophila*

## Abstract

The Polycomb repressive complexes PRC1, PRC2, and PR-DUB repress target genes by modifying their chromatin. In *Drosophila*, PRC1 compacts chromatin and monoubiquitinates histone H2A at lysine 118 (H2Aub1), whereas PR-DUB is a major H2Aub1 deubiquitinase, but how H2Aub1 levels must be balanced for Polycomb repression remains unclear. We show that in early embryos, H2Aub1 is enriched at Polycomb target genes, where it facilitates H3K27me3 deposition by PRC2 to mark genes for repression. During subsequent stages of development, H2Aub1 becomes depleted from these genes and is no longer enriched when Polycomb maintains them repressed. Accordingly, Polycomb targets remain repressed in H2Aub1-deficient animals. In PR-DUB catalytic mutants, high levels of H2Aub1 accumulate at Polycomb target genes, and Polycomb repression breaks down. These high H2Aub1 levels do not diminish Polycomb protein complex binding or H3K27 trimethylation but increase DNA accessibility. We show that H2Aub1 interferes with nucleosome stacking and chromatin fiber folding in vitro. Consistent with this, Polycomb repression defects in PR-DUB mutants are exacerbated by reducing PRC1 chromatin compaction activity, but Polycomb repression is restored if PRC1 E3 ligase activity is removed. PR-DUB therefore acts as a rheostat that removes excessive H2Aub1 that, although deposited by PRC1, antagonizes PRC1-mediated chromatin compaction.

## Abstract (precis)

Here, Bonnet et al. investigated how levels of monoubiquitination of histone H2A at lysine 118 (H2Aub1) must be balanced for Polycomb repression, and show that in early embryos H2Aub1 is enriched at Polycomb target genes, where it facilitates H3K27me3 deposition by PRC2 to mark genes for repression. They show that PR-DUB acts as a rheostat that removes excessive H2Aub1 that, although deposited by PRC1, antagonizes PRC1-mediated chromatin compaction.

Polycomb group (PcG) proteins comprise a set of transcriptional regulators that control cell fate decisions in animals and plants. Most of the proteins classified as PcG regulators in *Drosophila* were originally identified because of homeotic phenotypes that are caused by the failure to repress HOX genes in cells where they ought to be inactive (Kassis et al. 2017).

The molecular and biochemical characterization of *Drosophila* PcG proteins revealed that they constitute the subunits of four types of protein assemblies: Polycomb repressive complex 1 (PRC1), Polycomb repressive complex 2 (PRC2), Pho repressive complex (PhoRC), and the Polycomb repressive deubiquitinase (PR-DUB) complex (Kassis et al. 2017). Among those, PRC2, PRC1, and PR-DUB are also conserved in mammals and possess enzymatic activity for modification of histone proteins in chromatin. PRC2 is a histone methyltransferase that monomethylates, dimethylates, and trimethylates histone H3 at lysine 27 (H3K27me1/2/3) (Laugesen et al. 2019; Yu et al. 2019). PRC1 contains the E3 ligase activity for monoubiquitination of histone H2A at lysine 119 in mammals (H2AK119ub1) and the corresponding lysine 118 in *Drosophila* (H2AK118ub1) that, for simplicity, we refer to here as H2Aub1 (Wang et al. 2004). Finally, PR-DUB functions as a deubiquitinase for H2Aub1 (Scheuermann et al. 2010). PRC1 also modifies chromatin through nonenzymatic mechanisms. First, PRC1 compacts nucleosome arrays and thereby renders them refractory to nucleosome remodeling (Francis et al. 2001, 2004; Grau et al. 2011), and second, PRC1 compacts chromatin by mediating long-range interactions between distant chromosomal sites (Isono et al. 2013; Kundu et al. 2017).

A main quest over the past two decades has been to understand the function of H3K27me3 and H2Aub1 in Polycomb repression. H3K27me3 acts as a binding site for the Polycomb (Pc) subunit of canonical PRC1 (Fischle et al. 2003; Min et al. 2003) and is also recognized by the Esc (EED) subunit of PRC2 (Laugesen et al. 2019; Yu et al. 2019). H3K27me3 is present in extended, block-like domains across PcG-repressed genes (Bracken et al. 2006; Schwartz et al. 2006; Bonnet et al. 2019), where it has a dual function. First, H3K27me3 marks these chromosome intervals for PRC1 binding to bring about gene repression through chromatin compaction. Second, PRC2 interaction with H3K27me3 forms a positive feedback loop that helps PRC2 to generate extended H3K27me3 domains (Laugesen et al. 2019; Yu et al. 2019). The demonstration that a K27R point mutation in histone H3 reproduces the phenotype of PRC2 mutants underscores the importance of H3K27me3 in Polycomb repression (Pengelly et al. 2013; McKay et al. 2015).

The function of H2Aub1, in contrast, has remained much more enigmatic (Barbour et al. 2020). H2Aub1 creates a binding site for the PRC2.2-specific accessory subunits Jarid2 and Aebp2 and thereby stimulates H3K27me3 deposition by this form of PRC2 (Kalb et al. 2014; Cooper et al. 2016; Kasinath et al. 2021). H2Aub1 also serves as binding site for Rybp (Arrigoni et al. 2006; Kalb et al. 2014; Zhao et al. 2020), a subunit that is specific to variant forms of PRC1 (vPRC1). vPRC1 complexes lack the H3K27me3 binding subunit Pc or the orthologous CBX2/4/6/7/8 proteins that characterize canonical PRC1 in flies and mammals, respectively (Gao et al. 2012; Tavares et al. 2012; Kang et al. 2022). The H2Aub1–Rybp interaction is thought to provide a positive feedback loop that enables vPRC1 complexes to efficiently build domains of H2Aub1-modified chromatin (Rose et al. 2016; Zhao et al. 2020).

In embryonic stem cells (ESCs) or epidermal progenitor cells in mice, H2Aub1 is enriched at Polycomb target genes in domains that coextend with H3K27me3 domains (Cohen et al. 2018; Fursova et al. 2019). Removal of PRC1 E3 ligase activity in ESCs results in widespread erosion of the genomic H3K27me3 pattern, supporting the view that the H2Aub1–PRC2.2 and H2Aub1–Rybp pathways make a major contribution to H3K27me3 domain formation (Endoh et al. 2012; Illingworth et al. 2015; Blackledge et al. 2020; Tamburri et al. 2020). However, even though H2Aub1 is required for viability in flies and mice, it is not an indispensable requisite for H3K27me3 domain formation and Polycomb repression (Illingworth et al. 2015; Pengelly et al. 2015; Cohen et al. 2018; Tsuboi et al. 2018). Unlike *Drosophila* that lack PRC2 catalytic activity, mutants lacking PRC1 E3 ligase activity or containing H2A with a mutated ubiquitination site fully maintain Polycomb repression at HOX genes (Pengelly et al. 2015). Moreover, chromatin compaction by PRC1 does not require H2Aub1 (Eskeland et al. 2010; Boyle et al. 2020). This is in contrast to the severe loss of Polycomb repression in flies carrying mutations in noncatalytic PRC1 subunits, which disrupt PRC1 chromatin compaction (King et al. 2005; Gambetta and Müller 2014). It has therefore been all the more puzzling that Polycomb repression is also defective in *Drosophila* mutants lacking PR-DUB catalytic activity for H2Aub1 deubiquitination (Scheuermann et al. 2010).

Here, we investigated the role of H2Aub1 and why its removal by PR-DUB is critical for Polycomb repression. We uncovered that in wild-type animals, H2Aub1 is subject to an unexpectedly dynamic regulation. H2Aub1 enrichment at Polycomb target genes in early embryos helps to establish H3K27me3 domains after zygotic genome activation. During subsequent development, PR-DUB then deubiquitinates H2Aub1 at Polycomb target genes to maintain them at a low level. This step safeguards Polycomb repression. We show that high density of H2Aub1 in nucleosome arrays prevents chromatin fiber folding in vitro, increases DNA accessibility at Polycomb target genes in vivo, and disrupts repression by PRC1 chromatin compaction.

## Results

### H2Aub1 is enriched at Polycomb target genes in early embryos but not during the stages when Polycomb keeps them repressed

We first analyzed the genome-wide distribution of H2Aub1 in early (0- to 6-h-old), midstage (13- to 17-h-old), and late stage (21- to 24-h-old) wild-type embryos. The use of spike-in chromatin for normalization allowed a quantitative comparison of the H2Aub1 ChIP-seq profiles between these different embryonic stages. As a control, we used *Sce*^*I48A*^ mutant embryos. The *Sce*^*I48A*^ mutation eliminates PRC1 E3 ligase activity but does not impair assembly of the complex (Buchwald et al. 2006; Pengelly et al. 2015). In the *Sce*^*I48A*^ mutant embryos used for ChIP-seq, both the zygotically expressed and maternally deposited Sce protein contained the Ile48Ala mutation (Pengelly et al. 2015). We previously found that H2Aub1 bulk levels are drastically diminished in such *Sce*^*I48A*^ mutant embryos (Pengelly et al. 2015). To relate the H2Aub1 profiles to the landscape of chromatin associated with Polycomb regulation, we also generated the profiles of Pho and of H3K27me3 in wild-type embryos. These profiles served as markers for what we refer to here as “canonical” and “noncanonical” H3K27me3 domains. Canonical H3K27me3 domains are characterized by high H3K27me3 enrichment and binding of Pho at Polycomb response elements (PREs); these regions therefore include the known Polycomb target genes (Supplemental Fig. S1A–C; Bonnet et al. 2019). Noncanonical H3K27me3 domains, in contrast, show only intermediate H3K27me3 levels and generally lack detectable binding of Pho or other PcG proteins (Supplemental Fig. S1A–C; Bonnet et al. 2019). Here, we color-coded chromosomal regions associated with canonical and noncanonical H3K27me3 domains in dark and light blue, respectively (Fig. 1A, colored bar below track 3). Chromosomal intervals that lack H3K27me3 enrichment and instead show enrichment of the active transcription mark H3K36me2 (see the Materials and Methods) are marked in green, whereas regions lacking enrichment of H3K27me3 or H3K36me2 are marked in gray (Fig. 1A, colored bar below track 3; Supplemental Fig. S1A).

**Figure 1.**
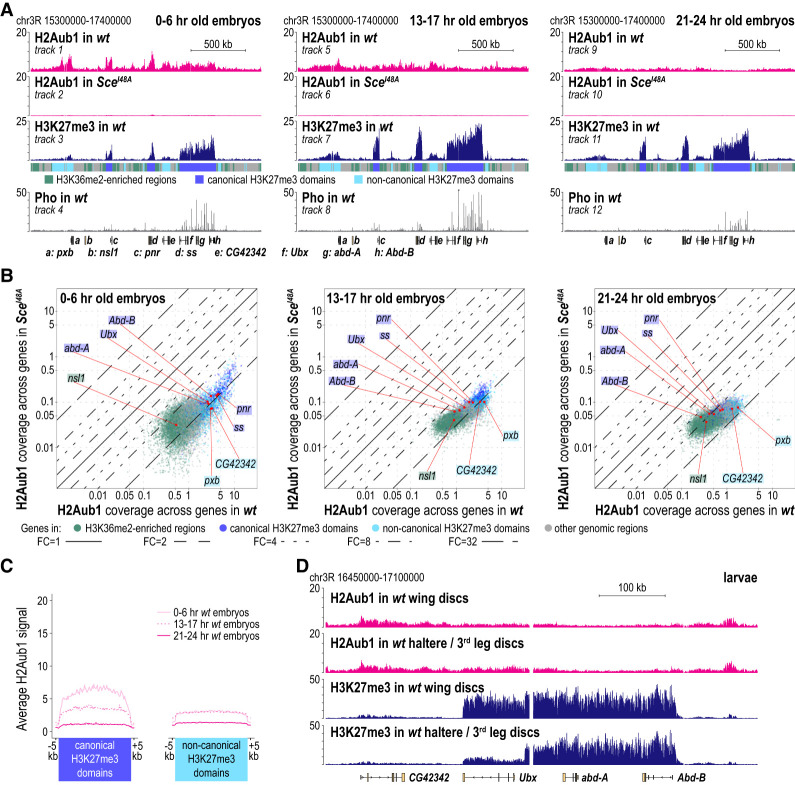
H2Aub1 is enriched at Polycomb target genes in early embryos but not during stages when Polycomb repression acts. (*A*) H2Aub1, H3K27me3, and Pho ChIP-seq profiles in 0- to 6-h-old, 13- to 17-h-old, and 21- to 24-h-old embryos of the indicated genotypes (Supplemental Table S1). Locations of selected genes in this chromosomal interval are indicated. (*B*) Scatter plots showing H2Aub1 read coverage across gene bodies in wild-type and *Sce*^*I48A*^ embryos at the same developmental time windows as in *A*. Each dot corresponds to a gene, and the color indicates the chromatin type in which the gene is located. Genes shown in *A* are marked as red dots, and the chromatin color code is indicated by the shading around the gene name. Lines indicating onefold, twofold, fourfold, eightfold, and 32-fold changes (FCs) are depicted. (*C*) Average distribution profiles of H2Aub1 at canonical and noncanonical H3K27me3 domains in early, midstage, and late stage wild-type embryos. (*D*) H2Aub1 and H3K27me3 ChIP-seq profiles in wing or haltere/third leg imaginal discs from wild-type third instar larvae.

Comparison of the H2Aub1 profiles in wild-type and *Sce*^*I48A*^ mutant embryos confirmed that the profiles in wild type indeed represent the distribution of H2Aub1-modified nucleosomes across the genome (Fig. 1A [cf. tracks 1, 5, and 9 with tracks 2, 6, and 10, respectively], B). Comparison between the different developmental stages in wild-type animals revealed that the H2Aub1 profile undergoes drastic changes during embryogenesis (Fig. 1A–C). In 0- to 6-h-old embryos, H2Aub1 is enriched in chromosomal regions that correspond to H3K27me3 domains (Fig. 1A, cf. tracks 1 and 3). In addition, there is also a low-level, near-uniform distribution of H2Aub1 across the entire genome (Fig. 1A, cf. tracks 1 and 3 at “green” and “gray” regions). In 13- to 17-h-old embryos, the H2Aub1 enrichment at H3K27me3 domains starts to decay; this is first notable at canonical H3K27me3 domains (Fig. 1A,B, left panel in C). In 21- to 24-h-old embryos, H2Aub1 is no longer enriched at either canonical or noncanonical H3K27me3 domains, and these regions all show the same low-level uniform H2Aub1 decoration as the rest of the genome (Fig. 1A [cf. tracks 1 and 9], B,C). In conclusion, even though H2Aub1 is enriched at Polycomb target genes in early embryos, the modification is largely depleted from these genes during the stages of embryogenesis when the Polycomb system acts to maintain repression at these genes (Struhl and Akam 1985; Simon et al. 1992; Soto et al. 1995).

To extend these analyses, we monitored H2Aub1 and H3K27me3 in wing imaginal discs and, in parallel, also in haltere and third leg discs from wild-type larvae. As reported previously (Papp and Müller 2006; Kang et al. 2017), in wing disc cells, a high-level H3K27me3 domain decorates *Ubx* and the adjacent *Bithorax complex* (*BX-C*) genes *abd-A* and *Abd-B*, all of which are repressed by Polycomb in these cells (Fig. 1D). In haltere and third leg disc cells, H3K27me3 was strongly reduced across the transcriptionally active *Ubx* gene, and the high-level H3K27me3 domain only covered *abd-A* and *Abd-B*, which are repressed in these cells (Fig. 1D; cf. Papp and Müller 2006; Kang et al. 2017). In contrast, only low levels of H2Aub1 were detected across *Ubx*, *abd-A*, and *Abd-B* both in wing and in haltere and third leg disc cells (Fig. 1D). H2Aub1 is therefore not enriched in the chromatin of canonical Polycomb target genes in cells in which they are repressed by Polycomb.

### PR-DUB antagonizes H2Aub1 accumulation at PRC1 target genes and shapes a low-level H2Aub1 landscape across the genome

To analyze the H2Aub1 genomic profile in embryos lacking PR-DUB catalytic activity, we generated embryos in which the catalytic Cys131 residue in the PR-DUB subunit Calypso (Caly; also called Bap1) was mutated to serine (Supplemental Fig. S2A). The Caly^C131S^ protein retains the ability to interact with its partner subunit, Asx, to form PR-DUB (Scheuermann et al. 2010), and its expression levels and nuclear localization are indistinguishable from that of the wild-type Caly protein (Supplemental Fig. S2B). For ChIP-seq, we used embryos in which both the zygotically expressed and the maternally deposited Calypso protein contained the Cys131Ser mutation (Supplemental Fig. S2C,D). H2Aub1 bulk levels in these *caly*^*C131S*^ mutant embryos were fourfold to fivefold higher than in wild type, recapitulating the increase in H2Aub1 levels in *Asx* mutant embryos (Supplemental Fig. S2E; cf. Scheuermann et al. 2010).

Comparison of the H2Aub1 profiles between *caly*^*C131S*^ mutant and wild-type embryos revealed that PR-DUB plays a central role in shaping the H2Aub1 landscape. In 0- to 6-h-old *caly*^*C131S*^ mutant embryos, the H2Aub1-enriched regions at canonical and noncanonical H3K27me3 domains showed, on average, a twofold increase in H2Aub1 levels, while the low-level genome-wide H2Aub1 levels were, on average, less than twofold higher than in wild-type animals (Fig. 2A–C). Intriguingly, at the *BX-C* genes, where H2Aub1 coverage in wild-type animals is lower than at most other Polycomb target genes, H2Aub1 levels in *caly*^*C131S*^ mutant animals were increased about fourfold compared with wild type (Fig. 2A,B). However, even more drastic changes in the H2Aub1 landscape were observed in 13- to 17-h-old and 21- to 24-h-old *caly*^*C131S*^ mutant embryos. First, the global H2Aub1 levels across the genome were, on average, about fourfold higher than in wild type (Fig. 2A,B). Second, at canonical H3K27me3 domains, H2Aub1 levels in *caly*^*C131S*^ mutants were more than fivefold higher than in wild type, and across the HOX genes *Ubx*, *abd-A*, and *Abd-B*, H2Aub1 levels were even 20-fold to 30-fold higher (Fig. 2A–C). This very high-level H2Aub1 accumulation precisely coextended with the canonical H3K27me3 domains at these regions (Fig. 2A [cf. tracks 6 and 7 with 10 and 11, respectively], C). The most straightforward interpretation of these findings is that, in wild-type animals, PRC1-type complexes extensively monoubiquitinate H2AK118 at Polycomb target genes also in late stage embryos but that H2Aub1 steady-state levels in these regions are normally kept low due to continuous deubiquitination by PR-DUB. It should be noted that not only PRC1 but also PR-DUB are bound at PREs of canonical Polycomb target genes (Scheuermann et al. 2010). In conclusion, the near-uniform H2Aub1 genome profile in late stage embryos appears to be generated by PRE-bound PR-DUB, which counteracts the high H2Aub1 deposition by PRC1 at canonical Polycomb target genes, and by untargeted PR-DUB, which acts genome-wide to reduce the low-level global H2Aub1 accumulation.

**Figure 2.**
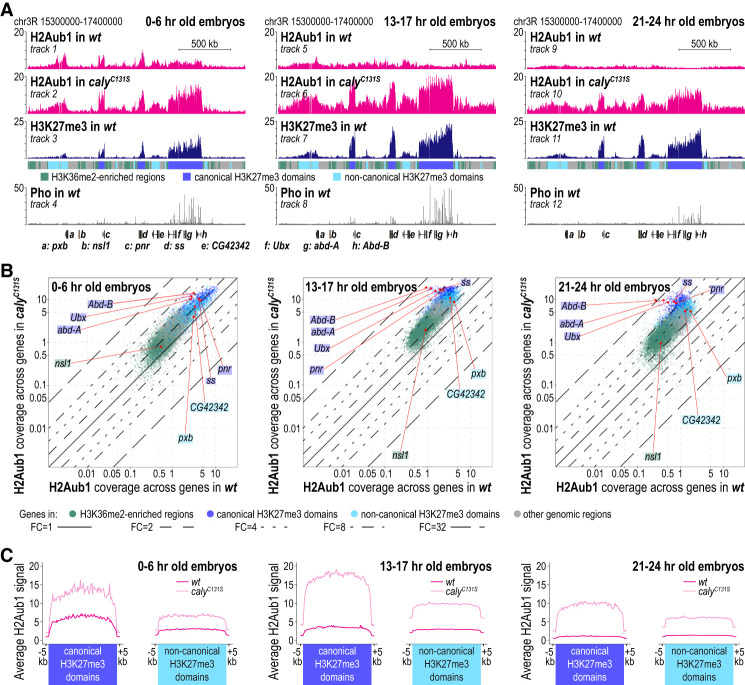
PR-DUB activity shapes a near-uniform, low-level H2Aub1 landscape during Polycomb repression. (*A*) H2Aub1, H3K27me3, and Pho ChIP-seq profiles in 0- to 6-h-old, 13- to 17-h-old, and 21- to 24-h-old embryos of the indicated genotypes (Supplemental Table S1). Genomic intervals are as in Figure 1A. (*B*) Scatter plots showing H2Aub1 read coverage across gene bodies in wild-type and *caly*^*C131S*^ embryos at the same developmental time windows as in *A*. Gene representation as colored dots and lines indicating fold changes are as in Figure 1B. (*C*) Average distribution profiles of H2Aub1 at canonical and noncanonical H3K27me3 domains in 0- to 6-h-old, 13- to 17-h-old, and 21- to 24-h-old wild-type and *caly*^*C131S*^ mutant embryos.

### H2Aub1 facilitates establishment of canonical H3K27me3 domains and is essential for formation of noncanonical H3K27me3 domains

To assess how H2Aub1 contributes to the formation of H3K27me3 domains, we compared the H3K27me3 profiles in wild-type, *Sce*^*I48A*^ mutant, and *caly*^*C131S*^ mutant embryos. The results from *Sce*^*I48A*^ and *caly*^*C131S*^ mutants are discussed in turn.

In *Sce*^*I48A*^ mutant embryos, the absence of H2Aub1 affects canonical and noncanonical H3K27me3 domains differently. Canonical H3K27me3 domains are all formed in *Sce*^*I48A*^ mutants (Fig. 3A,B). However, the domains are established with slower kinetics than in wild type (Fig. 3A [cf. tracks 3 and 1], B). Moreover, H3K27me3 levels in the mature domains in *Sce*^*I48A*^ mutants are reduced in all instances, although to a variable extent and in most cases less than twofold (Fig. 3A [cf. tracks 10 and 17 with 8 and 15, respectively], B; Supplemental Fig. S3A). In contrast, at noncanonical H3K27me3 domains, H3K27me3 signals were reduced to background levels in *Sce*^*I48A*^ mutants (Fig. 3A,B; Supplemental Fig. S3A). In conclusion, this shows that H2Aub1 contributes to the establishment of canonical H3K27me3 domains at Polycomb target genes and is essential for formation of noncanonical H3K27me3 domains.

**Figure 3.**
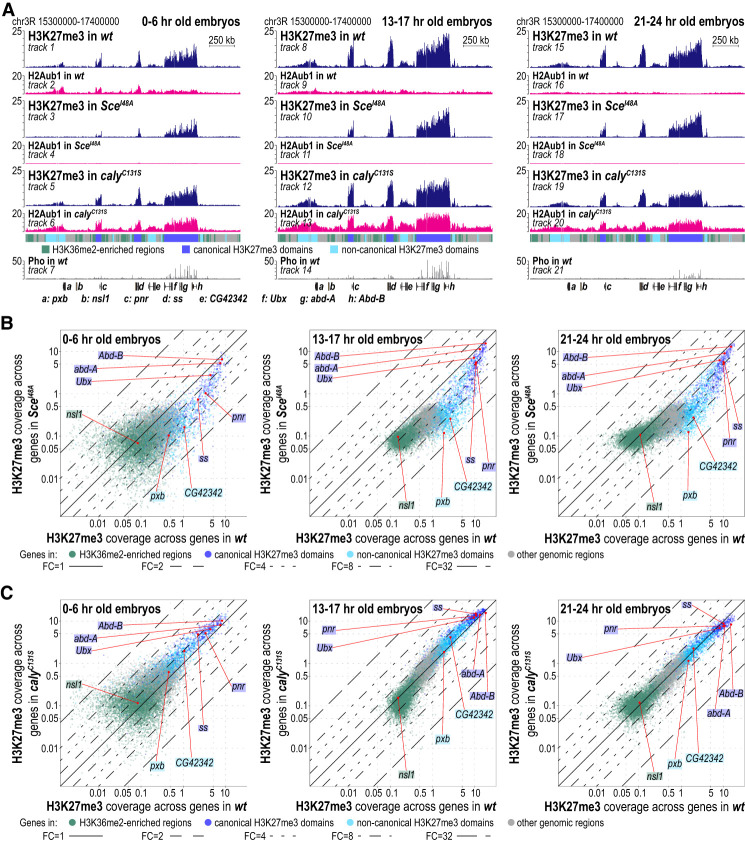
Formation of canonical and noncanonical H3K27me3 domains is differently affected in *Sce*^*I48A*^ mutants and largely unperturbed in *caly*^*C131S*^ mutants. (*A*) H2Aub1, H3K27me3, and Pho ChIP-seq profiles in 0- to 6-h-old, 13- to 17-h-old, and 21- to 24-h-old embryos of the indicated genotypes (Supplemental Table S1). Genomic intervals are as in Figure 1A. (*B*) Scatter plots showing H3K27me3 read coverage across gene bodies in wild-type and *Sce*^*I48A*^ embryos at the same developmental time windows as in *A*. Gene representation as colored dots and lines indicating fold changes are as in Figure 1B. (*C*) Scatter plots are as in *B* but comparing wild-type and *caly*^*C131S*^ mutant embryos.

### Increased H2Aub1 levels in *caly*^*C131S*^ or *Asx*^*0*^ mutants allow formation of regular canonical and noncanonical H3K27me3 domains

To investigate whether the increase of H2Aub1 levels in PR-DUB mutants might alter H3K27me3 deposition across the genome, we analyzed the H3K27me3 profile in *caly*^*C131S*^ mutant embryos. The 0- to 6-h-old *caly*^*C131S*^ embryos showed a modest increase of H3K27me3 levels that appeared rather uniform across the entire genome (Fig. 3A,C; Supplemental Fig. S3B). On average, this increase in H3K27me3 coverage was less than twofold (Fig. 3C; Supplemental Fig. S3B). In 13- to 17-h-old and 21- to 24-h-old *caly*^*C131S*^ embryos, the H3K27me3 profile was largely comparable with that in wild-type embryos (Fig. 3C; Supplemental Fig. S3B). We emphasize that we found no genomic location where H3K27me3 levels in *caly*^*C131S*^ mutants were grossly diminished compared with wild type (Fig. 3C; Supplemental Fig. S3B).

To complement these observations, we also analyzed the H2Aub and H3K27me3 profiles in embryos lacking Asx. The H2Aub1 and H3K27me3 profiles in 21- to 24-h-old *Asx*^*0*^ mutant embryos closely resembled those in *caly*^*C131S*^ mutants. First, *Asx*^*0*^ mutants showed a fourfold increase in H2Aub1 levels genome-wide and an eightfold to 30-fold increase at canonical H3K27me3 domains compared with wild type (Supplemental Fig. S4A–C; cf. Fig. 2). Second, canonical and noncanonical H3K27me3 domains were formed like in wild-type animals (Supplemental Fig. S4A,D,E; cf. Fig. 3A,C and Supplemental Fig. S3B). We conclude that the lack of PR-DUB catalytic activity (i.e., *caly*^*C131S*^ mutants) or the complete removal of the complex (i.e., *Asx*^*0*^ mutants) (cf. Scheuermann et al. 2010) does not result in any gross changes in the H3K27me3 profile generated by PRC2.

### Elevated H2Aub1 levels disrupt Polycomb repression at HOX genes in a gene- and tissue-specific manner

In the following series of experiments, we used the phenotype of *Asx* and *caly* mutant animals as a functional readout to investigate how excess H2Aub1 disrupts Polycomb repression.

We first compared the embryonic phenotype of *caly*^*C131S*^ mutants with those of *Asx*^*0*^ and *caly*^*0*^ mutants. All three genotypes arrested development at the end of embryogenesis and showed homeotic transformations of posterior abdominal segments into the eight abdominal (A8) segment (Fig. 4A; cf. Breen and Duncan 1986; Gaytán De Ayala Alonso et al. 2007; Scheuermann et al. 2010). In the epidermis, the HOX gene *Abd-B* showed up-regulation within and misexpression anterior to its normal expression domain, whereas *Ubx* and *Antennapedia* (*Antp*) were misexpressed only in a few single cells anterior to their respective expression domains (Fig. 4A; cf. Simon et al. 1992; Sinclair et al. 1998; Scheuermann et al. 2010). In the central nervous system (CNS), *Abd-B* was deregulated in a more complex fashion, which is discussed elsewhere. Taken together, this shows that homeotic transformations are the main morphological defect not only in *caly*^*0*^ or *Asx*^*0*^ but also in *caly*^*C131S*^ mutant embryos. Moreover, misregulation of HOX genes is indeed caused by the lack of PR-DUB deubiquitinase activity. We also note that the extent of transcriptional deregulation of the different HOX genes in PR-DUB mutant embryos is highly gene- and tissue-specific and less widespread than in other PcG mutants. Removal of PR-DUB activity therefore does not globally disrupt Polycomb repression but impairs it in a gene-specific manner.

**Figure 4.**
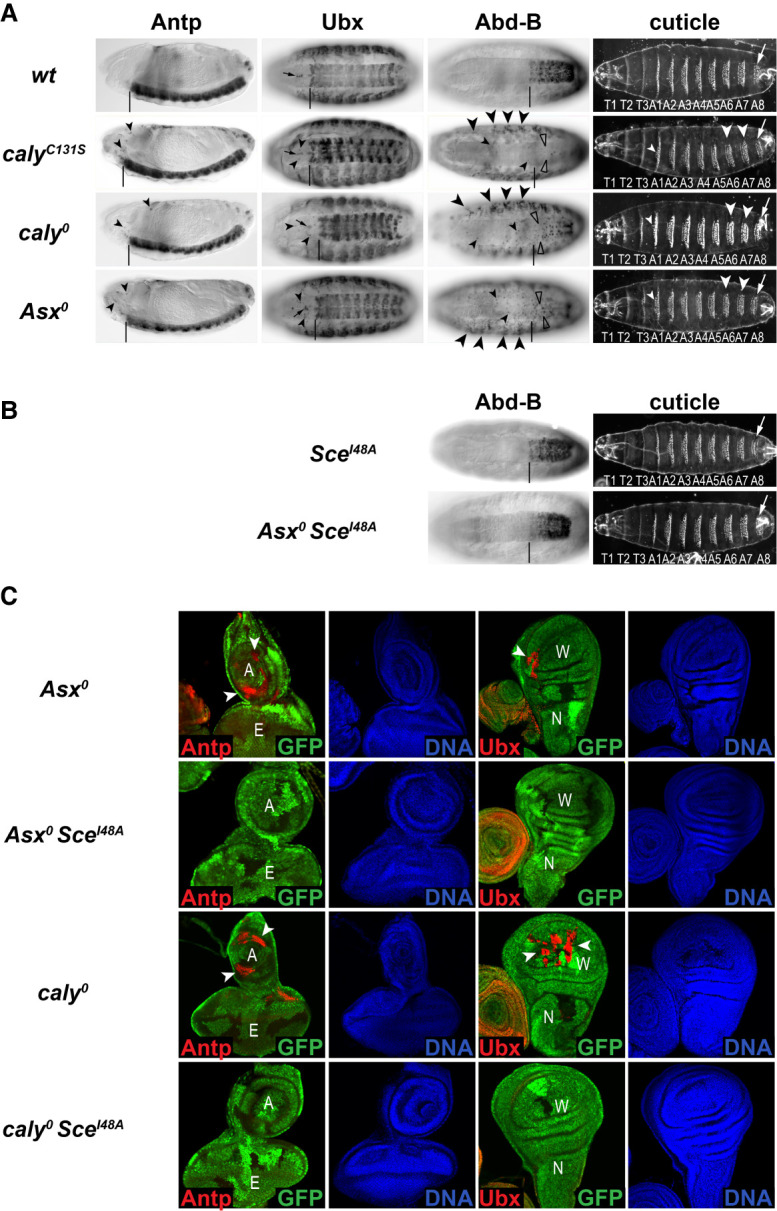
Excessive accumulation of H2Aub1 accounts for gene- and tissue-specific defects in Polycomb repression. (*A*) *caly*^*C131S*^, *caly*^*0*^, and *Asx*^*0*^ mutant embryos (Supplemental Table S1) show very similar defects in Polycomb repression. Side (first column) and ventral (second and third columns) views of stage 16 embryos, stained with antibodies against Antp, Ubx, or Abd-B as indicated, and embryonic cuticles (fourth column). Vertical lines mark the anterior boundaries of the Antp, Ubx, and Abd-B expression domains in wild type (wt); the small black arrows in the second column mark the four Ubx-positive midline cells that are part of the normal Ubx pattern in wt embryos. Note the stochastic misexpression of Antp, Ubx, and Abd-B in scattered individual cells in the CNS (small arrowheads point at some of those cells) in *caly*^*C131S*^, *caly*^*0*^, and *Asx*^*0*^ mutants; only Abd-B shows extensive misexpression in the epidermis (large arrowheads). In the CNS of all three mutants, there is loss of expression of Abd-B within its normal expression domain (empty arrowheads). The cuticles of all three mutants show comparable homeotic transformations of the A6 and A7 denticle belts (arrowheads) into denticle belts adopting the rectangular shape of the A8 denticle belt (arrow). In more anterior segments, the transformations are more subtle; e.g., the transformed first row of denticles in A1 (small arrowheads). In all three genotypes, these phenotypes were observed in 100% of the animals (*N > 30* for all genotypes). (*B*) Defective Polycomb repression in PR-DUB mutants is suppressed in animals that lack H2Aub1. (*Left*) Ventral views of stage 16 embryos that were *Sce*^*I48A*^ (*top*) or *Asx*^*0*^ *Sce*^*I48A*^ (*bottom*) (Supplemental Table S1), stained with antibody against Abd-B. (*Right*) Embryonic cuticles of the same genotypes. Abd-B expression and the embryonic cuticle of *Sce*^*I48A*^ mutant animals are indistinguishable from wild type (wt in *A*) (Pengelly et al. 2015). *Asx*^*0*^ *Sce*^*I48A*^ animals (26 out of 26 embryos) showed complete suppression of Abd-B misexpression (cf. *Asx*^*0*^ in *A*), and the cuticle of *Asx*^*0*^;*Sce*^*I48A*^ animals was indistinguishable from wt (in *A*). (*C*) Eye–antenna (first and second columns) and wing (third and fourth columns) imaginal discs with clones of *Asx*^*0*^ (first and second rows) or *caly*^*0*^ (third and fourth rows) mutant cells, induced in wild-type (first and third rows) or *Sce*^*I48A*^(second and fourth rows) homozygous mutant larvae (Supplemental Table S1). The eye (E), antenna (A), wing blade (W), and notum (N) primordia are indicated. In all cases, larvae were stained with antibodies against Antp or Ubx (red), as indicated, and with Hoechst to visualize DNA (blue); the *Asx*^*0*^ or *caly*^*0*^ homozygous mutant clone tissue is marked by the absence of GFP (green). In clones of *Asx*^*0*^ *Sce*^*I48A*^ or *caly*^*0*^ *Sce*^*I48A*^ double-mutant cells, Antp (second and fourth rows; *left*) and Ubx (second and fourth rows; *right*) remained completely repressed in all clones. The illustrated phenotypes were observed in 100% of cases (for each genotype, *N > 20* discs analyzed).

We reasoned that if defective HOX gene regulation in PR-DUB mutants is indeed caused by the increased H2Aub1 levels in these mutants, this deregulation should be suppressed in PR-DUB mutants in which H2Aub1 had been removed. This is indeed the case. *Asx*^*0*^ *Sce*^*I48A*^ double-homozygous embryos showed a normal *Abd-B* expression pattern, and their embryonic cuticle was indistinguishable from *Sce*^*I48A*^ single mutants or wild type (Fig. 4B). This strongly supports the conclusion that excess accumulation of H2Aub1 is the reason for deregulation of HOX gene expression in PR-DUB mutants.

To extend these findings, we also investigated the requirement for PR-DUB function during postembryonic development. We induced clones of *Asx*^*0*^, *caly*^*0*^, or *caly*^*C131S*^ homozygous mutant cells in heterozygous animals. In the first assay, we analyzed the morphology of differentiated epidermal structures formed by *Asx*^*0*^ or *caly*^*C131S*^ homozygous mutant cells in adult flies. Both *caly*^*C131S*^ and *Asx*^*0*^ mutants again showed highly similar phenotypes, with homeotic transformations as the only detectable morphological defects in epidermal tissues formed by the mutant cells (Supplemental Fig. S5A). These transformations only occurred in specific body regions, including the distal antennae, the wing blade, and the first tarsal segments of the legs (Supplemental Fig. S5A). We emphasize that adult structures formed by mutant cell clones in other regions of the body appeared morphologically normal (Supplemental Fig. S5A).

As expected from the locally confined homeotic transformations in adults, misexpression of HOX genes only occurred in specific areas of the imaginal disc primordia. Specifically, *Ubx* was widely misexpressed in *Asx*^*0*^, *caly*^*0*^, or *caly*^*C131S*^ mutant cell clones in the wing blade primordium of the wing imaginal disc but remained repressed in clones in the notum primordium (Fig. 4C; Supplemental Fig. S5A,B; cf. Gaytán De Ayala Alonso et al. 2007). Similarly, in the eye–antennal imaginal disc, *Antp* was mainly misexpressed in clones in the antenna primordium but remained repressed in most clones in the eye primordium (Fig. 4C; Supplemental Fig. S5A,B; cf. Halachmi et al. 2007). We conclude that removal of PR-DUB deubiquitinase activity at later stages of development also does not globally disrupt Polycomb repression at HOX genes but impairs it in a gene- and tissue-specific manner.

Analogous to the experiments in embryos, we also investigated how removal of PR-DUB affects HOX gene expression in larvae that lack H2Aub1. We induced clones of *Asx*^*0*^ or *caly*^*0*^ homozygous mutant cells in *Sce*^*I48A*^ zygotic mutant larvae. *Sce*^*I48A*^ zygotic mutants develop up to the pupal stage, and their larval tissues lack detectable amounts of H2Aub1 (Pengelly et al. 2015). Clones of *Asx*^*0*^ *Sce*^*I48A*^ or *caly*^*0*^ *Sce*^*I48A*^ double-mutant cells fully maintained repression of *Ubx* and *Antp*, like the neighboring *Sce*^*I48A*^ mutant tissue (Fig. 4C). These results corroborate that the failure to maintain Polycomb repression in PR-DUB mutant cells in larvae is indeed a consequence of increased H2Aub1 levels.

### The widely increased H2Aub1 levels in PR-DUB mutants do not cause global transcriptome changes

The remarkably specific homeotic phenotypes and absence of other obvious developmental abnormalities in PR-DUB mutants are perhaps surprising. To test for global transcriptome changes, we performed RNA-seq analyses on precisely staged single *Asx*^*0*^ mutant and wild-type control embryos (Supplemental Fig. S5C–F). 

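RNA-seq values were obtained for 5 single *Asx*0 embryos and 3 single wild-type embryos at stage 16 (15 to 16 h of age). *Asx*0 embryos lack zygotic Asx, the partner that the deubiquitinase Calypso needs in PR-DUB. Poly(A) RNA of each embryo was made into a library of its own. The authors quantified transcripts with Salmon, summed them to genes, and tested differences with DESeq2. They kept these embryos out of a larger set because their profiles in a principal component analysis and their morphology pointed to equal stages. The deposited table holds 13754 genes, 877 of them with a mean of 0, and gives for each embryo a log2 normalized count that has been shrunk towards the gene's mean. The shrinkage makes changes smaller than the authors' deposited fold changes: the slope of the one on the other was 0.0437 for genes with mean normalized counts of 10 to 50 and 0.506 for genes above 1000. The largest deposited fold changes weigh most in these slopes, so they do not give the shrinkage of a typical gene. Among genes above 1000, *p24-2* had a log2 fold change of 3.17 here and 13.7 deposited, and *Act87E* 0.32 and 0.41. Total counts per embryo are not given, so the depth is unknown. limma was run on these log2 values for the 10212 genes with a mean normalized count of at least 10. On simulated changes of 0.5 on the shrunken log2 scale among these genes it recovered 95.5%, and 43.3% of changes of 0.25. The simulation added the changes after the shrinkage, so it does not tell how often changes of that size before shrinkage are found.

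*Asx* RNA was at 10.26 ± 0.08 (SD, n = 5) on the log2 scale in *Asx*0 embryos and at 10.29 ± 0.05 (SD, n = 3) in wild type (adjusted p = 0.793 from limma), so the amount of RNA does not check this allele. *white*, the eye colour gene that marks the mutant stock, was lower by a log2 fold change of -1.39 (adjusted p = 9.7e-07 from limma). The first principal component, which held 47.5% of the variance, set all 5 mutant embryos apart from the 3 wild-type embryos.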

The principal conclusion from these analyses is that the global increase in H2Aub1 levels across the genome in PR-DUB mutants does not cause global genome-wide deregulation of transcription. This is further corroborated by the observation that genome-wide RNA polymerase II occupancy is largely comparable between *Asx*^*0*^ mutant and wild-type embryos (Supplemental Fig. S5G,H).

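Most genes lay close to their wild-type level in *Asx*0 embryos. The quartiles of the log2 fold change were -0.08 and 0.08 on the shrunken scale, which draws values towards each other, and -0.18 and 0.18 for the authors' deposited fold changes. On the shrunken scale 47 of the tested genes (0.46%) lay beyond a 2-fold difference. At an adjusted p under 0.05 from limma and a fold above 2 on that scale, 13 genes were higher and 32 lower; with the authors' p-values and fold changes, 186 were higher and 249 lower. Without the fold limit 530 were higher and 628 lower, 11.3% of the tested genes, most of them by small amounts; with the *msl-2* minus *Sxl* covariate, added after seeing the data, these were 314 and 435.

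Among the genes that rose were *CG10073*, with a log2 fold change of 2.61 (standard error 0.08, adjusted p = 1.77e-08 from limma), and *rosy* (*ry*), which encodes xanthine dehydrogenase, with 1.32 (standard error 0.07, adjusted p = 1.27e-06 from limma). The mutant stock differed from the wild type, Oregon-R, in markers and inserted elements as well as in *Asx*. For *ry* and the other genes named here, a difference between stocks therefore cannot be told apart from the mutation. *p24-2* had the largest rise, 3.17 (standard error 0.74, adjusted p = 0.019 from limma), but its level varied widely in the mutants (SD 1.67, n = 5), and without wild-type replicate 2 its adjusted p was 0.0622 from limma. Among the genes that fell were the midgut serine protease *Jon65Aiii*, by a log2 fold change of -2.22 (standard error 0.13, adjusted p = 2.87e-06 from limma), and the glutathione transferase gene *GstE6*, from 10.10 ± 0.09 (SD, n = 3) to 8.60 ± 0.11 (SD, n = 5; adjusted p = 1.24e-06 from limma).

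By gene group, 18 gut digestive enzyme genes were measured, of which 1 rose and 8 fell (2 and 10 adjusted over the list alone), including *lambdaTry* (-0.78) and *Mal-A3* (-0.73). The camera test of this group gave an adjusted p = 0.00305, and an adjusted p = 0.616 with an estimated correlation. Of 90 detoxification genes, 13 rose and 23 fell (17 and 30 adjusted over the list alone), with *Ugt49B1* at 1.32 among those that rose and *GstE1* at -0.65 among those that fell. Of 93 cuticle protein genes, 4 rose and 14 fell (8 and 14 adjusted over the list alone), among them *TwdlW* at -0.65 and *Lcp65Ag1* at -1.14. As a group they did not pass, with an adjusted p of 0.679 from camera, 0.896 with an estimated correlation and 0.672 from fry. Of 20 neuronal genes, *Appl* fell (-0.70) and the other 19 did not pass the test. Of 84 developmental regulators known as Polycomb targets, none rose and 5 fell, where 11.3% of all tested genes passed the adjusted p. Those that fell included *exex* at -0.34, *tup* at -0.30 and *grn* at -0.28, the last not passing with the *msl-2* minus *Sxl* covariate. The median over the list was -0.04, and the adjusted p was 0.0332 from camera, 0.616 with an estimated correlation and 0.0144 from fry. Normalization between embryos sets the typical gene to no change, so a uniform shift of all genes would not appear in these values. From the limited changes in the transcriptome, the paper reasons that the rise of H2Aub1 across the genome does not bring a gross deregulation of transcription, while allowing that changes in single cells or tissues may escape detection in whole embryos (Supplemental Fig. S5C).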

### H2Aub1 deficiency does not globally disrupt Polycomb repression at developmental regulator genes

To complement these analyses, we also performed RNA-seq on *Sce*^*I48A*^ mutant embryos (Supplemental Fig. S5C–F), which revealed that there is no obvious deregulation of Polycomb target gene transcription in animals lacking H2Aub1. This is consistent with the observation that Polycomb repression at HOX genes is fully maintained in *Sce*^*I48A*^ mutants and that these animals do not show a Polycomb mutant phenotype (Fig. 4; cf. Pengelly et al. 2015).

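Poly(A) RNA of 4 single *Sce* I48A embryos was set against that of 4 single wild-type embryos of the same stage. *Sce* I48A embryos, without maternal or zygotic wild-type Sce, carry a form of this E3 ligase that cannot monoubiquitinate H2A. Their stock differed from the wild type, Oregon-R, in markers and inserted elements as well as in *Sce*. For the genes named in this section, a difference between stocks therefore cannot be told apart from the mutation. The table was made like the one for *Asx*0, has log2 values of its own normalization, and was tested with limma in the same way over 10369 genes. *Sce* RNA was at 9.12 ± 0.05 (SD, n = 4) in the mutant and 9.02 ± 0.07 (SD, n = 4) in wild type (adjusted p = 0.381 from limma). According to the supplement, the mutant form is an inserted copy, in a stock that carries null alleles of *Sce*. The RNA level thus compares that copy with the wild-type gene and does not check the amino acid change. On simulated changes of 0.5, again added on the shrunken log2 scale, 89.6% of changed genes were recovered.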

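Of 85 developmental regulators known as Polycomb targets, 3 rose in *Sce* I48A embryos and none fell, where 7.48% of all tested genes passed the adjusted p. The 3 were *toy*, a Pax6 gene, with a log2 fold change of 0.59 (adjusted p = 0.0215 from limma), *oc* with 0.36 (adjusted p = 0.0415 from limma) and *sob* with 0.28 (adjusted p = 0.0277 from limma). None passed when adjusted over the list alone, and each lost its call when some single embryos were left out, as *toy* did without wild-type replicate 2 (adjusted p = 0.0681 from limma). The camera test of the list gave an adjusted p = 0.0107, and an adjusted p = 0.795 with an estimated correlation and 0.277 from fry. The quartiles over the list were -0.01 and 0.15 on the log2 scale. Of 28 genes that encode Polycomb and trithorax proteins, 4 rose (7 adjusted over the list alone) and none fell. *Psc*, a RING finger subunit of PRC1, was at 10.85 ± 0.14 (SD, n = 4) in the mutant and 10.06 ± 0.12 (SD, n = 4) in wild type, a log2 fold change of 0.79 (standard error 0.09, adjusted p = 0.000326 from limma). Its paralog *Su(z)2*, which lies next to it on chromosome arm 2R (*Psc* from 12965997 to 12980994 and *Su(z)2* from 12996501 to 13007911 in dm6), had a log2 fold change of 0.96 (standard error 0.11, adjusted p = 0.000342 from limma). The log2 fold changes deposited by the authors are 1.20 for *Psc* and 1.36 for *Su(z)2*. *Drl-2*, beyond *Su(z)2*, rose too (0.82, adjusted p = 0.000284 from limma), and also in *Asx*0 embryos (0.52, adjusted p = 0.00039 from limma). Over the 20 tested genes within 100 kb, without *Psc* and *Su(z)2*, the median was -0.0431 in *Sce* I48A embryos. *Su(z)12*, a subunit of PRC2, had 0.44 and *jing* 0.32 (adjusted p = 0.0113 and adjusted p = 0.0197 from limma), *jing* not passing without wild-type replicate 2. The camera test of the group gave an adjusted p = 1.98e-05, and an adjusted p = 0.321 with an estimated correlation and 0.0104 from fry.

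Over all tested genes, 11 were higher and 31 lower at an adjusted p under 0.05 from limma and a fold above 2 on the shrunken scale, and 321 higher and 455 lower without the fold limit (7.48%). Without wild-type replicate 2 the latter number was 390 genes in place of 776. With the authors' p-values and fold changes and a fold above 2, 121 were higher and 290 lower. The quartiles of the log2 fold change were -0.10 and 0.10 on the shrunken scale, and -0.26 and 0.23 for the authors' deposited fold changes. The cytochrome P450 gene *Cyp4p2* rose most, with a log2 fold change of 3.21 (standard error 0.14, adjusted p = 2.88e-07 from limma), and *CG2233* fell by 2.10 (standard error 0.22, adjusted p = 0.000231 from limma). *yellow* (2.37) and *white* (1.29), genes in use as markers of stocks and transgenes, also rose, *yellow* not with robust variances. From the lack of general deregulation of Polycomb targets in these embryos, the absence of Polycomb phenotypes, and H2Aub1 not being enriched at these genes at stages when PRC1 is needed to repress them, the paper argues against a critical role of H2Aub1 in the way PRC1 represses.

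**Figure D1:**
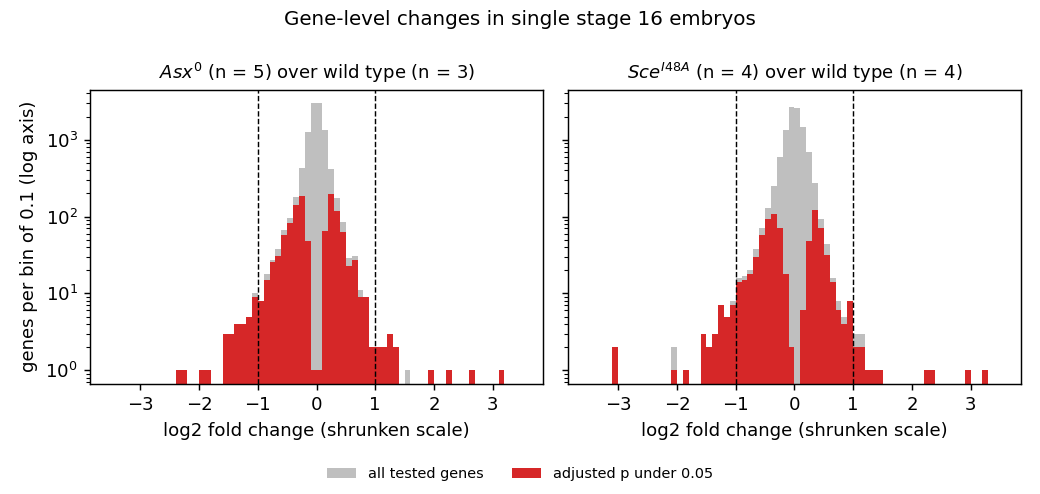
Distribution of log2 fold changes (x axis, on the shrunken log2 scale) over the tested genes, with the number of genes per bin on a logarithmic y axis, for *Asx*0 (left, 5 mutant and 3 wild-type embryos) and *Sce* I48A (right, 4 and 4). Grey bars are all tested genes, red bars those at an adjusted p under 0.05 from limma, and dashed lines mark a 2-fold difference, beyond which 47 and 46 genes lie.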

### H2Aub1 inhibits chromatin fiber folding in vitro

What is the mechanism of H2Aub1-mediated loss of repression in PR-DUB mutants? Previous studies had focused on the role of H2Aub1 as a protein binding platform (Kalb et al. 2014; Cooper et al. 2016; Kasinath et al. 2021). Ubiquitination at other histone residues has been shown to directly impact chromatin conformation (Fierz et al. 2011; Kilic et al. 2018a). We thus determined the structural impact of H2Aub1 on chromatin via a single-molecule fluorescence resonance energy transfer (smFRET) approach (Fig. 5A; Kilic et al. 2018b). For these experiments, we used human histones and chemically synthesized H2Aub1, where ubiquitin was connected to K119 via an asymmetric disulfide (H2Aub_SS_) (Fig. 5A; Supplemental Fig. S6; Chatterjee et al. 2010; Fierz et al. 2011; Debelouchina et al. 2017). H2Aub_SS_ is a close structural analog of H2Aub1, with the advantage of being chemically cleavable via reduction.

**Figure 5.**
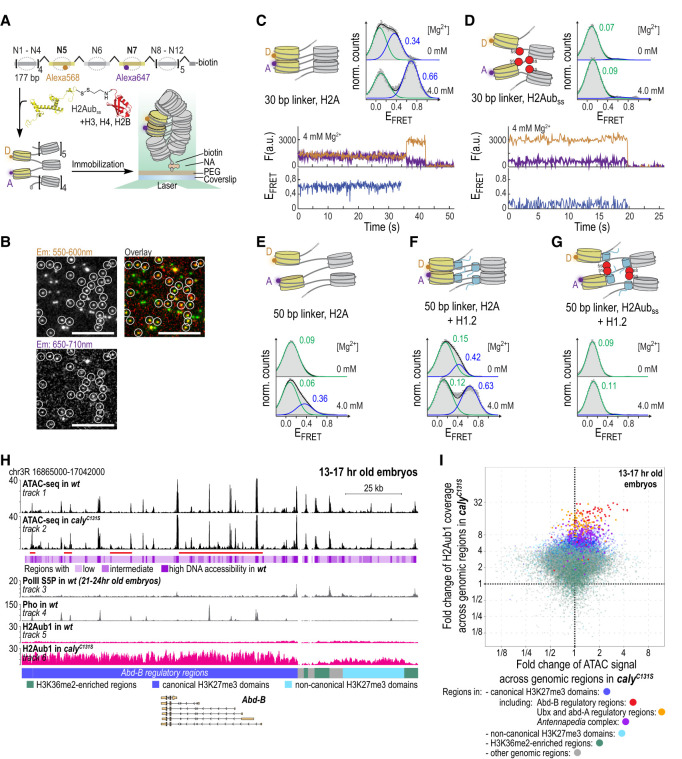
H2Aub1 perturbs nucleosome stacking and chromatin fiber folding in vitro and DNA accessibility in vivo. (*A*) Scheme of the smFRET experiment to detect nucleosome stacking in immobilized nucleosome arrays containing H2Aub_SS_, using TIRF microscopy. (*B*) TIRF microscopy images showing unmodified chromatin fibers at 4 mM Mg^2+^ under laser excitation at 532 nm at the indicated emission wavelengths or as an overlay showing FRET. White circles indicate the positions of immobilized fluorescently tagged chromatin. Scale bar, 10 µm. (*C*, *top*) FRET population histograms at the indicated Mg^2+^ concentrations. All histograms are the average of *n* > 2 independent repeats. Histograms are fitted with Gaussian functions (green and blue; black for the envelope). For the numbers of all repeats and for all fit values, see Supplemental Table S2. Peak E_FRET_ values for all populations are indicated. Error bars are standard error. (*Bottom*) Single-molecule traces (donor [orange], acceptor [violet], and FRET [blue]) for unmodified chromatin fibers using 30-bp linker DNA at 4 mM Mg^2+^. (*D*) smFRET traces and histograms for H2Aub_SS_-containing chromatin fibers with 30-bp linker DNA at the indicated Mg^2+^ concentrations. (*E–G*) smFRET histograms for unmodified chromatin fibers with 50-bp linker DNA (*E*), for unmodified chromatin fibers with 50-bp linker DNA saturated with H1.2 (*F*), and for H2Aub_SS_-containing chromatin fibers with 50-bp linker DNA saturated with H1.2 (*G*). (*H*) ATAC-seq profiles from 13- to 17-h-old wild-type (wt) or *caly*^*C131S*^ mutant embryos at the genomic interval containing *Abd-B*; for clarity, the locations of other transcription units in this region are not shown. RNA Pol II S5P, Pho, and H2Aub1 profiles are shown as a reference. Pho-bound PREs and RNA Pol II S5P-bound promoters show high DNA accessibility in both genotypes, but note the increased accessibility at *Abd-B* and its 3′ regulatory regions between peaks in *caly*^*C131S*^ mutants (red bar *below* track 2). Also note the high increase in H2Aub1 levels in *caly*^*C131S*^ mutants across this same region. (*I*) Scatter plots showing fold changes of ATAC-seq signal and H2Aub1 read coverage in 13- to 17-h-old *caly*^*C131S*^ mutant embryos. The dots represent genomic regions with high, intermediate, or low DNA accessibility and are colored according to the type of chromatin to which they map; all regions representing HOX gene sequences are labeled in color as indicated. See also Supplemental Figure S10B.

To detect chromatin compaction, we prepared a DNA template containing 12 copies of the 601-nucleosome positioning sequence separated by 30 bp of linker DNA. Moreover, we placed a FRET donor dye (Alexa fluor 568) and a FRET acceptor dye (Alexa fluor 647) within nucleosomes N5 (position *n)* and N7 (position *n+2)*, respectively (Supplemental Fig. S7), allowing detection of chromatin fiber folding via FRET (Fig. 5A; Kilic et al. 2018b). Using this DNA, we reconstituted chromatin fibers containing either unmodified H2A or H2Aub_SS_ (Supplemental Fig. S8). We then surface-immobilized these fibers in a flow cell, followed by imaging via total internal reflection fluorescence (TIRF) microscopy (Fig. 5A). From movies of donor and acceptor dye fluorescence emission under donor dye laser excitation (550 nm) (Fig. 5B), we calculated FRET efficiency (E_FRET_) time traces as well as time-averaged E_FRET_ histograms (Fig. 5B,C). Under low-salt conditions, unmodified chromatin adopted mostly an open state (E_FRET_ < 0.1), but a population of fibers exhibited medium FRET (E_FRET_ = 0.34), indicating transient nucleosome–nucleosome stacking interactions (Kilic et al. 2018b). Addition of bivalent cations (4 mM Mg^2+^) induced chromatin fiber folding, as indicated by a high FRET state (E_FRET_ = 0.66) (Fig. 5C). In contrast, we could not detect any FRET signal for chromatin containing H2Aub_SS_ independent of Mg^2+^, indicating a loss of nucleosome stacking (Fig. 5D). Importantly, deubiquitination of H2Aub_SS_ via reductive cleavage of the disulfide bond restored the ability of these chromatin fibers to fold (Supplemental Fig. S9).

The linker histone H1 is essential for the establishment of chromatin structure in metazoans. To test the impact of H1 on chromatin fiber folding, we assembled H2A- or H2Aub_SS_-containing chromatin fibers with an increased linker DNA length of 50 bp, observed in compact and inaccessible heterochromatin regions (Supplemental Fig. S7; Baldi et al. 2018). Interestingly, using unmodified H2A in the absence of H1, such chromatin fibers did not efficiently fold, presumably because of the increased internal flexibility imparted by the long linker DNA (Fig. 5E). However, upon incorporation of human linker histone H1.2 (Supplemental Fig. S8), fiber folding was restored (Fig. 5F). Conversely, the inclusion of H2Aub_SS_ completely antagonized the compacting effect of H1 (Fig. 5G), whereas the FRET signal could be restored after reductive deubiquitination of chromatin (Supplemental Fig. S9). Together, these findings demonstrate that H2Aub1 prevents stacking between *n* and *n+2* nucleosomes in nucleosome fibers and thus chromatin fiber folding, even in the presence of linker histones.

### Excessive H2Aub1 accumulation increases DNA accessibility at Polycomb target genes

We next tested whether in PR-DUB mutants the high density of H2Aub1 nucleosomes at HOX and other Polycomb target genes might also affect chromatin folding in vivo. To this end, we performed assays of transposase-accessible chromatin sequencing (ATAC-seq) to compare the accessibility of genomic DNA in *caly*^*C131S*^ mutant and wild-type embryos. We used genome segmentation (Supplemental Material) to define chromosomal intervals with high (violet), intermediate (magenta), and low (pink) accessibility in 13- to 17-h-old wild-type embryos (Fig. 5H, tracks 1 and 3). As expected, intervals with high accessibility included genomic sites such as gene promoters that are marked by RNA polymerase II occupancy or the nucleosome-depleted regions associated with PREs (Fig. 5H, cf. tracks 1, 3, and 4; Supplemental Fig. S10A, cf. tracks 1, 3, and 4) On the other hand, chromosomal regions with low accessibility would be expected to represent genomic intervals assembled into arrays of densely packed nucleosomes.

Comparison of the ATAC-seq profiles between *caly*^*C131S*^ mutant and wild-type embryos revealed that chromosomal regions with the highest increase in H2Aub1 coverage, including the HOX genes, show an overall increase in DNA accessibility in the mutant (Fig. 5I). The accessibility gain is particularly pronounced in genomic intervals in HOX genes that in wild-type animals fall into the class of low-accessibility regions (Supplemental Fig. S10B, right plot). The longest intervals in the genome with increased accessibility in *caly*^*C131S*^ mutants include regions of the *Abd-B* gene, including intervals 3′ to the *Abd-B* transcription unit (Fig. 5H; Supplemental Fig. S10C). Another example of a Polycomb target gene with a high increase in H2Aub1 levels and concomitant gain in DNA accessibility in *caly*^*C131S*^ mutants is illustrated in Supplemental Figure S10A.

In conclusion, these data show that at a subset of Polycomb target genes, the strong increase in H2Aub1 levels in PR-DUB mutants is associated with increased accessibility of the associated DNA. It remains to be determined whether the high density of H2Aub1 nucleosomes interferes with chromatin fiber folding at Polycomb target genes in the same way as observed in vitro or whether H2Aub1 increases DNA accessibility by, for example, reducing nucleosome occupancy.

### Increased H2Aub1 levels does not impair PcG protein complex binding to PREs

We next analyzed the expression levels and genomic binding profiles of different PcG proteins in *Asx*^*0*^ or *caly*^*C131S*^ mutant embryos. The protein levels of diverse PhoRC, PRC1, and PRC2 subunits in *Asx*^*0*^ mutants were unaltered compared with wild type (Supplemental Fig. S11A). The genome-wide binding profiles of the PhoRC subunit Pho or of the PRC1 subunits Pc and Scm in PR-DUB mutants were also comparable with those in wild type (Fig. 6A; Supplemental Fig. S11B). In particular, the mutants showed no obvious reduction of PcG protein binding at HOX gene PREs, and also the low-level association of the Pc protein across canonical H3K27me3 domains appeared undiminished (Fig. 6A). This low-level Pc ChIP signal likely reflects direct interaction of Pc with H3K27me3-modified nucleosomes, which, as shown above (Fig. 3), are also present at undiminished levels across HOX gene chromatin in PR-DUB mutants. In conclusion, the increased H2Aub1 levels therefore do not interfere with the recruitment of PcG proteins to PREs, the ability of PRC2 to trimethylate H3K27me3 on nucleosomes in the flanking chromatin, or the ability of PRC1 to interact with these H3K27me3-marked nucleosomes. High H2Aub1 levels instead seem to interfere with a subsequent step of the Polycomb repression mechanism.

**Figure 6.**
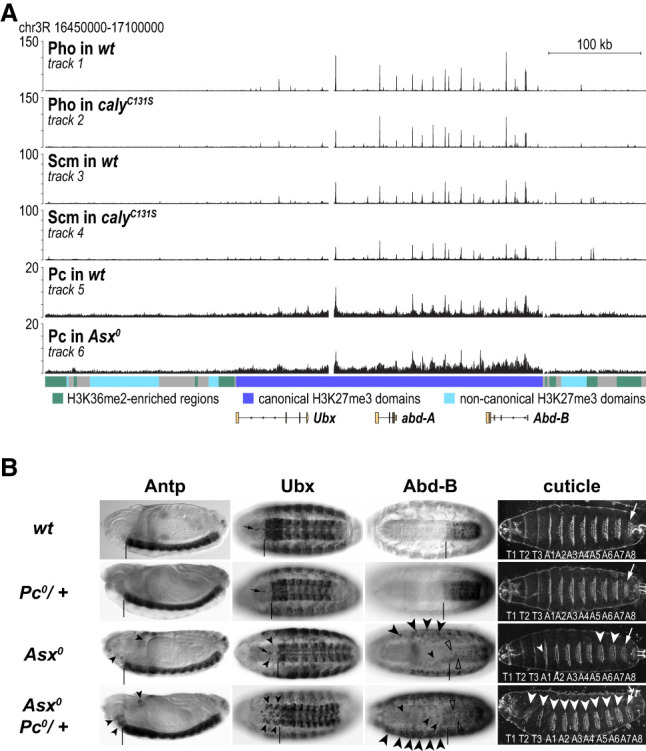
PRC1 binding to HOX gene chromatin is undiminished in PR-DUB mutants, but its repression capacity through chromatin compaction is impaired. (*A*) ChIP-seq profiles of Pho, Scm, and Pc in wild-type (wt) and PR-DUB mutant embryos at a chromosomal interval encompassing the *BX-C*. (*B*) Reduction of the levels of compaction-competent PRC1 exacerbates the Polycomb repression defects in *Asx*^*0*^ mutant embryos. Stage 16 embryos were stained for Antp, Ubx, or Abd-B, and embryonic cuticles; labeling of expression and morphological features are as in Figure 4A. In *Pc*^*0*^ heterozygous embryos (*Pc^0^/+*), expression of all three HOX proteins and cuticle morphology are indistinguishable from wild type (wt). *Asx*^*0*^ homozygous embryos that are heterozygous for *Pc*^*0*^ (*Asx^0^ Pc^0^/+*; fourth row) show more widespread misexpression of all three HOX genes (arrowheads) and more severe homeotic transformations of abdominal and thoracic segments (white arrowheads) compared with *Asx*^*0*^ homozygotes (third row).

### Gene repression through PRC1-mediated chromatin compaction is compromised by high H2Aub1 levels

The biochemical and genetic evidence in *Drosophila* argues that PRC1 represses its target genes by compacting the nucleosome arrays that package these genes (Francis et al. 2001, 2004; King et al. 2005). Considering that H2Aub1 disrupts chromatin fiber folding in vitro (Fig. 5), an attractive mechanistic explanation for the defect in Polycomb repression in these mutants could be that H2Aub1 interferes with chromatin compaction by PRC1. To functionally test this hypothesis, we probed whether the defects in Polycomb repression in PR-DUB mutants would be further exacerbated in animals with impaired PRC1 chromatin compaction activity but intact E3 ligase activity. To this end, we used animals with a reduced dosage of Pc, the PRC1 subunit that is thought to promote chromatin compaction by enabling interactions of PRE-tethered PRC1 with H3K27me3-modified nucleosomes in the flanking chromatin. In embryos that are heterozygous for a *Pc*-null mutation (*Pc^0^/+*), HOX gene expression and the embryonic cuticle pattern are indistinguishable from wild-type embryos (Fig. 6B). However, in *Asx*^*0*^ mutant embryos, the same reduction in the dosage of the Pc protein (i.e., in *Asx^0^/Asx^0^; Pc^0^/+* embryos) resulted in markedly more extensive misexpression of Antp, Ubx, or Abd-B compared with *Asx*^*0*^ mutant embryos with wild-type levels of Pc (Fig. 6B). Consistent with this, *Asx^0^/Asx^0^; Pc^0^/+* mutant embryos also showed more severe homeotic transformations than *Asx*^*0*^*/Asx*^*0*^ single mutants (Fig. 6B). In conclusion, these experiments are compatible with a scenario in which the high H2Aub1 levels at HOX genes in PR-DUB mutants disrupt transcriptional repression by antagonizing the chromatin compaction activity of PRC1.

## Discussion

In this study, we investigated the molecular function of H2Aub1 in developing *Drosophila* with a focus on elucidating why and how H2Aub1 deubiquitinase activity of PR-DUB is needed for Polycomb repression.

The following main conclusions can be drawn from the work reported in this study. First, the genomic H2Aub1 profile shaped by the antagonistic actions of PRC1 and PR-DUB is unexpectedly dynamic during development. This balance permits PRC1 to generate H2Aub1 domains at Polycomb target genes in early embryos, but subsequently, it is H2Aub1 deubiquitination by PR-DUB that dominates and shapes a near-uniform, low-level H2Aub1 landscape in late stage embryos and larvae. Second, the early H2Aub1 domains are required for the rapid establishment of H3K27me3 domains; however, at HOX genes, this pathway does not appear to be critical because, with a delay, PRC2 generates H3K27me3 domains at these loci also in animals lacking H2Aub1. In contrast, the formation of noncanonical H3K27me3 domains strictly depends on H2Aub1. Third, in wild-type *Drosophila*, H2Aub1 is no longer enriched at Polycomb target genes during developmental stages when the Polycomb machinery acts to repress transcription of these genes. Together with the finding that Polycomb repression appears intact in animals lacking H2Aub1, this corroborates that chromatin compaction but not H2Aub1 is central to the PRC1 repression mechanism. Fourth, H2Aub1 inhibits chromatin fiber folding of nucleosome arrays in vitro. H2Aub1 therefore directly impacts the structural organization of chromatin. Fifth, in PR-DUB mutants, excessive H2Aub1 accumulation at HOX genes increases DNA accessibility and disrupts Polycomb repression at these loci. High H2Aub1 levels at these target genes are therefore detrimental to Polycomb repression. Sixth, removal of PRC1 E3 ligase activity restores Polycomb repression in PR-DUB mutants, whereas reduction of PRC1 chromatin compaction activity exacerbates the repression defects. This suggests that PR-DUB preserves Polycomb repression by antagonizing persistent H2Aub1 deposition by PRC1 in order to allow effective chromatin compaction by PRC1.

### H2Aub1 interferes with nucleosome stacking and chromatin fiber folding

Atomic structures of diverse nucleosome arrays revealed that stacking interactions between the solvent-exposed surfaces of the histone octamers in *n* and *n+2* nucleosomes are a common feature (Schalch et al. 2005; Song et al. 2014; Garcia-Saez et al. 2018; Dombrowski et al. 2022). In vivo, chromatin does not exist as long regularly folded fibers, but direct contacts between *n* and *n+2* nucleosomes are also widely observed using sequencing-based approaches (Hsieh et al. 2015; Risca et al. 2017). Moreover, tomographic studies suggest that nucleosome stacking is a prevalent feature of chromatin organization in vertebrate nuclei (Ou et al. 2017; Cai et al. 2018). Here, our FRET measurements show that these stacking interactions are critical for folding of unmodified nucleosome arrays in solution and that the presence of ubiquitin at H2AK119 sterically prevents nucleosome–nucleosome stacking. In conclusion, our results show that in addition to providing a binding site for PRC2.2 and variant PRC1 complexes, H2Aub1 can also directly impact the structural organization of chromatin.

### Excessive H2Aub1 accumulation in HOX gene chromatin accounts for disruption of Polycomb repression in PR-DUB mutants

To relate the observations from these in vitro studies to the effects of H2Aub1 on chromatin compaction in vivo, it is important to consider the density of H2Aub1-modified nucleosomes within a given stretch of chromatin in cells. In late stage wild-type embryos, only a few percent of total H2A carry the ubiquitin modification (Scheuermann et al. 2010). Considering that H2Aub1 is globally distributed across the entire genome in these embryos, one would expect that only a small fraction of nucleosomes across any given stretch of chromatin contains H2Aub1. During the stages when Polycomb repression acts, nucleosome stacking in Polycomb target gene chromatin is therefore unlikely to be grossly impaired. In contrast, the 20-fold to 30-fold increase in H2Aub1 nucleosome density in HOX gene chromatin in late stage PR-DUB mutant embryos could interfere with regular nucleosome stacking. The increased DNA accessibility at several Polycomb target genes in PR-DUB mutants is consistent with a less compact chromatin organization at these loci.

Our data argue that the high H2Aub1 accumulation in PR-DUB mutants does not interfere with Polycomb complex binding to PREs or H3K27me3 deposition in the flanking chromatin. The enhancement of the Polycomb repression defects in PR-DUB mutants with reduced PRC1 dosage (i.e., in *Pc/+*; *Asx*^*0*^ animals) is consistent with a scenario in which the excess of H2Aub1 directly impacts the ability of target gene-associated PRC1 to compact chromatin. This conclusion is in contrast to the recent suggestion that defective Polycomb repression in PR-DUB mutant mouse ESCs might be caused by reduced H3K27me3 deposition at Polycomb target genes (Conway et al. 2021; Fursova et al. 2021). Specifically, these studies proposed that the genome-wide low increase in H2Aub1 levels in PR-DUB mutants would sequester PRC2.2 and thereby titrate it away from Polycomb target genes. Our data provide no support for such a scenario in *Drosophila*.

The morphological defects in PR-DUB mutants suggest that Polycomb repression is primarily disrupted at HOX genes. Moreover, the repression defects at HOX genes are remarkably tissue- and stage-specific and not as widespread as in the case of mutants lacking PRC1 or PRC2. Even at HOX genes, the high H2Aub1 levels therefore still permit the Polycomb machinery to sustain repression in a fraction of cells. A possible explanation could be that the high H2Aub1 nucleosome density antagonizes chromatin compaction by PRC1 but does not fully abrogate it, and consequently, only some but not all tissue-specific enhancers in HOX genes are able to overcome this residual repression.

### Balancing H2A ubiquitination and deubiquitination during embryogenesis

What is the molecular basis for the formation of very different genomic H2Aub1 profiles in early and late embryos? Absolute quantification of proteins revealed that the copy number of Sce molecules per nucleus is comparable in early and late stage embryos (Bonnet et al. 2019). In contrast, the copy numbers of Calypso and Asx proteins in nuclei from early stage embryos are very low, and both proteins are fivefold to sevenfold more abundant in nuclei from late stage embryos (Bonnet et al. 2019). The lower abundance of PR-DUB relative to PRC1 in 0- to 6-h-old embryos could therefore provide a simple mechanistic explanation why PRC1 is able to generate H2Aub1 domains at Polycomb target genes early but not late in embryogenesis. Alternative scenarios to explain the different H2Aub1 landscapes in early and late embryos could be modulation of PRC1 or PR-DUB activity or differences in genomic targeting of these complexes during the different stages of embryogenesis.

### The role of H2Aub1 in H3K27me3 domain formation

The formation of the H3K27me3 landscape is thought to rely on the combined action of PRC2.1 and PRC2.2, whereby the relative contributions by these two complexes vary at different genomic locations (Laugesen et al. 2019; Yu et al. 2019). Here, we used H2Aub1-deficient embryos that lack the nucleosomal binding site specific for PRC2.2 (Kasinath et al. 2021). H2Aub1-deficient embryos show a genome-wide reduction of the H3K27me3 profile that is particularly pronounced in early embryos. During this stage of development, H2Aub1 and PRC2.2 therefore contribute significantly to H3K27me3 domain formation, analogously to what has been reported in mouse ESCs (Blackledge et al. 2020; Tamburri et al. 2020). Intriguingly, in later stage H2Aub1-deficient embryos, regular domains with near-normal coverage of H3K27me3 appear at HOX and many other canonical Polycomb target genes. This recovery of H3K27me3 domains explains why H2Aub1-deficient animals do not show the repression defects associated with loss of PRC2 activity. The recovery of near-normal levels of H3K27me3 at canonical H3K27me3 domains in late stage H2Aub1-deficient *Drosophila* embryos argues that the system, at least in flies, is considerably more plastic than anticipated.

### Repression by PRC1 without H2Aub1

A simple straightforward finding here was that H2Aub1 is not enriched at Polycomb target genes during the embryonic and larval stages when PRC1 is critically required to repress these genes. This is consistent with the finding that *Sce*^*I48A*^ mutants show no Polycomb mutant phenotypes and no general transcriptional deregulation of Polycomb target genes in late stage embryos. Together, these observations all argue against a critical role of H2Aub1 in the actual repression mechanism by which PRC1 blocks transcription. Identifying the reason why *Sce*^*I48A*^ or *H2A*^*K117R/K118R/K121R/K122R*^ mutants die as late stage embryos will require further studies, including experiments to investigate whether the low uniform levels of H2Aub1 across the genome might have an essential function in a process other than transcriptional regulation.

## Materials and methods

### Generation of the *caly*^*C131S*^ allele

The *caly*^*C131S*^ mutant allele was generated by scarless CRISPR–Cas9 technology (https://flycrispr.org/scarless-gene-editing). The genomic sequence of the engineered *caly*^*C131S*^ allele is shown in Supplemental Figure S2A.

### Generation of *caly*^*C131S*^ ^*m-z-*^ embryos

The conditionally excisable genomic >*caly*^+^> rescue transgene containing chr2R sequences 16,190,220–16,198,133 (dm6 reference genome) was cloned into pUMR (Supplemental Fig. S2C) and integrated into the attP landing site VK33 (BDSC 24871). One copy of the >*caly*^+^> transgene rescue*d caly*^*C131S*^ homozygotes into viable and fertile flies. Excision of the >*caly*^+^> transgene in the germline of *caly*^*C131S*^ heterozygous parents and identification of *caly*^*C131S*^ ^*m-z-*^ embryos are described in Supplemental Figure S2D.

### *Drosophila* strains and genotypes

See Supplemental Table S1 for detailed genotypes used in every experiment.

### Antibodies

Antibodies are listed in Supplemental Table S3.

### ChIP-seq analysis in *Drosophila* embryos and in larval tissues

A detailed protocol describing sample preparation, ChIP, library preparation, sequencing, and data processing is provided in the Supplemental Material.

### ATAC-seq and RNA-seq analysis

Detailed ATAC-seq and RNA-seq protocols are provided in the Supplemental Material.

### Immunohistochemistry and immunofluorescence stainings

Embryos of the appropriate genotypes were fixed and stained with Antp, Ubx, and Abd-B antibodies following standard protocols. Imaginal discs from third instar larvae were stained with Antp or Ubx and Cy3-labeled secondary antibodies following standard protocols. For clonal analysis, clones were induced by heat shock-induced expression of Flp recombinase in the genotypes listed in Supplemental Table S1.

### smFRET observation of chromatin conformation

H2Aub_SS_ was prepared according to Chatterjee et al. (2010), Fierz et al. (2011), and Debelouchina et al. (2017) and used to assemble histone octamers using purified human histones and, if required, recombinant H1.2 (for detailed protocols, see the Supplemental Material). Chromatin DNA containing fluorescent dyes was prepared and assembled into chromatin fibers as described previously (Kilic et al. 2018b). Flow chambers for TIRF experiments were assembled as described previously (Kilic et al. 2018b). Single-molecule measurements were performed on a micromirror TIRF system (MadCityLabs) (Kilic et al. 2018b). For each experiment, the flow chambers were incubated with 50 μL of 0.2 mg/mL neutravidin for 5 min, followed by immobilization of 0.5–2 μL of 5–20 ng/μL chromatin fibers. The buffer was exchanged to imaging buffer (40 mM KCl, 50 mM Tris-HCl, 2 mM Trolox, 2 mM nitrobenzyl alcohol [NBA], 2 mM cyclooctatetraene [COT], 10% glycerol, 3.2% glucose) supplemented with GODCAT (100× stock solution: 165 U/mL glucose oxidase, 2170 U/mL catalase). For imaging, ∼2000 frames were acquired with 532-nm laser excitation and 100-msec integration time. Acquired movies were analyzed using custom-written scripts in Matlab (MathWorks) as described before (Kilic et al. 2018b). From traces of donor (F_D_) and acceptor (F_A_) fluorescence emission intensity, FRET efficiency (E_FRET_) traces were calculated as follows:

$$E_{FRET}=\frac{F_{A}-\text{β}F_{D}}{F_{A}-\text{β}F_{D}+\gamma F_{D}}\;\mathrm{and}\;\gamma =\frac{\Delta F_{A,bleach}}{\Delta F_{D,bleach}},$$

with β = 0.161 and γ = 0.436. From fluorescence time traces, E_FRET_ histograms were constructed and fitted using two Gaussian functions:

$$y=\sum_{i=1-2}A_{i}e^{-\frac{1}{2}{\left(\frac{x-c_{i}}{d_{i}}\right)}^{2}}.$$

For all fit results, see Supplemental Table S2.

### Nuclear extracts for Western blot analysis

Total nuclear extracts were prepared by purifying nuclei from 21- to 24-h-old embryos that were quantified as described in Bonnet et al. (2019) and resuspended in appropriate volumes of SDS sample buffer. Extracts were sonicated in a Bioruptor (Diagenode) for eight cycles of 30 sec on/30 sec off at high-power mode and incubated for 5 min at 75°C, and insoluble material was removed by centrifugation.

### Data availability

Genomic data have been deposited in GEO under accession number GSE210236.

## Supplementary Material

Supplemental Material

# Supplementary material for: PR-DUB preserves Polycomb repression by preventing excessive accumulation of H2Aub1, an antagonist of chromatin compaction
**Source:** Genes Dev. 2022 Oct 1;36(19-20):1046–61. doi: 10.1101/gad.350014.122
**Supplement:** Supplemental Material

PR-DUB preserves Polycomb repression by preventing excessive accumulation of H2Aub1, an antagonist of chromatin compaction — PR-DUB preserves Polycomb repression by preventing excessive accumulation of H2Aub1, an antagonist of chromatin compaction — Supplemental Material 

# PR-DUB preserves Polycomb repression by preventing excessive accumulation of H2Aub1, an antagonist of chromatin compaction

## Supplemental Material

- Supplemental\_Material.pdf

# Supplementary material for: PR-DUB preserves Polycomb repression by preventing excessive accumulation of H2Aub1, an antagonist of chromatin compaction
**Source:** Genes Dev. 2022 Oct 1;36(19-20):1046–61. doi: 10.1101/gad.350014.122
**Supplement:** Supplemental Material

Supplemental Material

PR-DUB preserves Polycomb repression by preventing excessive accumulation of H2Aub1, an antagonist of chromatin compaction

Jacques Bonnet, Iulia Boichenko, Reinhard Kalb, Mathilde LeJeune, Svetlana Maltseva, Mattia Pieropan, Katja Finkl, Beat Fierz and Jürg Müller

Supplemental Material contains:

Supplemental experimental procedures

Supplemental Figures 1-11

Supplemental Table S1-S3

Supplemental References

Supplemental experimental procedures

ChIP-seq analysis in *Drosophila* embryos and in larval tissues

Embryo collection, chromatin preparation, and ChIP

0-6 hrs, 13-17 hrs and 21-24 hrs old wildtype, *Sce*^{I48A} or *caly*^{C131S} embryos as well as 21-24 hrs old *Asx*⁰ mutant embryos (see **Table S1** for details about the genotypes) were dechorionated, quick-frozen in liquid N₂ and stored at -80°C. Chromatins were prepared as described in Finogenova et al. (Finogenova *et al*, 2020) and 500 ng of chromatin were used for each ChIP experiment. 100 ng of an independently prepared batch of *D. pseudoobscura* chromatin were spiked-in in each ChIP experiment (prior to the addition of the antibody) for subsequent normalization of the ChIP-seq datasets. The ChIP protocol was then performed as described in Bonnet et al. (Bonnet *et al*, 2019). ChIP on hand-dissected wing and 3rd leg / haltere imaginal disc tissues from 3rd instar Orengo R larvae was performed as described in Laprell et al. (Laprell *et al*, 2017).

Library preparation and sequencing

Library preparation for sequencing was performed with Ovation® Ultralow System V2 (NuGEN, PART NO. 0344). Illumina systems (NextSeq 500) were used for paired-end DNA sequencing. BCL raw data were converted to FASTQ data and demultiplexed by bcl2fastq Conversion Software (Illumina). All reads were aligned using STAR (Dobin *et al*, 2013) to the *D. melanogaster* dm6 genome assembly (Dos Santos *et al*, 2015) and to the *D. pseudoobscura* dp3 genome assembly (Nov. 2004, FlyBase Release 1.03). Only sequences that mapped uniquely to the genome with a maximum of two mismatches were considered for further analyses.

Normalization of ChIP-seq datasets

The proportion of *D. pseudoobscura* reads as compared to *D. melanogaster* reads in input and in samples was used to normalize the ChIP-seq datasets of histone marks in embryos (See

Supplementary file 2 from Finogenova et al. (Finogenova *et al*, 2020) for more details). ChIP performed using antibodies against Polycomb group proteins or the RNA Pol II, and ChIP from larval tissues were normalized based on the total number of reads in each dataset.

Identification of H3K36me2- and H3K27me3-enriched regions

The Bioconductor STAN-package (Zacher *et al*, 2017) was used to define the location of H3K36me2- and H3K27me3-enriched regions. The seven chromosome arms (X, 2L, 2R, 3L, 3R, 4 and Y) defined in the dm6 genome assembly were segmented in 200 bp bins. STAN annotated each of these bins into 1 of 4 states based on the number of H3K27me3, H3K27me2, H3K36me2 ChIP-seq reads and the number of input reads overlapping with each bin in 21-24 hrs old wildtype embryos. These 4 genomic states corresponded to: ‘H3K36me2-enriched’ regions; ‘H3K27me3-enriched’ regions, ‘other’ regions and ‘no input’ regions (for simplification, these last two types of regions were merged under the name ‘other’). The Poisson Lognormal distribution was selected and fitting of hidden Markov models was performed with a maximum number of 100 iterations. Two consecutive H3K27me3-enriched regions separated by less than 7000 bp were fused. Only stretches larger than 1000 bp were called H3K36me2-enriched regions. H3K27me3-enriched regions were subsequently divided into canonical and non-canonical H3K27me3 domains (canonical H3K27me3 domains correspond to the subset of H3K27me3-enriched regions with high H3K27me3 coverage, low H3K27me2 coverage and which overlap with one or more Pho peaks; see **Figure S1** for details).

Calculation of read coverage on gene bodies

ChIP-seq read coverages across gene bodies were computed on genomic intervals starting 750 bp upstream transcription start sites and ending 750 bp downstream transcription termination sites. Read coverage is defined as the normalized number of mapped reads per million reads from a ChIP-seq dataset divided by the number of mapped reads per million reads from the corresponding input dataset across a genomic region. Among the *D. melanogaster* FlyBase genes, 9530 are overlapping with H3K36me2-enriched regions, 640 are overlapping with

canonical H3K27me3 domains, 1795 are overlapping with non-canonical H3K27me3 domains and 5764 are localized in other genomic regions, in 21 to 24 hrs old embryos. Gene bodies overlapping with several types of chromatin domains were assigned to: non-canonical H3K27me3 domains in case of an overlap with such a domain; canonical H3K27me3 domains in case of an overlap with such domain and non with a non-canonical H3K27me3 domain; H3K36me2-enriched regions if there is an overlap with such a region and non with a H3K27me3-enriched region.

Identification of Pho, Scm and RNA PolII bound regions

Peak calling for Pho, Scm (from 13-17 hrs old wildtype embryos) and PolII S5P (from 21-24 hrs old wildtype embryos) ChIP-seq datasets was performed using MACS 2.2.6.

ATAC-seq and RNA-seq analysis

ATAC-seq

Batches of 120 13-17 hrs old wildtype or *caly*^{C131S} embryos were collected, dechorionated and homogenized in ice-cold Nu1 buffer (15 mM HEPES pH 7.6, 20 mM KCl, 5 mM MgCl₂, 0.5 mM EDTA pH 7.9, 0.5 mM EGTA pH 7.9, 20% glycerol, 350 mM sucrose and 0.1% NP40, complemented with protease inhibitors) and the homogenates were filtered through Miracloth tissue (Calbiochem). Nuclei were washed in ATAC Lysis Buffer from the ATAC-Seq kit (Active Motif (#53150)) and the washed pellets were snap frozen in liquid nitrogen and stored at -80°C. Before the last centrifugation step, 5% of the purified nuclei were collected and diluted into a final volume of 100 µL of PBS for genomic DNA extraction to determine the number of purified nuclei in each sample. Proteins were digested by addition of 5 µg of Proteinase K for 1 hrs at 50°C and the enzyme was then heat inactivated at 94 °C for 10 minutes. qPCR analysis was then performed to determine the copy number of four different genomic DNA regions (coordinates in dm6: chr2R: 5 843 708 – 5 843 838, chr2R: 5 640 224 – 5 640 348, chr2R: 19 447 639 – 19 447 733 and chr3L: 4 140 113 – 4 140 244) in these

samples, using defined copy numbers of synthesized linear DNA fragments (Twist Bioscience) containing these four genomic DNA regions, as quantification standard in parallel qPCR reactions. Frozen nuclear pellets were then resuspended in ATAC Lysis Buffer to get a concentration of 25000 nuclei per μL and 1 μL of the suspension was used for the tagmentation reaction. Tagmentation reaction, DNA purification and PCR Amplification of Tagmented DNA was performed with the ATAC-seq kit (Active Motif (#53150)), following the instructions of the manufacturer. Sequencing and read mapping was performed as described for the ChIP-seq analysis. Different ATAC-seq samples were normalized based on the total number of reads in each dataset. ATAC-seq signal is defined as the normalized number of mapped reads per million reads from an ATAC-seq dataset across a genomic region.

Definition of regions with low, intermediate and high DNA accessibility

The Bioconductor STAN-package ((Zacher *et al*, 2017), see above) was used to annotate the genome into 4 states corresponding to regions with low, intermediate and high DNA accessibility, and ‘no input’ regions (these non-unique DNA sequences are represented in white on the bar track in **Figure 5H** and **Figure S10A**). The genome was segmented in 200 bp bins and STAN annotated each of them into 1 of the 4 states based on the number of overlapping reads from 13-17 hrs old wildtype embryo ATAC-seq datasets and from a DNA input dataset (as a control to identify genomic regions with non-unique DNA sequences). The Poisson Lognormal distribution was selected and fitting of hidden Markov models was performed with a maximum number of 100 iterations. The overlap between these DNA accessibility-based regions and the four types of chromatin domains (see above and **Figure S1**), was then determined. For regions defined based on DNA accessibility that are overlapping with several types of chromatin domains, the same logic described for gene bodies was also applied (see above). Among the regions with low or intermediate DNA accessibility, only those larger than 1kb were considered for further analyses. 4118, 2315, 863, 26, 38, 59, and 9790 regions with low DNA accessibility are respectively located in H3K36me2-enriched domains, non-canonical

H3K27me3 domains, canonical H3K27me3 domains, *Abd-B* regulatory regions, *Ubx* and *abd-A* regulatory regions, *Antennapedia* complex and other genomic regions. 5242, 1824, 519, 8, 28, 73, and 7365 regions with intermediate DNA accessibility are respectively located in H3K36me2-enriched domains, non-canonical H3K27me3 domains, canonical H3K27me3 domains, *Abd-B* regulatory regions, *Ubx* and *abd-A* regulatory regions, *Antennapedia* complex and other genomic regions. 5508, 1279, 529, 20, 28, 53, and 5393 regions with high DNA accessibility are respectively located in H3K36me2-enriched domains, non-canonical H3K27me3 domains, canonical H3K27me3 domains, *Abd-B* regulatory regions, *Ubx* and *abd-A* regulatory regions, *Antennapedia* complex and other genomic regions.

RNA-seq from single embryos

15-16 hrs old (stage 16) wildtype, *Asx*⁰ or *Sce*^{I48A} embryos were dechorionated and transferred on a glass slide in drops of Halocarbon oil 700. Their morphology was analyzed and pictured by differential interference contrast microscopy. Embryos were then disrupted in 40 µL of Trizol (ThermoFisher Scientific), complemented with 8 µg of UltraPure glycogen (ThermoFisher Scientific). 960 µL of Trizol were then added to each sample and RNA purification was performed following the instructions from the manufacturer. Each RNA pellet was resuspended in 22 µL of DEPC-treated water (Roth). mRNA sequencing libraries were prepared with 10ng of total RNA of each sample using the NEBNext® Ultra™ II RNA Library Prep Kit for Illumina (NEB, E7770) with NEBNext® Poly(A) mRNA Magnetic Isolation Module (NEB, E7490), according to standard manufacturer's protocol. Total RNA and the final library quality controls were performed using Qubit™ Flex Fluorometer (Invitrogen, Q33327) and 2100 Bioanalyzer Instrument (Agilent, G2939BA) before and after library preparation. Paired-end sequencing was performed on Illumina NextSeq 500 with High Output Kit v2.5 (42bp - 42bp). BCL raw data were converted to FASTQ data and demultiplexed by bcl2fastq Conversion Software (Illumina). 12 wildtype, 8 *Asx*⁰ and 8 *Sce*^{I48A}

RNA-seq datasets were generated. *Drosophila* transcript (from release 6.35) quantification was performed from fastq files using Salmon (Patro *et al*, 2017). Abundances were summarized from transcript- to gene-level with the Bioconductor package tximeta (Love *et al*, 2020) and differential expression analysis was performed using the DESeq2 package (Love *et al*, 2014). A first differential expression analysis with all datasets from a mutant genotype and all wildtype datasets was performed to identify by principle component analysis, a subset of comparable datasets originating from wildtype and mutant embryos of equivalent developmental stage. This selection was further validated by looking at the embryonic morphology. This led to the selection of 5 *Asx*⁰ with 3 wildtype embryos and 4 *Sce*^{I48A} with 4 wildtype embryos to perform the final differential expression analysis. Among the about 11500 analyzed genes, about 7800, 350, 1000 and 2300 are respectively located in H3K36me2-enriched regions, canonical and non-canonical H3K27me3 regions, and in other genomic regions.

Material preparation for smFRET observation of chromatin conformation

Synthesis of H2Aub_{SS}

H2Aub_{SS} was prepared following (Chatterjee *et al*, 2010; Fierz *et al*, 2011; Debelouchina *et al*, 2017). In short, ubiquitin (1-76) was cloned in frame with a single-chain version of the split-intein Npu, containing a C-terminal mutation of the catalytic asparagine and the +1 cysteine (in the extein) to alanine:

Ub-Npu(AA):

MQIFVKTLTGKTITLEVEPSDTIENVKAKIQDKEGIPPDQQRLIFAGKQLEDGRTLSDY
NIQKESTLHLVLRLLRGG-

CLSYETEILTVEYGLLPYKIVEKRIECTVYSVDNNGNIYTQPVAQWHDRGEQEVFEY
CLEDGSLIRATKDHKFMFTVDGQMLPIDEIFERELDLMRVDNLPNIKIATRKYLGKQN
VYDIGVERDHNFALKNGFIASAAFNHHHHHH

The construct was expressed in BL21(DE3)plysS cells (induction for 4h with 0.5 mM IPTG),

the cells were lysed and the Ub-intein fusion was purified over a Ni:NTA affinity column. The protein was eluted with 600 mM imidazole in 20 mM Tris-HCl, pH 6.8 and 200 mM NaCl elution buffer. 25 mM cysteamine and 50 mM TCEP were added and the intein cleavage was let to proceed overnight (**Figure S6A**). Ubiquitin-SH was purified by preparative RP-HPLC using a gradient of 0-70% B, analyzed by analytical RP-HPLC (**Figure S6B**) and electrospray liquid chromatography mass spectroscopy (ESI-LCMS) (**Figure S6C**).

Conversely, histone H2A containing a K119C mutation was expressed in BL21(DE3)plysS cells (6L, induced for 4h with 0.5 mM IPTG), the cells were lysed and inclusion bodies were purified using two washes with wash buffer (20 mM Tris-HCl, pH 7.5, 200 mM NaCl, 1 mM EDTA, 1 mM PMSF) supplemented with 1 % Triton X-100, and two washes with neat wash buffer. The histone was then resolubilized in 20 mL of unfolding buffer (7 M Guanidium hydrochloride, 20 mM Tris-HCl, 10 mM DTT, pH 7.5), dialyzed into buffer A (6 M urea, 10 mM Tris-HCl, 1mM EDTA, 100 mM NaCl, 1 mM DTT, 0.2 mM PMSF, pH 7.5), followed by purification by cation exchange (using a HiTrap SP HP 5 mL column) eluted with a gradient of 10-100% B (6 M urea, 10 mM Tris-HCl, 1mM EDTA, 1 M NaCl, 1 mM DTT, 0.1 mM PMSF, pH 7.5). Collected fractions were further purified using C18 preparative RP-HPLC. Pure fractions were combined, lyophilized and stored at -20 °C.

To generate H2AK119-TNP (an asymmetric disulfide with 2-thio-5-nitropyridine), a solution of 2,2 -dithiobis(5-nitropyridine) DTNP (20.7 mg, 66.6 μ mol, 30 eq) in 2.52 mL of 3:1 (v/v) CH₃COOH:MQ H₂O was added to H2A K119C (30.0 mg, 2.22 μ mol, 1.0 eq). The reaction mixture was incubated at 25 °C for 18 h, RP-HPLC was used to observe the reaction progress (**Figure S6D**) and the product was purified by C18 preparative RP-HPLC eluting with a gradient of 40-68% B over 50 min to give 9 (18.8 mg, 1.33 μ mol, 62%), resulting in pure H2AK119-TNP (**Figure S6E-F**).

For the synthesis of H2Aub_{ss}, a solution of H2AK119-TNP (1.85 mg, 0.130 μ mol, 1.0 eq) in 771 μ L of reaction buffer (1 M HEPES, 6 M Gn-HCl, pH 6.91) was added to ubiquitin-

SH (1.70 mg, 0.200 μ mol, 1.5 eq) (**Figure S6G**). The reaction was incubated at 25 °C for 30 min with continuous shaking. The reaction mixture was purified by semi-preparative RP-HPLC eluting with a gradient of 45-65% B over 40 min to give H2Aub_{SS} (2.4 mg, 0.106 μ mol, 83%), which was analyzed by RP-HPLC and ESI-LCMS (**Figure S6H-I**).

Histone octamer refolding

In a typical octamer refolding reaction, 0.5-1.5 mg of pure lyophilized human histones were taken up in unfolding buffer (6 M Gn-HCl, 20 mM Tris-HCl, pH 7.5). The exact concentration was determined by UV spectroscopy, using the following extinction coefficients: $\epsilon_{280\text{ nm}}$, H2Aub_{SS} = 5960 M⁻¹cm⁻¹, $\epsilon_{280\text{ nm}}$, H2B = 7450 M⁻¹cm⁻¹, $\epsilon_{280\text{ nm}}$, H3 = 4470 M⁻¹cm⁻¹, $\epsilon_{280\text{ nm}}$, H4 = 5960 M⁻¹cm⁻¹. Histones were combined in equimolar ratios, at a concentration of ~ 1 mg/mL. Octamers were refolded by dialysis against refolding buffer (2 M NaCl, 10 mM Tris-HCl, 1 mM EDTA, pH 7.5). The refolded octamers were subsequently purified by size exclusion S200 10/300 chromatography column eluting with refolding buffer (**Figure S6J**). Collected fractions were analyzed by SDS-PAGE, and octamer containing fractions were pooled and concentrated. Glycerol was added to a final concentration of 50% (v/v) and octamers were stored at -20 °C.

Production of labelled chromatin DNA

Chromatin DNA was produced as shown in **Figure S7A** and described in (Kilic *et al*, 2018). Briefly, recombinant pieces recP1 and recP5, flanked by DraIII and BsaI restriction enzyme sites were expressed in bacterial cells and purified via PEG-precipitation at the indicated PEG percentages (see **Figure S7B-D** for 30 bp linker DNA, and **Figure S7E-G** for 50 bp linker DNA). The sequence for the repeating unit for both 30 and 50 bp linker DNA sequences are given below (601 sequence in grey bold (Thåström *et al*, 1999)), donor labelling position in red, acceptor labelling position in violet).

30 bp linker:

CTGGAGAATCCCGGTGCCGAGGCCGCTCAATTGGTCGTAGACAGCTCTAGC
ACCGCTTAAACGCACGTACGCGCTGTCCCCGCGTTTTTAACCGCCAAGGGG
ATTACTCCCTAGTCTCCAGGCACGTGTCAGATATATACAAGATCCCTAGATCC
ATGGAGTACTTACGCGGCCGCC

50 bp linker:

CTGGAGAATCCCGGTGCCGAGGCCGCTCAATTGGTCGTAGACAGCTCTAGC
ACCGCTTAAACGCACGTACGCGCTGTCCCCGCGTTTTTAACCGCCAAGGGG
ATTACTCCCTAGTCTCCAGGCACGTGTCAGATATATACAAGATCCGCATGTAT
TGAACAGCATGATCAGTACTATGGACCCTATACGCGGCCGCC

Fragments P2, P3 and P4 were produced by PCR reactions using fluorescently labeled primers using indicated dyes (**Figure S7A**), for P2 and P4, and purified. Each piece was digested with the restriction enzymes BsaI-HF and DraIII-HF, resulting in non-palindromic unique overhangs. Digested DNA fragments were purified by PEG precipitation. For preparative ligations, 30-60 pmol of each DNA piece was used to generate the intermediates in combined volumes of 200-400 μ L: P2 was ligated to P1 in 20% excess for 2 h in 1x T4 DNA ligase buffer with 60 U of ligase, then P3 was added in 20% excess relative to P2 and ligation allowed to proceed overnight. At the same time, P4 was ligated to P5 in 20% excess for 12-16 h (**Figure S7H,I, I. DNA ligation**). The pieces were purified by PEG precipitation using a stepwise (0.5% steps) increase in PEG from 7.0% to 8.0%. Pellets containing the purified desired chromatin DNA intermediates were redissolved in 60 μ L TE buffer (10 mM Tris-HCl, 0.1 mM EDTA, pH 8.0), were pooled and stored for later ligations (**Figure S7H,I, II. PEG precipitation**). 15-35 pmol of the 6x601 intermediates were mixed using 5-10% excess P4-P5, the biotinylated

anchor was added as well as 1x T4 DNA ligase buffer with 60 U of ligase. The mixture was then left to ligate for 10-16 h (**Figure S7H,I**, III. DNA ligation). The formation of the product was confirmed by agarose gel electrophoresis and purified by step-wise PEG precipitation in the range 5.0-6.0% (**Figure S7H,I**, IV. PEG precipitation). The pellets were redissolved in TE(10/0.1) and analyzed by gel electrophoresis to pool the purified double-labeled array DNA.

Chromatin assembly

Chromatin assembly was performed as previously described (Kilic *et al*, 2018). Chromatin arrays were reconstituted on a scale of ~ 20 pmol (calculated based on nucleosome positioning sequences (NPS)). Fluorescently labelled chromatin array DNA containing FRET dyes and 30 or 50 bp linker DNA was combined with equimolar amounts of MMTV buffer DNA, NaCl was added to a final concentration of 2 M, followed by the addition of equimolar equivalents of histone octamers (either unmodified or containing H2Aub_{SS}). If indicated, H1.2 was added at this stage (equivalents are experimentally determined, usually 1-2 equivalents per nucleosome, the variation being due to uncertainties in concentration determination). The mixture was dialyzed with a gradient from TEK2000 buffer (10 mM Tris-HCl, 0.1 mM EDTA, pH 7.5, 2000 mM KCl) to TEK10 buffer (10 mM Tris-HCl, 0.1 mM EDTA, pH 7.5, 10 mM KCl) over 16 h. The dialyzed mixture was taken up in 200 mL TEK10 and further dialyzed for 1 h. The chromatin assembly mixtures were then centrifuged at 25,000 x g for 10 min and the supernatant was collected, and analyzed via native agarose gel-electrophoresis (**Figure S8A, F, G**). The concentration of the crude assembly was determined by UV-vis spectrometry. The quality of the chromatin assemblies were further assessed by ScaI-digestion of the arrays, liberating individual nucleosomes. Chromatin arrays were combined with an equal volume of 1 x CutSmart buffer (New England Biolabs) and 10 U of ScaI-HF restriction enzyme, followed by digestion for 4 h at 37 °C. ScaI digests were analyzed by native PAGE (**Figure S8B, F, H**). Only chromatin arrays that showed full nucleosomal occupancy in ScaI digest samples were

used for further experiments.

Purification of H1.2

H1.2 was expressed in BL21(DE3) cells after induction by 1mM IPTG for 3 h, followed by cell lysis in Lysis buffer (50 mM Tris-HCl, pH 8.0, 200 mM NaCl, 1 mM EDTA, 1 mM PMSF, 1 mM BME, 1x protease inhibitor cocktail). Cell lysates were cleared by centrifugation at 15000 x g for 10 min at 4 °C. H1.2 was purified by IEX (5 mL HiTrap SP HP, Cytiva) using a gradient 0-100% B (A: 20 mM Tris-HCl pH 8.0, 200 mM NaCl, 1 mM EDTA, 0.2 mM PMSF, B: 20 mM Tris-HCl pH 8.0, 1 M NaCl, 1mM EDTA, 0.2 mM PMSF) in 30 CV. Fractions were analyzed by SDS-PAGE (**Figure S8C**). Fractions containing H1.2 were combined, the buffer was exchanged to Size exclusion buffer (PD10, 20 mM Tris-HCl pH 8.0, 150 mM NaCl, 1 mM PMSF), concentrated, and subjected to size exclusion chromatography purification (S75 10/300, Cytiva) (**Figure S8D**). Pure fractions were combined, concentrated, quantified via UV-Vis, characterized by ESI-LCMS (**Figure S8E**), and stored in 20% glycerol at -80°C.

H1.2 sequence:

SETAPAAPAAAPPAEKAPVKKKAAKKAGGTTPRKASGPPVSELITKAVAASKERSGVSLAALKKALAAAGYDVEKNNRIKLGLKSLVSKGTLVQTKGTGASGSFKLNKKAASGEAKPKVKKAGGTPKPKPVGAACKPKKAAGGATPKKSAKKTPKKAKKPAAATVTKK
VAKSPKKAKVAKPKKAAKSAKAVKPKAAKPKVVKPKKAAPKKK

Flow chamber preparation

Flow chambers for TIRF experiments were prepared as previously described in the literature (Kilic *et al*, 2018). Briefly, borosilicate glass slides with 2 rows of 4 holes and borosilicate coverslips were cleaned by sonication for 20 min in ultra-pure H₂O, followed by acetone, ethanol and piranha solution (25% v/v H₂O₂ and 75% v/v H₂SO₄). Then, they were washed

with H₂O until reaching neutral pH, again sonicated in acetone for 10 min and then immersed in 3% v/v (3-aminopropyl)triethoxysilane in acetone for 20 min. Finally, slides and coverslips were washed in ultra-pure H₂O and dried with N₂. On each slide, four flow-chambers were assembled using strips of double-sided 0.12 mm tape and a coverslip. The chambers were sealed with epoxy glue and stored under vacuum at -20 °C until use.

Before measurements, the flow chambers were fitted with pipette tips in each of the 2 x 4 holes. Subsequently, 350 µL of 0.1 M tetraborate buffer at pH 8.5 was used to dissolve ~1 mg of biotin-mPEG (5000kDa) -SVA, and 175 µL from this was transferred to 20 mg mPEG (5000kDa) -SVA to generate a transparent clouding-point solution after 10 s of centrifugation. This was mixed to homogeneity and centrifuged for 10 s before 40-45 µL were loaded into each of the four channels in the flow chamber, incubated at RT for 2 h, after which the solution was washed out with degassed ultra-pure H₂O.

Figure S1

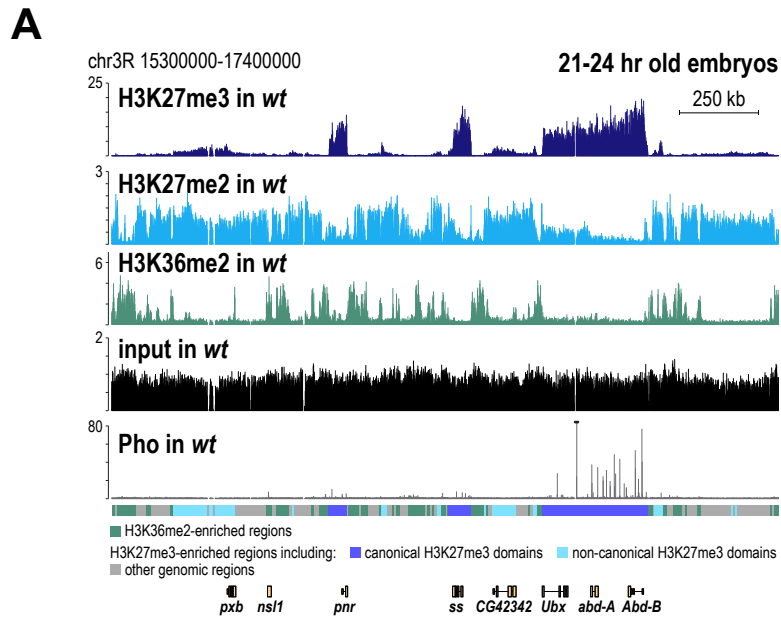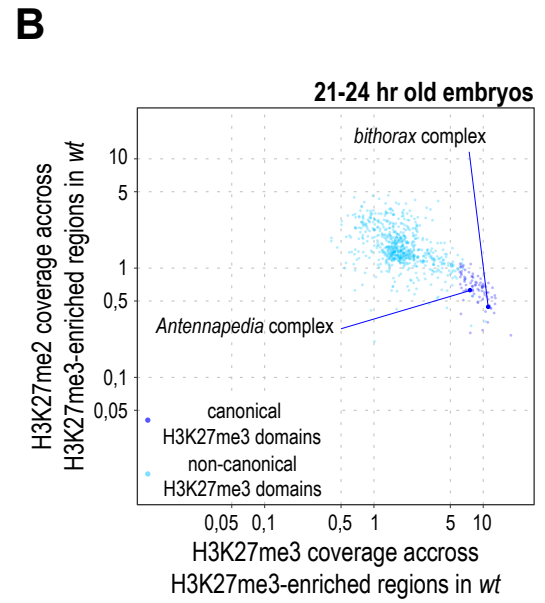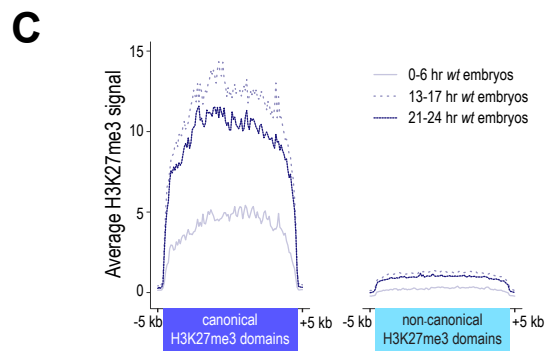

Figure S1

Definition of canonical and non-canonical H3K27me3 domains and of H3K36me2 domains by genome segmentation

(A) H3K27me3, H3K27me2, H3K36me2 and Pho ChIP-seq profiles and input profile in 21-24 hrs old wildtype (*wt*) embryos. Of these, the H3K27me3, H3K27me2, H3K36me2 and input datasets were used to perform genome segmentation and this defined 2507 H3K36me2-enriched regions spanning 29.8 Mb of the *IC* genome (green), 735 H3K27me3 enriched-regions spanning 18.7 Mb of the *IC* genome that, as described in (B), were then subdivided into canonical (dark blue) and non-canonical (light blue) H3K27me3 domains, and 3017 genomic regions without H3K36me2 or H3K27me3 enrichment that covered 89.1 Mb of the *IC* genome (grey). The genomic interval shown here corresponds to the interval used in the main figures 1-3 and 7.

(B) Subdivision of H3K27me3 enriched regions into canonical and non-canonical H3K27me3 domains. Scatter plots showing H3K27me3 and H3K27me2 read coverage across H3K27me3 enriched regions. Regions with high H3K27me3 coverage (> 6), low H3K27me2 coverage (< 1.1) and overlap with the center of at least 1 Pho peak were defined as canonical H3K27me3 domains (84 regions, covering 5.8 Mb of the *IC* genome, dark blue). These regions comprise the known Polycomb target genes, including the HOX genes in the *bithorax* and *Antennapedia* complexes. The remaining H3K27me3-enriched regions were defined as non-canonical H3K27me3 domains (651 regions, covering 12.9 Mb of the *IC* genome, light blue).

(C) Average H3K27me3 ChIP-seq profiles at canonical and non-canonical H3K27me3 domains in early, mid- and late-stage wildtype embryos.

Figure S2

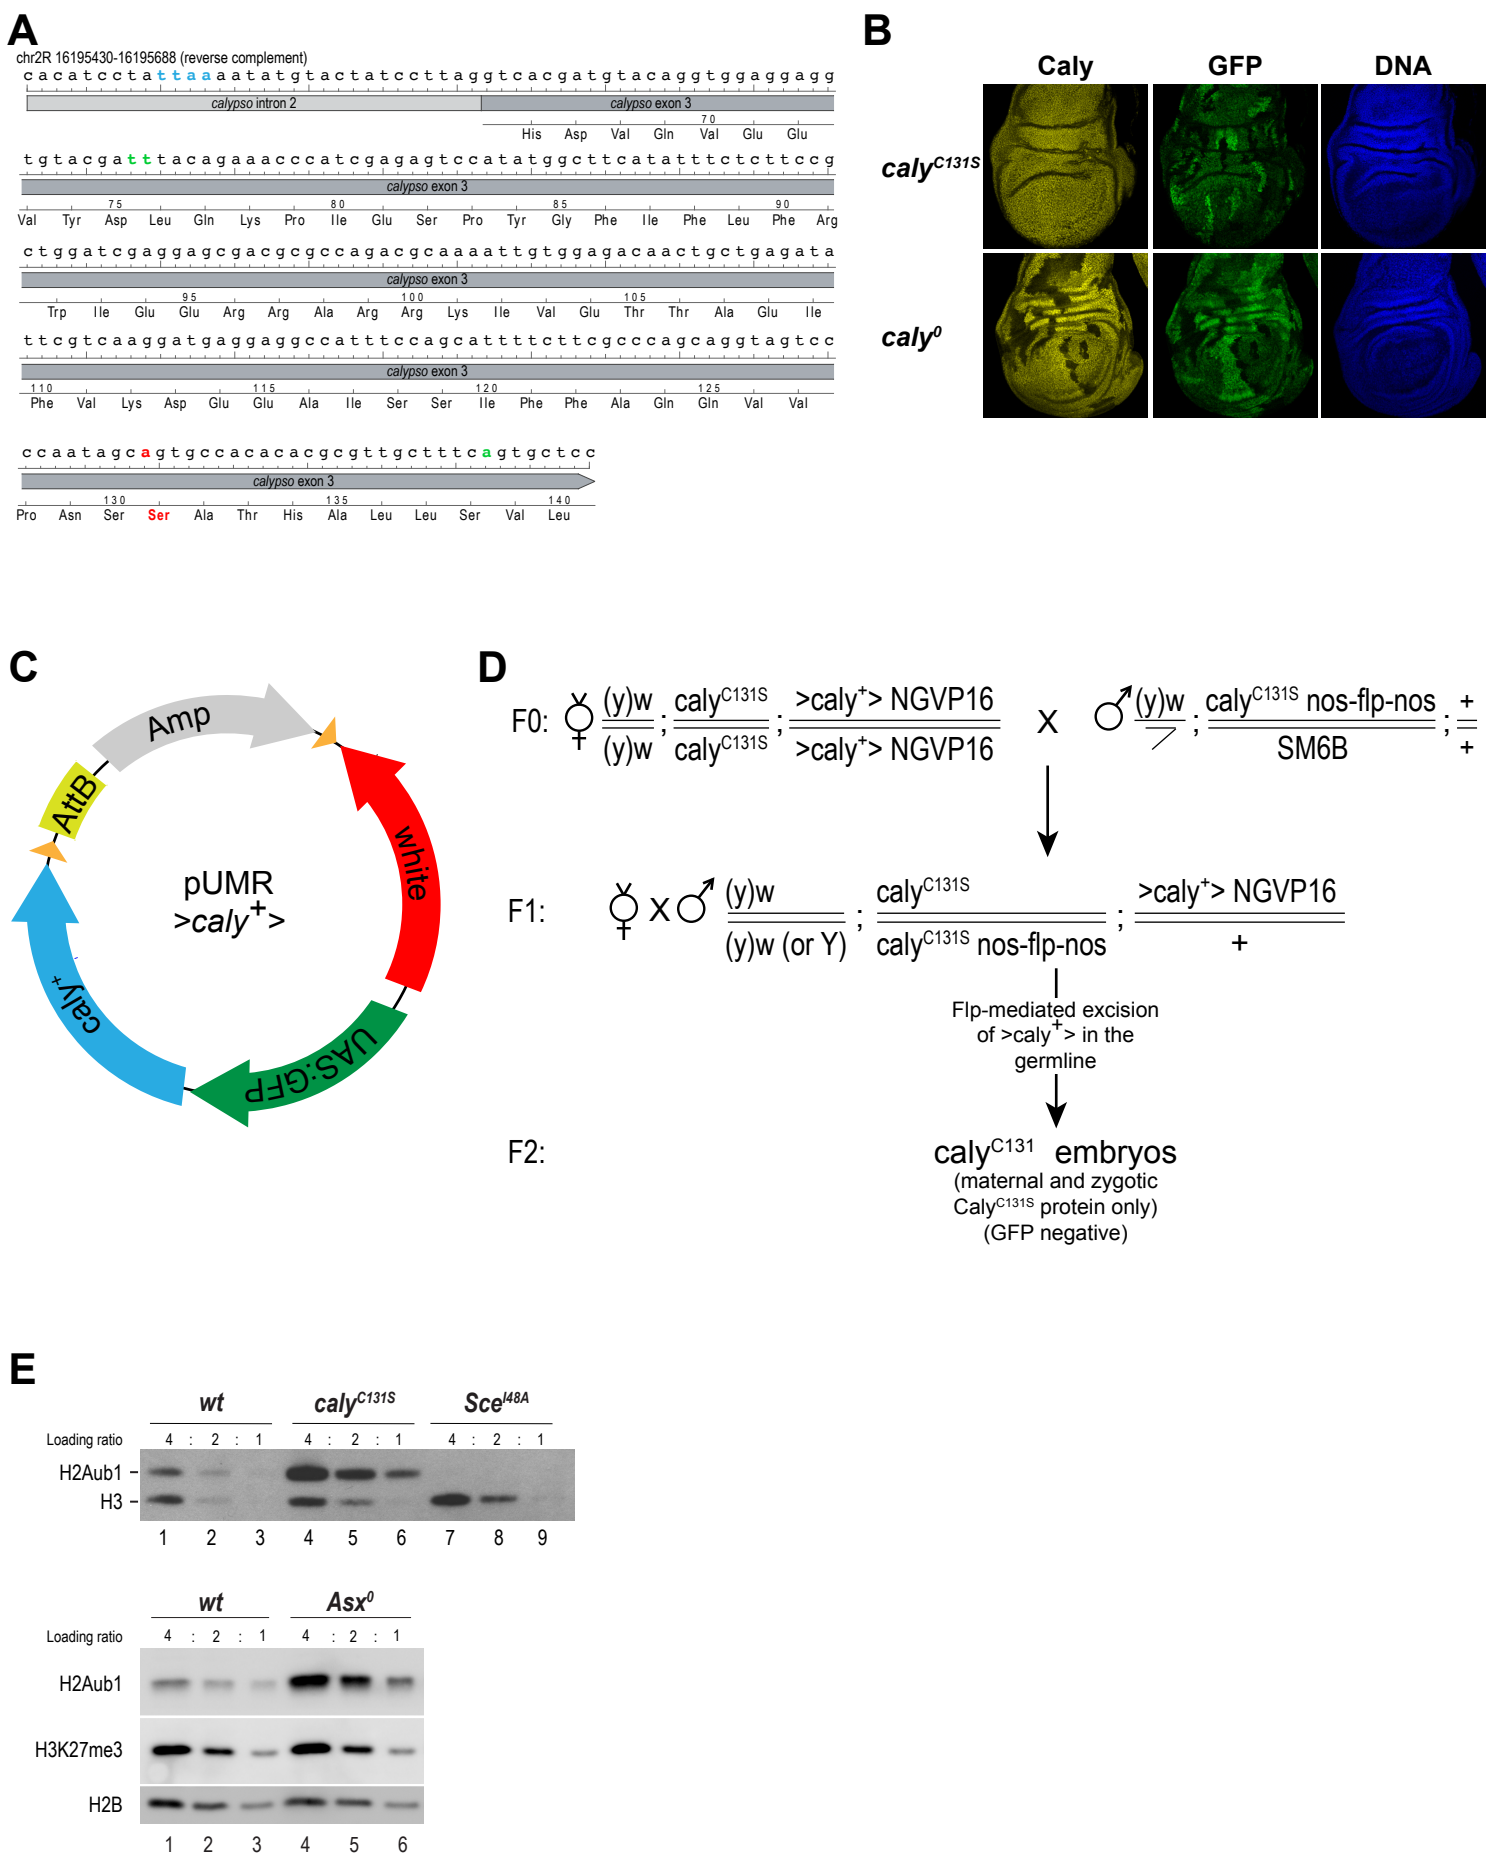

Figure S2

Strategy used to generate *caly*^{C131S} catalytic-dead mutant embryos.

(A) Genomic sequence (chr2R 16195430-16195688, reverse complement) of the *caly*^{C131S} allele, including all edited nucleotides. In the process of CRISPR-Cas9 mediated genome editing (<https://flycrispr.org/scarless-gene-editing/>), homology-directed repair led to the integration of a *DsRed* marker cassette flanked by homology arms containing the desired DNA mutations. The substituted nucleotide mutating catalytic Cys1,31 in *caly* into Ser is labelled in red. Silent mutations abrogating the PAM sites of the two used gRNA for cleavage by Cas9 are labelled in green. Integration of the *DsRed* marker cassette, adjacent to the endogenous TTAA site (in blue) at the end of the second *caly* intron, enabled restoration of the genomic sequence after excision of the cassette with the PBac transposase.

(B) Wing imaginal discs from larvae with clones of *caly*^{C131S} homozygous mutant cells (top) or *caly*⁰ homozygous mutant cells (bottom) stained with antibodies against Calypso protein (yellow) and Hoechst (DNA) to label all nuclei. In both genotypes, clones were induced 72 hrs before analysis and mutant clone cells are marked by the absence of GFP. Note the loss of Calypso protein signal in the *caly*⁰ homozygous mutant cells and that the levels of Calypso^{C131S} protein in *caly*^{C131S} homozygous mutant cells are undiminished compared to wildtype cells.

(C) Map of the pUMR >*caly*⁺> vector. AttB: *AttB-AttP* recombination site; Amp: *Ampicillin* resistance gene; white: *white* marker gene; UAS:GFP: *14xUAS_{Gal4}-nuclear GFP* marker cassette (Gambetta & Müller, 2014), *caly*⁺: genomic *calypso* gene fragment (see Supplemental Experimental Procedures). The yellow arrowheads represent the FRT sites; FLP-mediated excision results in deletion of the cassette harboring *caly*⁺ and the *GFP* and *white* marker genes.

(D) Crosses performed to generate *caly*^{C131S m- z-} embryos. NGVP16: *nanos-Gal4-VP16*; nos-flp-nos: FLP recombinase coding sequence under the control of *nanos* regulatory sequences (Kaushal *et al*, 2021).

(E) Western blot analysis on serial dilutions of total nuclear extracts from 21-24 hrs old embryos shows that H2Aub1 bulk levels are about 4-fold higher in *caly^{C131S}* (top) or in *Asx⁰* mutant embryos (bottom) compared to wild-type (*wt*). Loss of H2Aub1 signal in extracts from *Sce^{I48A}* mutant embryos (top) is shown as control. H3K27me3 bulk levels were unchanged in *Asx⁰* mutant embryos.

Figure S3

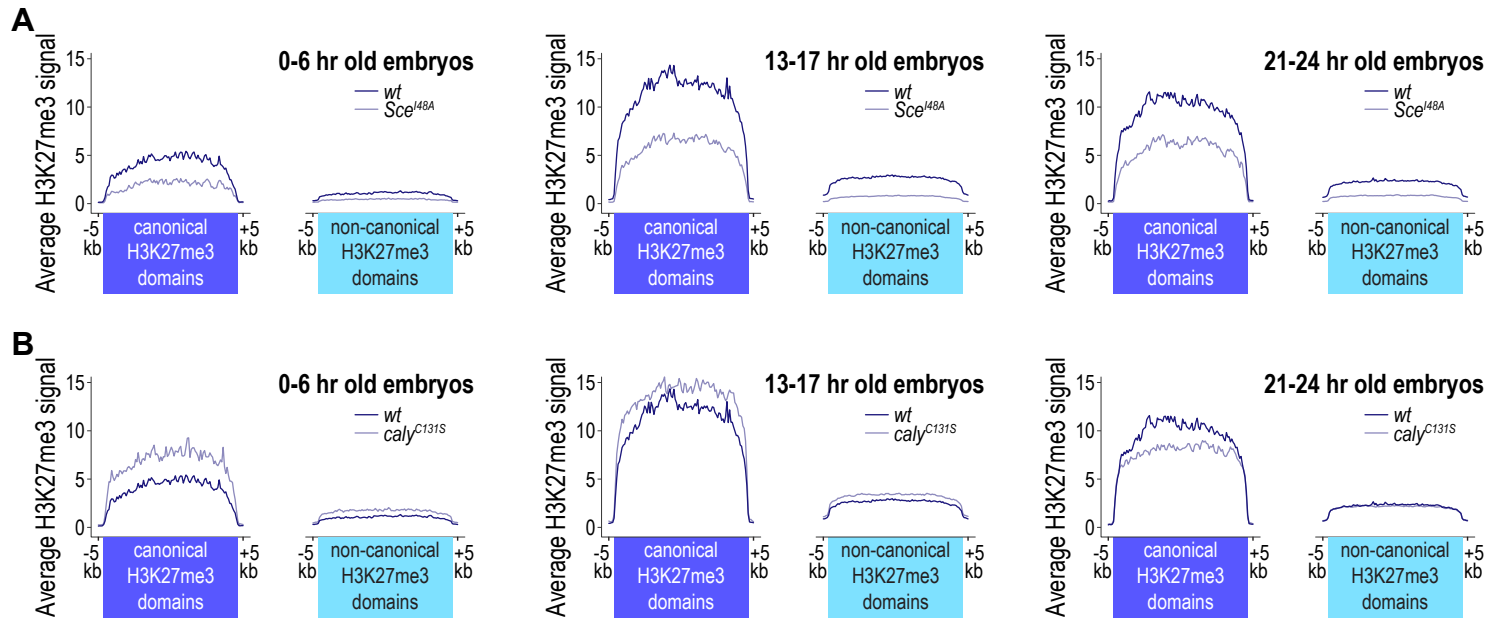

Figure S3

Meta-analyses of H3K27me3 in *Sce*^{I48A} and *caly*^{C131S} mutant embryos.

(A) Loss of H2Aub1 delays generation of canonical H3K27me3 domains and abolishes generation of non-canonical H3K27me3 domains. Average distribution profiles of H3K27me3 at canonical and non-canonical H3K27me3 domains in 0-6 hr, 13-17 hr and 21-24 hr old wildtype and *Sce*^{I48A} mutant embryos.

(B) Excess of H2Aub1 does not strongly affect the generation of any type of H3K27me3 domain. Average distribution profiles of H3K27me3 as in (A) but comparing wildtype and *caly*^{C131S} mutant embryos.

Figure S4

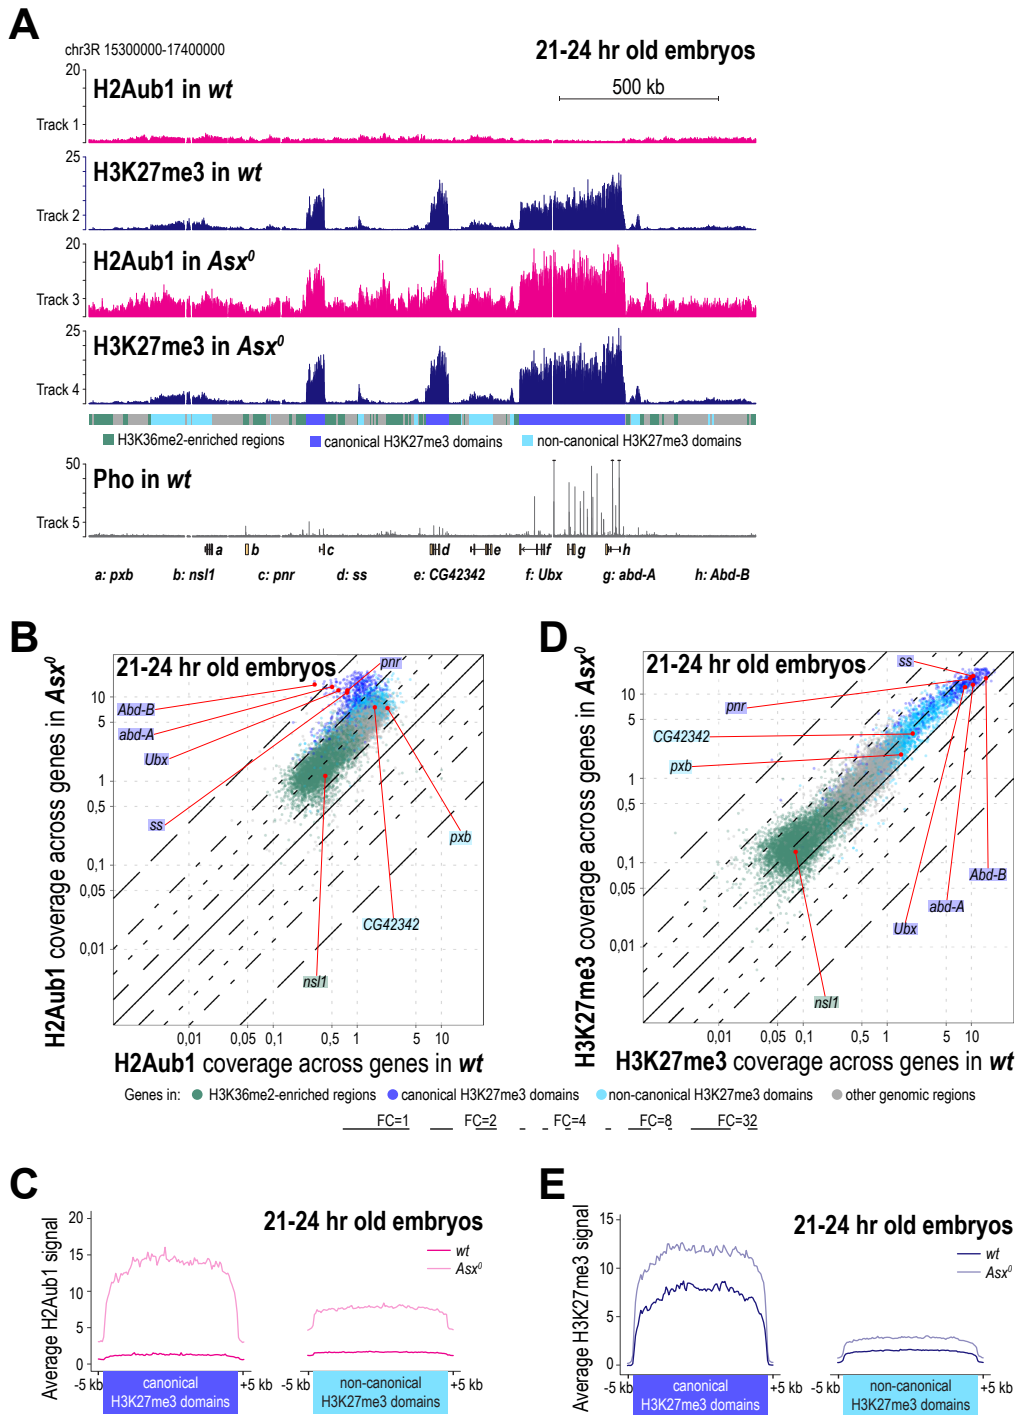

Figure S4

Increased H2Aub1 levels in *Asx*⁰ mutant embryos allows formation of regular canonical and non-canonical H3K27me3 domains

(A) H2Aub1 and H3K27me3 ChIP-seq profiles at the same chromosomal interval as in **Figures 1A, 2A and 3A** but comparing 21-24 hrs old wildtype (*wt*) and *Asx*⁰ mutant embryos. Colored bar below track 4 and Pho ChIP-seq profile as references as described in **Figure 1A**.

(B) Scatter plots showing H2Aub1 read coverage across gene bodies in 21-24 hrs old wildtype and *Asx*⁰ mutant embryos; compare with H2Aub1 scatter plot in 21-24 hrs old *caly*^{C131S} mutant embryos in **Figure 2B**.

(C) Average ChIP-seq profiles for H2Aub1 at H3K27me3 canonical and non-canonical domains in 21-24 hrs old wildtype and *Asx*⁰ mutant embryos (compare with average H2Aub1 profile in 21-24 hrs old *caly*^{C131S} mutant embryos in **Figure 2C**).

(D) Same as in (B) but for H3K27me3 coverage (compare with scatter plot in 21-24 hrs old *caly*^{C131S} mutant embryos in **Figure 3B**).

(E) Same as in (C) for H3K27me3 average signal (compare with average H3K27me3 profile in 21-24 hrs old *caly*^{C131S} mutant embryos in **Figure S3B**).

Figure S5

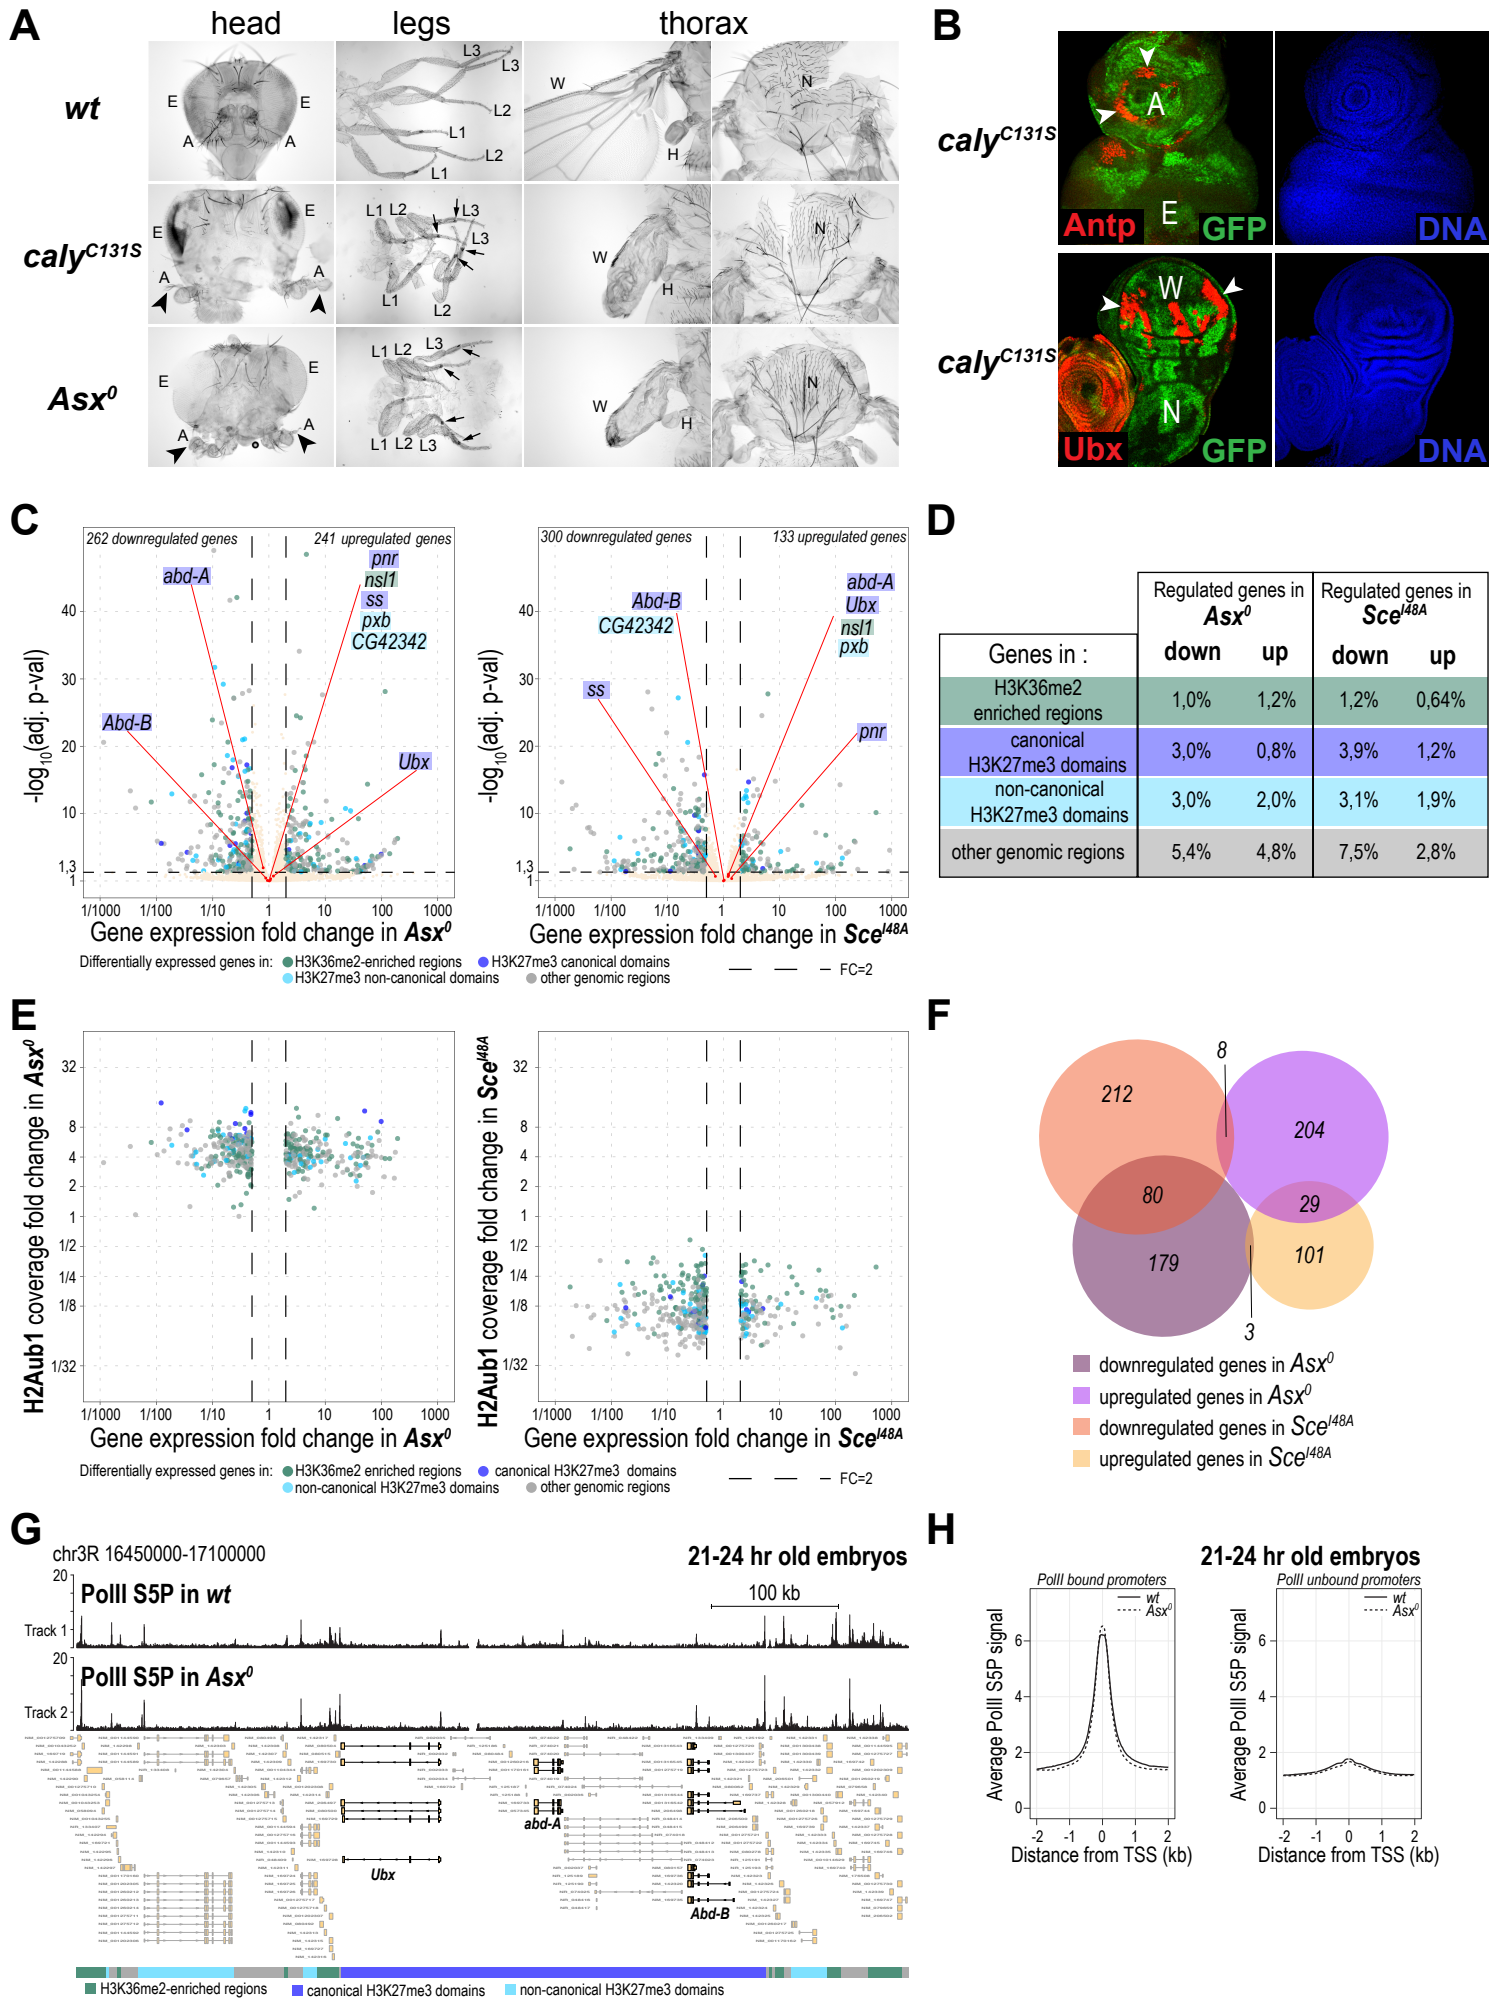

Figure S5

Lack of PR-DUB activity specifically compromises Polycomb repression but not general transcription.

(A) PR-DUB mutant cells differentiate to form all epidermal structures in adults and these show tissue-restricted homeotic transformations as the main morphological defect. Preparations of heads with eye (E) and antenna (A), legs (L1 – L3), and thoraces to illustrate wing (W) and haltere (H) or notum (N) structures from adult flies with *yellow*-marked clones of cells that were *wildtype* (*wt*, top row), homozygous for *caly*^{C131S} (middle row) or homozygous for *Asx*⁰ (bottom row). The *yellow*-marked clone tissue is identified by the lighter pigmentation of bristles in this tissue as compared to the darker pigmentation of bristles in the neighbouring wild-type tissue. Clone cells also lacked the *white*⁺ marker which allowed identification of clone tissue in the eye by the absence of red eye pigment. Of note, the animals were in all cases heterozygous for an *M(2)53* mutation which slowed down developmental progression and resulted in a *Minute* phenotype in the animals (Morata & Ripoll, 1975), whereas *y*[−] clone cells, containing two wild-type *M(2)53*⁺ alleles, grew and proliferated normally, allowing generation of very large *y*[−]-marked clones. In the head, *caly*^{C131S} or *Asx*⁰ mutant tissue in the antenna resulted in partial transformations of the a3 antennal segment and the arista (black arrowheads), with variable expressivity, as previously described (Halachmi *et al*, 2007). But note that *yellow*-marked *caly*^{C131S} or *Asx*⁰ mutant clone tissue in other regions of the head forms regular head structures, and that the arrangement of ommatidia in *caly*^{C131S} or *Asx*⁰ mutant tissue (marked by the absence of red pigment) also appears unperturbed. In the legs, appearance of extra sex combs on the L2 and L3 legs (black arrows) are the only major morphological defect in *caly*^{C131S} or *Asx*⁰ mutants; note that in all three genotypes, the leg tissues consist mostly of clone cells in the individuals shown here. In the thorax, severe transformation of the wing (W) into tissue with characteristics of the haltere (H) is the most prominent morphological defect, whereas in

the notum (N), the structure and bristle pattern formed by *caly*^{C131S} or *Asx*⁰ mutant clone tissue appears indistinguishable from wildtype.

(B) Eye-antennal (top) and wing (bottom) imaginal discs with clones of *caly*^{C131S} mutant cells, stained with antibodies against Antp or Ubx (red), as indicated and Hoechst to visualize DNA (blue). The *caly*^{C131S} homozygous mutant clone tissue is marked by the absence of GFP (green). Note that the Antp and Ubx misexpression phenotypes are very similar to those seen in *caly*⁰ or *Asx*⁰ mutants (compare with **Figure 4C**).

(C) *Asx*⁰ and *Sce*^{I48A} mutant embryos show no global deregulation of gene transcription. Volcano plots of changes in average gene expression in *Asx*⁰ (left) and *Sce*^{I48A} (right) stage 16 single embryos as compared to single wild-type embryos at the same stage. PolyA⁺ RNA from single embryos of the three genotypes was quantified by RNA-seq (see Supplemental Experimental Procedures for details). Differentially expressed genes (fold change > 2 and adjusted p-value < 0.05) are represented as dots using the indicated color code. Genes that are not differentially expressed are shown as light orange dots. The genes labelled in Figure 1-3 and 7 are marked. 

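In *Asx*0 embryos the HOX gene *Antp*, on chromosome arm 3R from 6896253 to 6999228 in dm6, was slightly lower than in wild type and *Ubx* and *Abd-B* did not pass the test. *Antp* was at 10.42 ± 0.08 (SD, n = 5) on the log2 scale against 10.69 ± 0.08 (SD, n = 3), a log2 fold change of -0.27 (standard error 0.06, adjusted p = 0.0142 from limma). It did not pass without wild-type replicate 2 or without wild-type replicate 3. *abd-A* had a log2 fold change of -0.25 (standard error 0.07, adjusted p = 0.0387 from limma), with an adjusted p = 0.091 from limma without wild-type replicate 2. *Ubx* had 0.19 (standard error 0.08, adjusted p = 0.176 from limma) and *Abd-B* -0.13 (standard error 0.08, adjusted p = 0.331 from limma). Of the 8 HOX genes none rose and 2 fell (1 rose and 3 fell adjusted over the list alone), none by as much as 2-fold. In *Sce* I48A embryos none of the 8 passed the test. *Ubx* and *abd-A* had log2 fold changes of 0.22 each (adjusted p = 0.157 and adjusted p = 0.124 from limma), *Antp* -0.00 and *Abd-B* 0.00. Wild-type replicate 1 of that comparison had lower *Ubx* (10.66), *abd-A* (11.58) and *Abd-B* (10.31) than the other wild-type embryos.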

We note that *Antp*, *Ubx* and *Abd-B* were not identified as differentially expressed genes in these experiments. This was not unexpected, because *Ubx* and *Antp* are only misexpressed in a small subset of embryonic cells in addition to the cells where they are normally expressed, and *Abd-B* shows a complex alteration of its expression pattern, with both gain and loss of expression (**Figure 4A**). Notwithstanding the notion that cell- or tissue-specific deregulation also of other genes may have escaped detection in RNA-seq analyses in whole embryos, the limited transcriptome alterations in *Asx*⁰ mutants nevertheless argue that the global increase in H2Aub1 coverage across the genome does not cause a gross genome-wide deregulation of gene transcription. Similar arguments apply to the lack of transcriptional deregulation in *Sce*^{I48A} mutant embryos.

(D) Percentage of the genes located in each of the different genomic regions identified as differentially expressed genes by RNA-seq.

(E) Differentially expressed genes do not fall into a category of genes showing an extreme increase of H2Aub1 levels in *Asx*⁰ mutants (left) or the most severe loss of H2Aub1 in *Sce*^{I48A} mutants (right). Their fold change in gene expression is also not proportional to their H2Aub1 coverage fold-change. Only differentially expressed genes are represented and the color code is as in (C).

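Among 10069 genes tested in both *Asx*0 and *Sce* I48A embryos, changes in the same direction outnumbered opposite ones. At an adjusted p under 0.05 from limma, 158 genes were lower in both mutants and 74 higher in both, where independent lists would share 28.2 and 16.1. Only 14 genes were higher in *Asx*0 and lower in *Sce* I48A embryos and 11 the reverse, where independent lists would share 23.0 and 19.7. Without wild-type replicate 2 of the *Sce* I48A comparison these numbers were 103 lower and 47 higher in both, and 8 and 8 in opposite directions. With a fold above 2 on the shrunken scale as well, 7 genes were lower in both, 1 was higher in both, 2 were higher in *Asx*0 and lower in *Sce* I48A, and 3 the reverse, where independent lists would share 0.0954, 0.0142, 0.0400 and 0.0339, so at this limit opposite changes also lay above that number. With the authors' p-values and fold changes these numbers were 78, 26, 8 and 4.

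Genes lower in both included *CG2233*, *CG7054* (-1.53 and -1.22), *CG31446* (-1.47 and -1.22) and *CG16898* (-1.14 and -1.34), the values being log2 fold changes in *Asx*0 and then *Sce* I48A embryos. The histone gene *His2B:CG33870* (-1.94 and -3.02) is one of many near-identical copies, so its level is uncertain, and its call in *Asx*0 was lost with robust variances. *p24-2*, at 2.95 in *Sce* I48A, was the gene higher in both. Opposite changes were seen for the peroxiredoxin genes *Prx6c* (2.24 and -1.32) and *Prx6b* (1.20 and -1.89), but both lost their calls in *Sce* I48A with robust variances and without any 1 of mutant replicates 2 and 4 and wild-type replicates 1 and 3, and *Prx6b* also in *Asx*0 without wild-type replicate 1 or 2. The marker gene *white*, *CG17633* (-1.13 and 1.35) and *Pepck1* (-1.01 and 1.44), an enzyme of gluconeogenesis, ran the other way, *Pepck1* not passing with robust variances. The sample labels list the wild-type embryos of the 2 comparisons as different samples. The highest correlation across genes between deviations of wild-type embryos of the 2 tables was 0.186, which also argues against a shared library. Across all genes tested in both, which are not independent replicates, the log2 fold changes correlated at 0.373. Both comparisons used the same wild-type strain, Oregon-R, against mutant stocks that carry *w*. Shared strain differences cannot be told apart from the mutations here and could also give changes in the same direction.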

(F) Venn diagram illustrating that the number of genes showing opposite transcriptional defects in *Sce*^{I48A} and *Asx*⁰ mutant embryos is extremely low. The number of genes falling in each category is indicated. A total number of 11813 genes was considered in this analysis.

(G) and (H) RNA Polymerase II (Pol II) recruitment and Serine 5 phosphorylation of Pol II C-terminal domain at promoters is not affected by the increase in H2Aub1 levels in *Asx*⁰ mutant embryos. (G) ChIP-seq profiles for Ser5-phosphorylated Pol II (Pol II S5P) from 21-24 hrs old wildtype (*wt*) or *Asx*⁰ mutant embryos at a genomic window encompassing the *BX-C*. All genes present in this genomic interval are represented on the gene track and the three HOX genes *Ubx*, *abd-A* and *Abd-B* are labelled. (H) Average ChIP-seq profile for Pol II S5P, centered on the transcription start site (TSS) of PolII-bound and unbound promoters in wildtype (solid line) and *Asx*⁰ (dotted line) late-stage embryos.

Figure S6

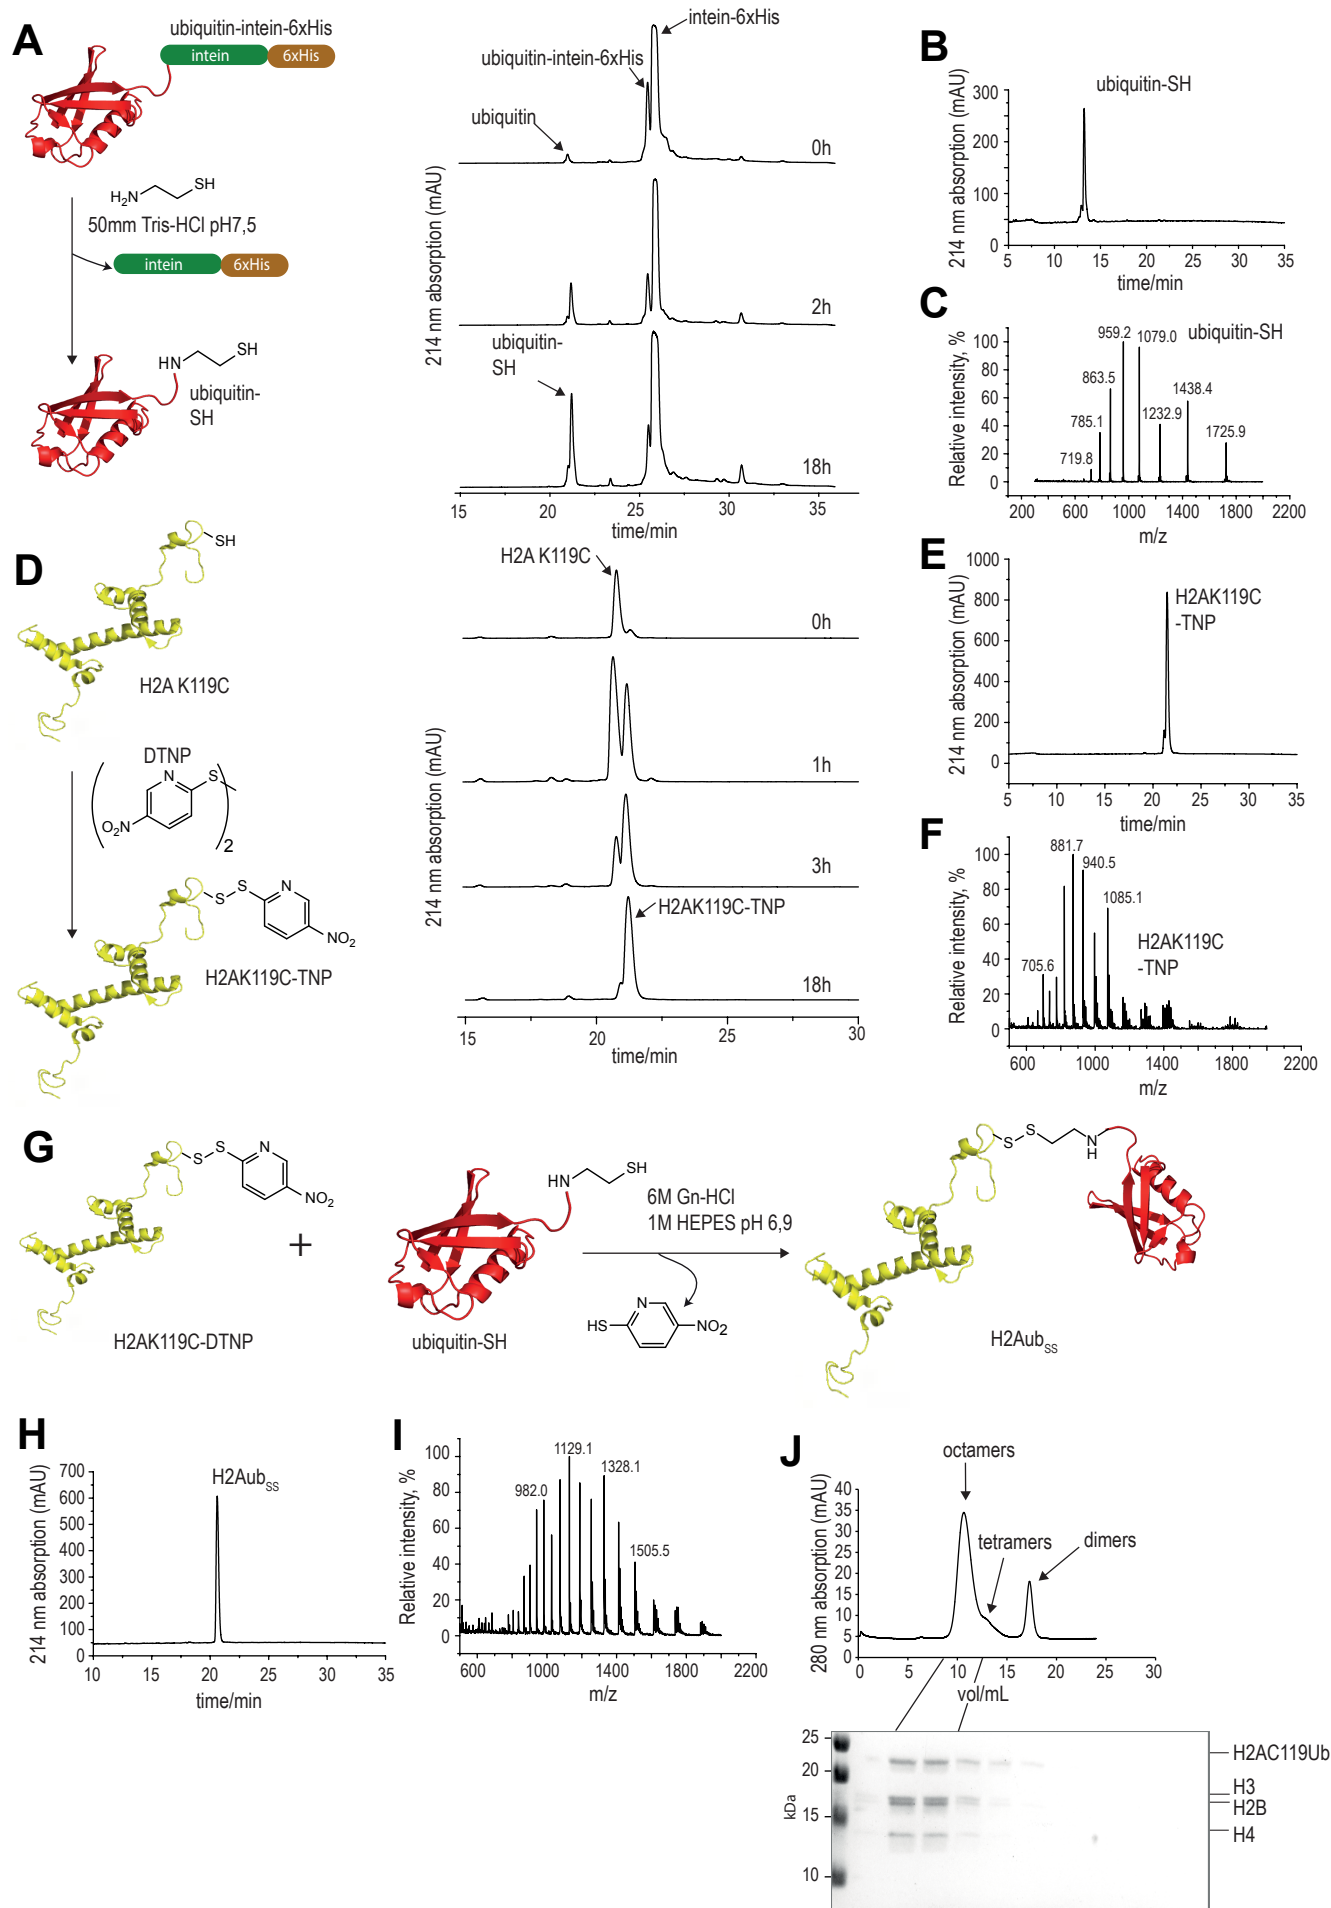

Figure S6

Synthesis of H2Aub_{SS}

(A) Production of ubiquitin-SH via Npu intein cleavage using cysteamine. Left: reaction scheme, Right: PR-HPLC analysis of reaction progress over 18h. The large intein-6xHis peak arises from premature intein cleavage and is discarded.

(B) Analytical RP-HPLC profile of purified Ubiquitin-SH.

(C) ESI-LCMS analysis of ubiquitin-SH (calculated mass: 8615.9 Da, observed mass: 8620.0 Da).

(D) Production of H2AK119-TNP via reaction with DTNP intein cleavage using cysteamine. Left: reaction scheme, Right: PR-HPLC analysis of reaction progress over 18h.

(E) Analytical RP-HPLC profile of purified H2AK119-TNP.

(F) ESI-LCMS analysis of H2AK119-TNP (calculated mass: 14093.40 Da, observed mass: 14094.0 Da).

(G) Reaction scheme of the synthesis of H2Aub_{SS}.

(H) Analytical RP-HPLC profile of purified H2Aub_{SS}.

(I) ESI-LCMS analysis of H2Aub_{SS} (calculated mass: 22560.24 Da, observed mass: 22560.0 Da).

(J) Refolding and purification of H2Aub_{SS} containing histone octamers. Top: Elution profile from size exclusion purification of purified histone octamers. Bottom: SDS-PAGE analysis of elution fractions. Only fractions corresponding to the octamer peak and containing equimolar amounts of all histones were used for chromatin assembly.

A

recP1 P2 P3 P4 recP5 anchor dsDNA

GT CA TAGCCT ACACGT GT CA AACCCCT ACGTC GT CA CTAGTA
AACCA GATATCG GA TG TGACA GTTGG GA TG CAGCA GTGATC AT

601 NPS 4

Alexa568 Alexa647

I. DNA ligation
II. PEG precipitation

III. DNA ligation
IV. PEG precipitation

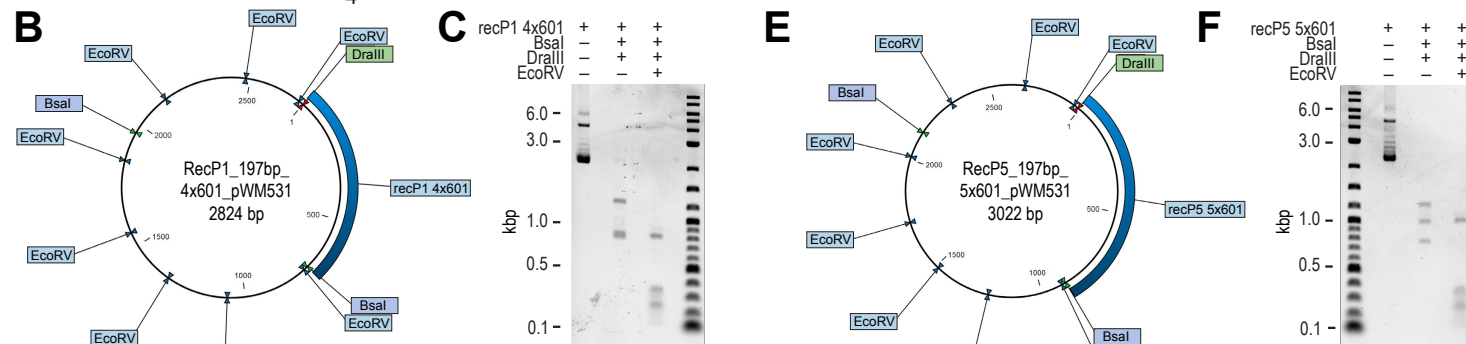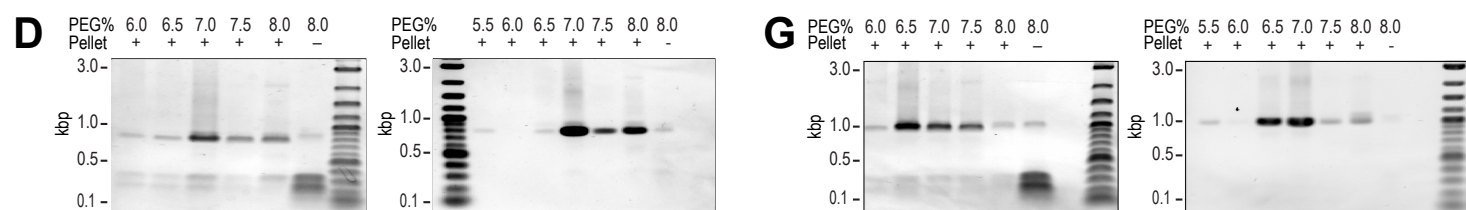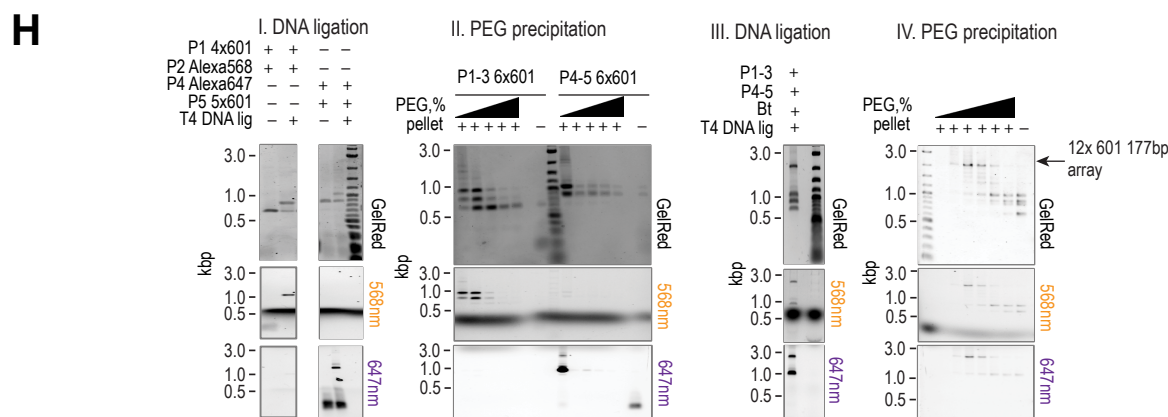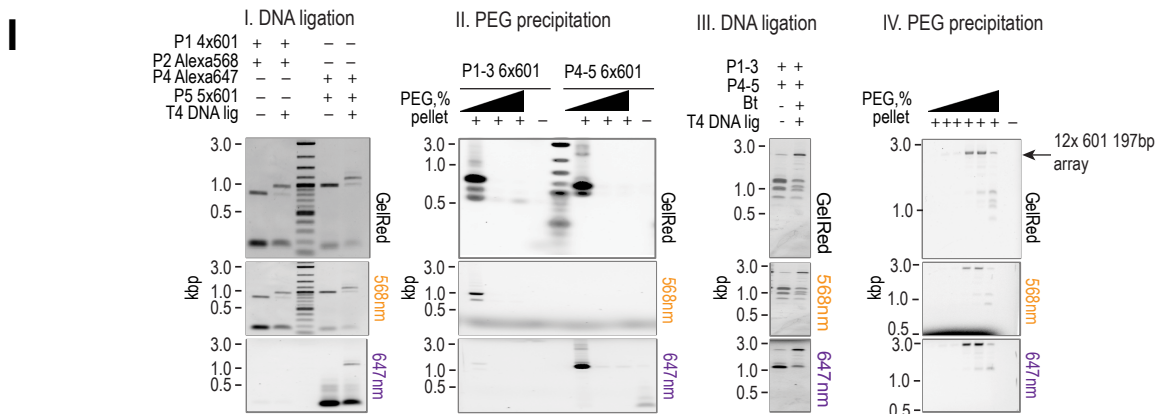

Figure S7

Preparation of labeled DNA for smFRET experiments.

- (A) Scheme for convergent assembly and purification of fluorescently labeled chromatin DNA. Pieces recP1 4x601, P2 1x601 and P3 1x601 are ligated (I. DNA ligation) and the intermediate 6x601 purified by PEG precipitation from the individual pieces (II. PEG precipitation). Simultaneously, P4 1x601, recP5 5x601 and the dsDNA anchor are ligated to produce another 6x601 intermediate (I. DNA ligation, II. PEG precipitation in parallel). The two intermediate 6x601 pieces are ligated to produce the 12x601 chromatin DNA with internal fluorophores (III. DNA ligation) followed by PEG precipitation (IV. PEG precipitation) for final purification.
- (B) Design of recP1 4x601 in pWM531 (containing 50 bp linker DNA).
- (C) Excision of piece of recP1 4x601 50 bp linker DNA with non-palindromic overhangs by digestion with BsaI and DraIII followed by plasmid backbone fragmentation by EcoRV.
- (D) Purification of excised recP1 4x601 by iterative PEG precipitation.
- (E) Design of recP5 4x601 50 bp linker DNA in pWM531.
- (F) Excision of piece of recP1 4x601 50 bp linker DNA with non-palindromic overhangs by digestion with BsaI and DraIII followed by plasmid backbone degradation with EcoRV.
- (G) Purification of recP1 5x601 50bp linker DNA by iterative PEG precipitation.
- (H) Large scale DNA ligation and PEG precipitations to produce labeled chromatin DNA containing 30 bp linkers.
- (I) Large scale DNA ligation and PEG precipitations to produce labeled chromatin DNA containing 50 bp linkers.

Figure S8

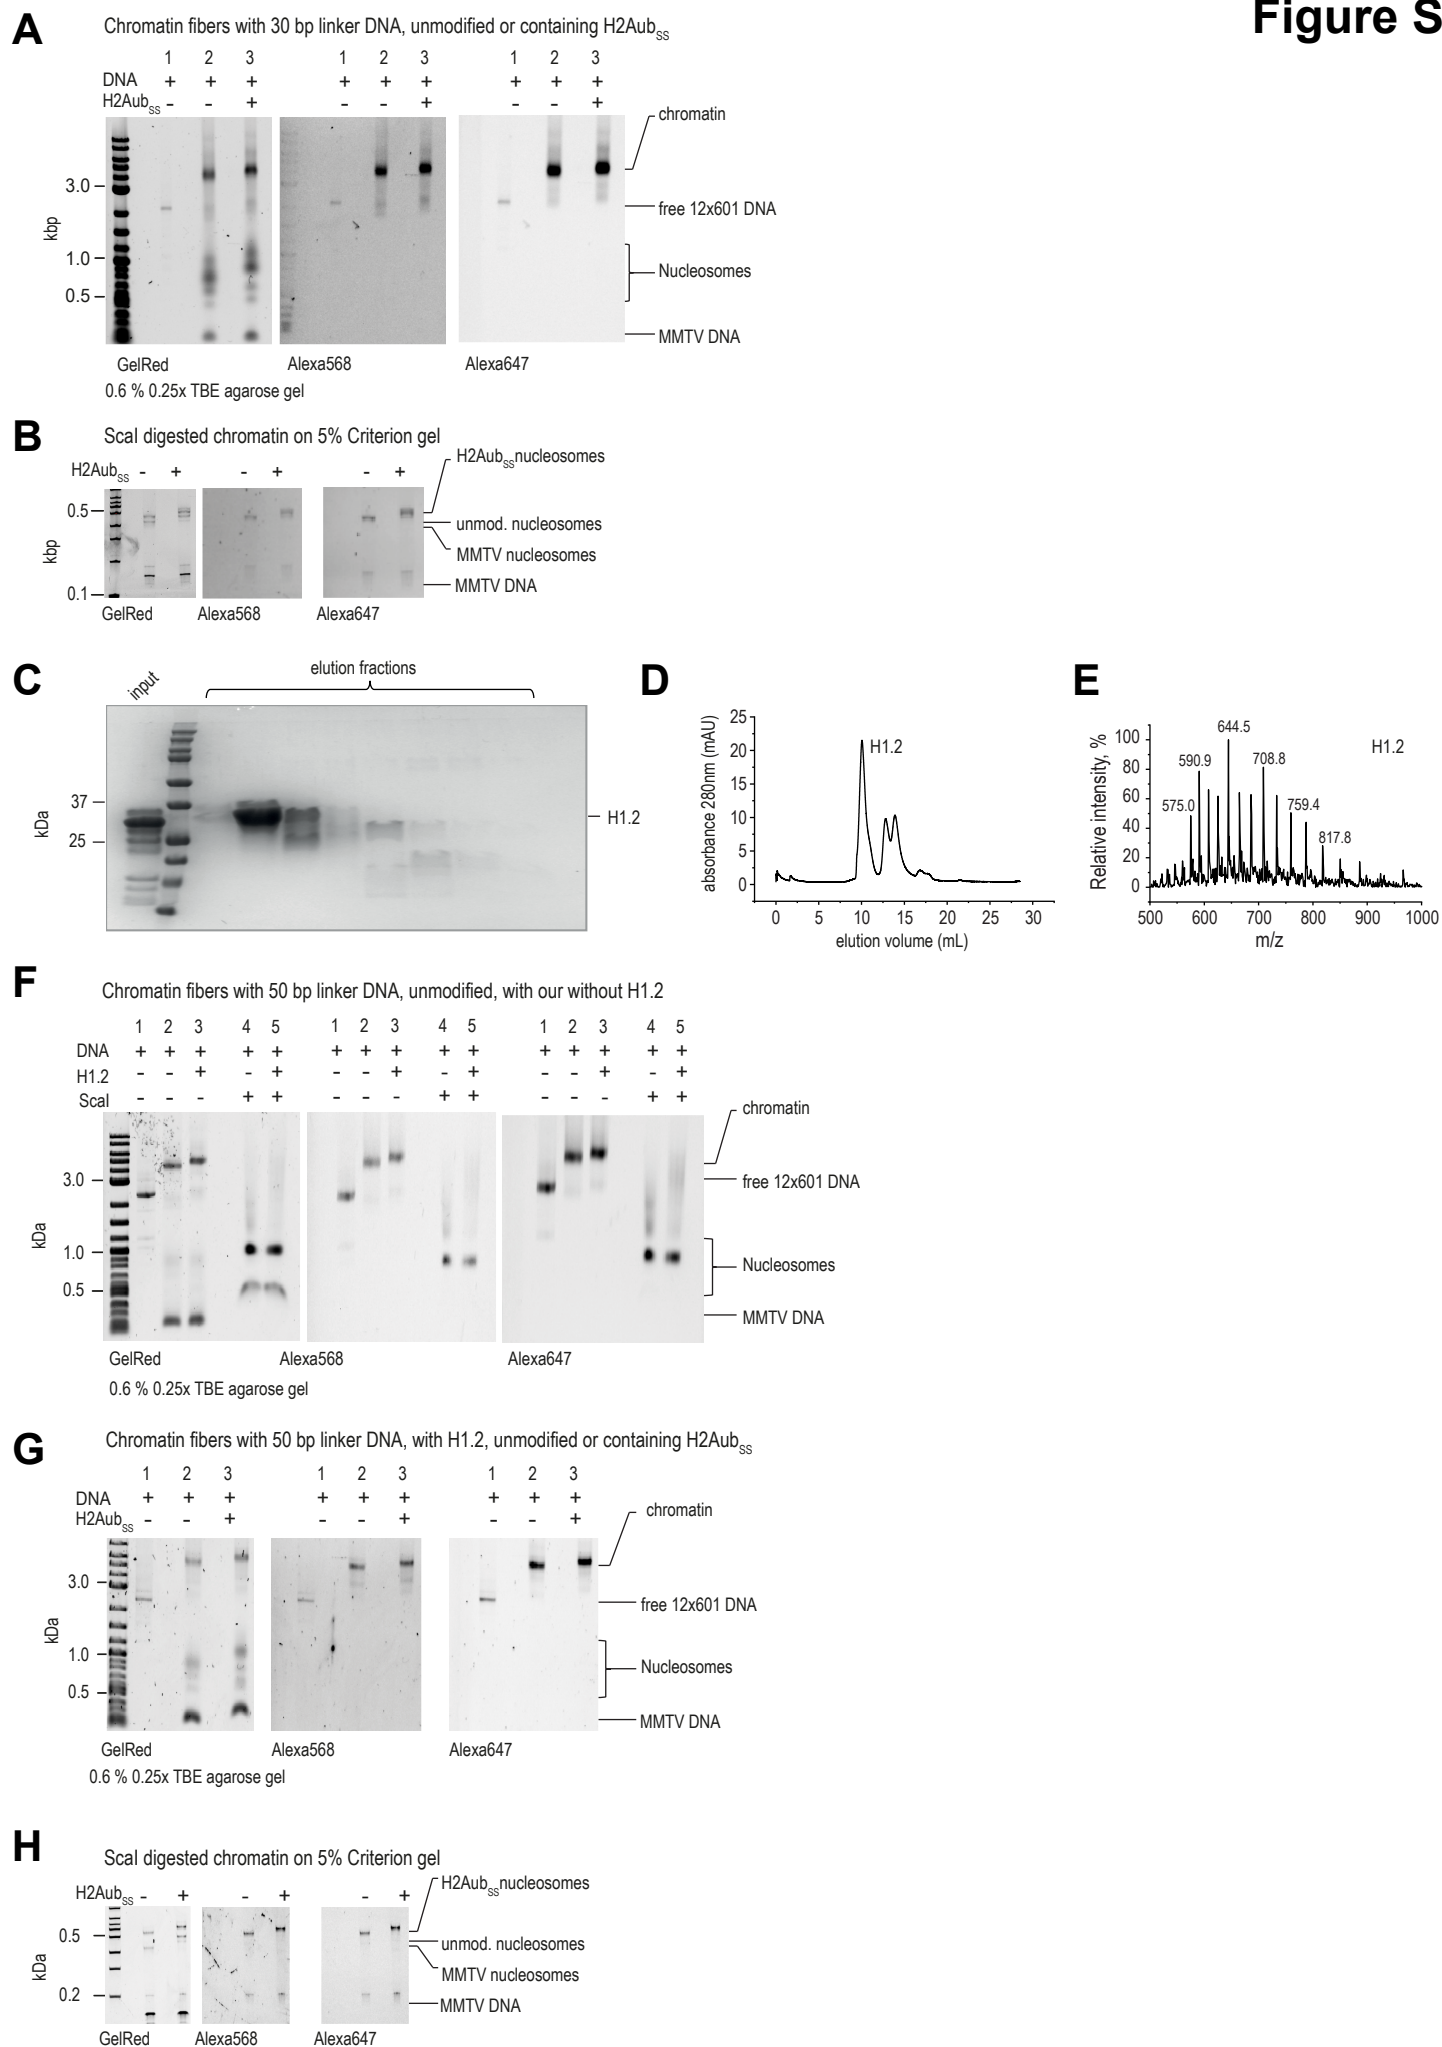

Figure S8

Assembly of chromatin fibers containing H2Aub_{SS} and H1.2

(A) Analysis of chromatin formation on fluorescently labeled DNA (30 bp linker) by agarose gel electrophoresis, stained with GelRed or imaged at wavelengths appropriate for the indicated fluorescent dyes. Lane 1: Free labeled array DNA. Lane 2: Assembled chromatin arrays with unmodified histone octamers. To avoid overloading array DNA with histone octamers, low-affinity buffer DNA (mouse mammary tumor virus (MMTV) sequence) is added, resulting in the formation of a small amount of buffer nucleosomes (MMTV nucleosomes). Lane 3: Assembled chromatin arrays with H2Aub_{SS} histone octamers.

(B) Digestion of indicated chromatin fibers with the restriction enzyme ScaI, liberating mononucleosomes. The absence of higher-order aggregates or significant amounts of free DNA demonstrates the saturation of chromatin arrays.

(C) Ion exchange purification of H1.2. Concentrated elution fractions showing the least amount of degradation are used for further purification.

(D) Size exclusion chromatography purification of H1.2.

(E) ESI-LCMS analysis of purified H1.2 (calculated mass: 21233.56 Da, measured mass: 21236.0 Da).

(F) Agarose gel electrophoresis analysis of chromatin formation on fluorescently labeled DNA (50 bp linker) (Lane 1), with or without H1.2 (Lanes 2-3) and ScaI digestion (Lanes 4-5).

(G) Agarose gel electrophoresis analysis of chromatin formation on fluorescently labeled DNA (50 bp linker) (Lane 1), with H1.2 and with or without H2Aub_{SS} (Lanes 2-3).

(H) ScaI digestion analysis of chromatin assemblies on fluorescently labeled DNA (50 bp linker) with H1.2 and with or without H2Aub_{SS}.

Figure S9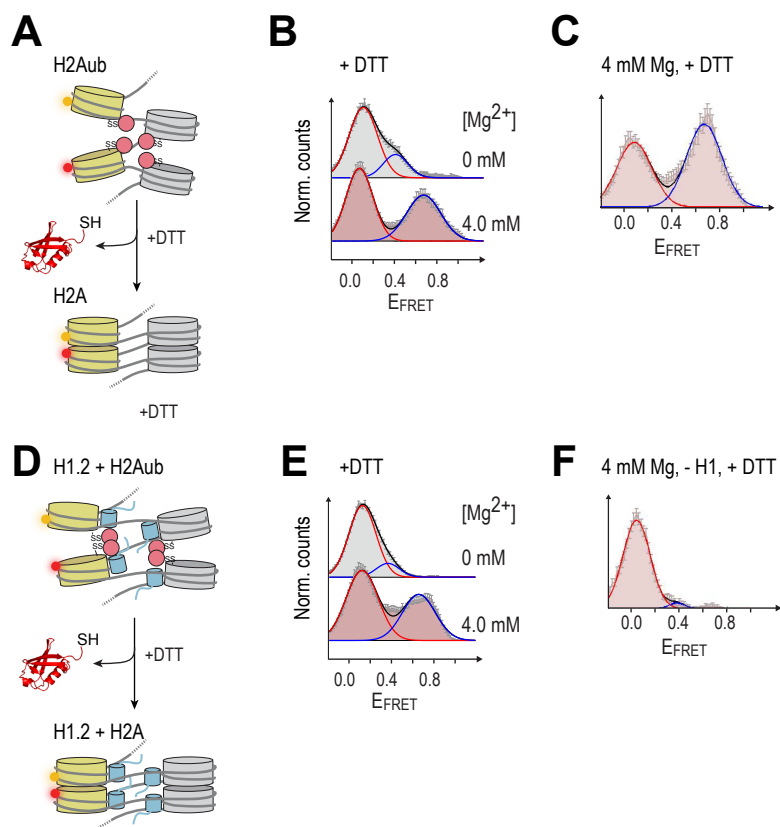

Figure S9

Chemically deubiquitinated chromatin exhibits nucleosome stacking.

- (A) H2Aub_{SS} containing chromatin fibers (30 bp linkers) are treated with 100 mM DTT to remove the ubiquitin moiety via reduction of the disulfide bond.
- (B) smFRET histograms for H2Aub_{SS} containing chromatin fibers with 30 bp linker DNA, at the indicated Mg²⁺ concentrations after 100 mM DTT treatment.
- (C) Addition of DTT does not influence chromatin compaction: smFRET histogram for unmodified chromatin fibers with 30 bp linker DNA, at 4 mM Mg²⁺ in the presence of 100 mM DTT.
- (D) H2Aub_{SS} containing chromatin fibers (50 bp linkers, containing H1.2) are deubiquitinated with 100 mM DTT.
- (E) smFRET histograms for H2Aub_{SS} containing chromatin fibers with 50 bp linker DNA and H1.2, at the indicated Mg²⁺ concentrations after 100 mM DTT treatment.
- (F) Chromatin fibers with 50 bp linkers cannot compact in the absence of H1.2 when exposed to 100 mM DTT: smFRET histogram for unmodified chromatin fibers with 50 bp linker DNA, at 4 mM Mg²⁺ in the presence of 100 mM DTT.

Figure S10

A

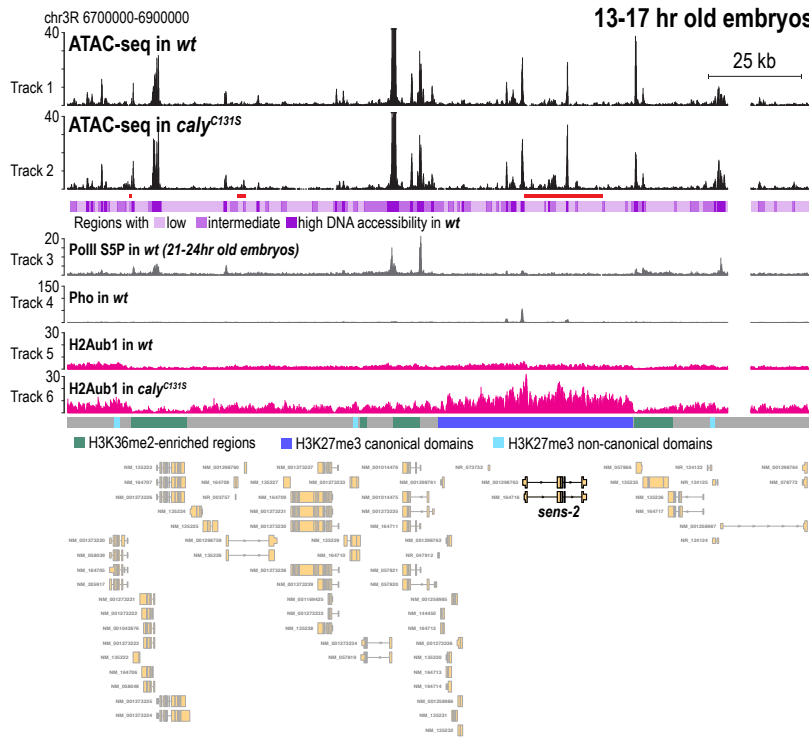

C

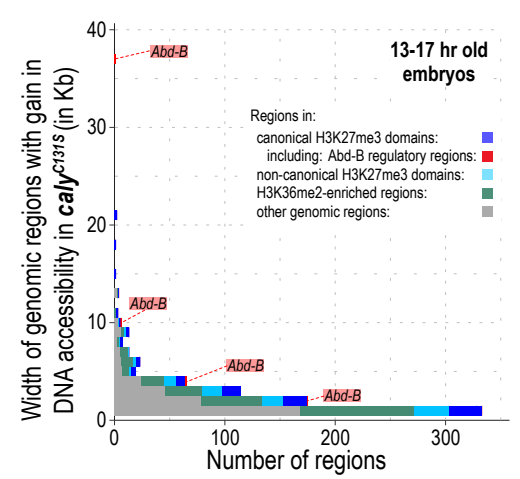

B

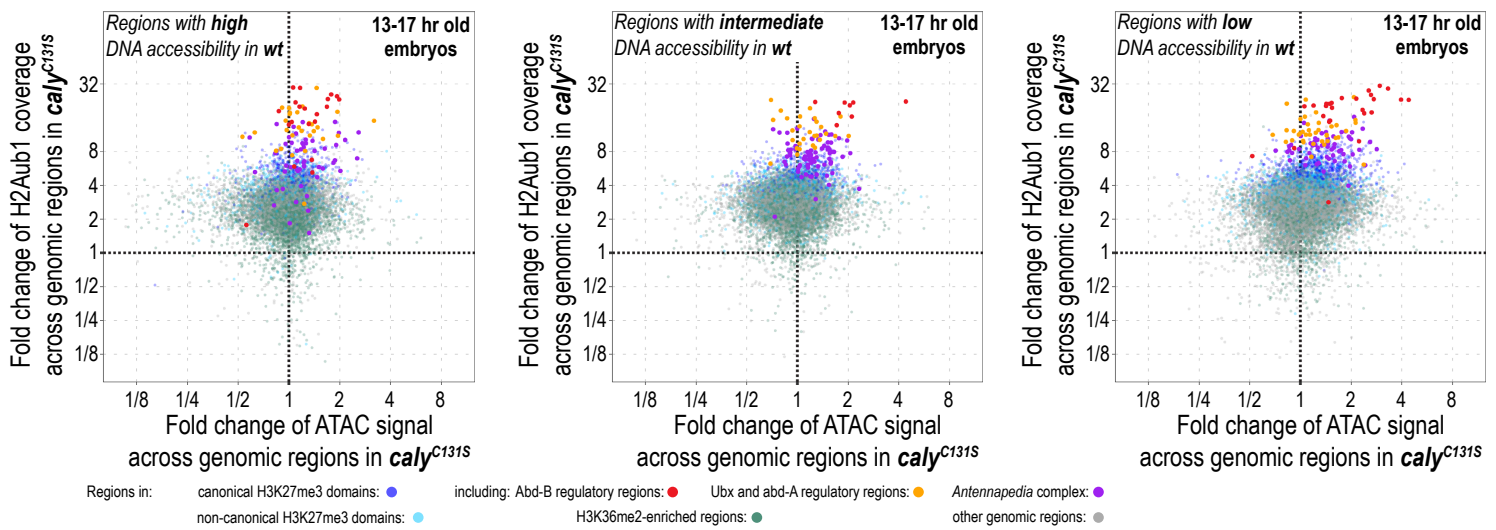

Figure S10

Excessive H2Aub1 levels lead to chromatin opening *in vivo*.

(A) ATAC-seq profiles from 13-17 hrs old wildtype (*wt*) and *caly*^{C131S} mutant embryos at a genomic window encompassing the *sens-2* gene, which is located in a canonical H3K27me3 domain. Red bars below Track 2 underline regions with significant gain in DNA accessibility in *caly*^{C131S} mutants (see also **Figure 5H-I**, and Supplemental Experimental Procedures). RNA Pol II S5P, Pho and H2Aub1 profiles are shown as reference. Pho-bound PREs and RNA Pol II S5P-bound promoters show high DNA accessibility in both genotypes, but note the increased accessibility at *sens-2* between peaks in *caly*^{C131S} mutants (red bar below track 2). Also note the high H2Aub1 level increase in *caly*^{C131S} mutants across this same region.

(B) Scatter plots as in **Figure 5I**, but representing fold changes of ATAC-seq signal and H2Aub1 read coverage in 13-17 hrs old *caly*^{C131S} mutant embryos separately for genomic regions with high (left), intermediate (middle) and low (right) DNA accessibility.

(C) Histogram showing the distribution of the length of genomic regions exhibiting a significant increase in DNA accessibility in *caly*^{C131S} embryos. The *Abd-B* gene locus (in red) is among the regions in the genome, where the excess of H2Aub1 has the strongest effect on the opening of chromatin. Each region is colored based on the type of chromatin with which it overlaps.

A

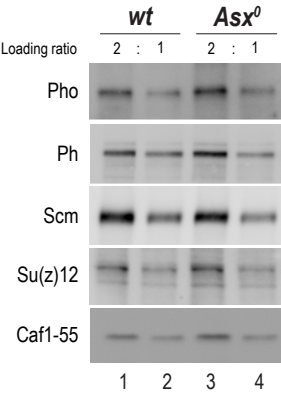

B

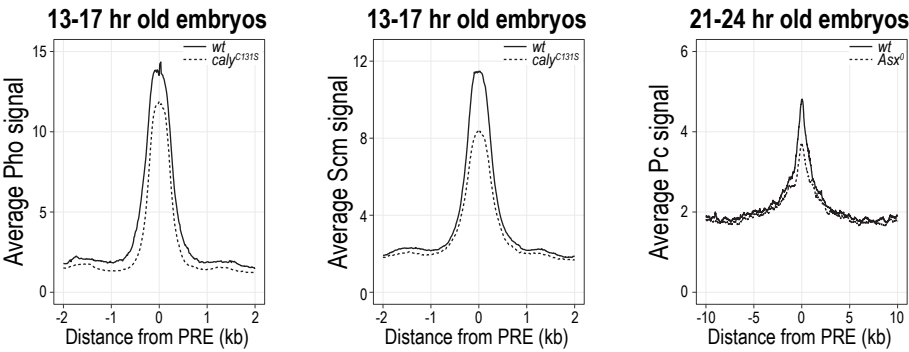

Figure S11

Recruitment of PcG proteins at PREs is unimpaired in PR-DUB mutant embryos

(A) Western blot analysis on serial dilutions of total nuclear extracts from 21-24 hrs old embryos shows that the levels of Pho, Ph, Scm and Su(z)12 in *Asx*⁰ mutant embryos are comparable to wildtype (*wt*).

(B) PRE-centered average ChIP-seq profiles for Pho, Scm and Pc, in wildtype (solid line) and PR-DUB mutant (dotted line) embryos. Pho and Scm ChIP-seq meta-analysis were performed on 13-17 hrs old wildtype and *caly*^{C131S} mutant embryos. Pc ChIP-seq meta-analysis was performed on 21-24 hrs old wildtype and *Asx*⁰ mutant embryos. Coordinates of PREs correspond to the centers of 365 Pho peaks that are not more than 150 bp away from the center of a Scm peak and that locate in a canonical H3K27me3 domain.

Table S1

Mutant alleles and genotypes of animals used in the different figures

The following **mutant alleles** were used in this study:

caly^{C131S}: generated in this study, see Material and Methods for details.

*caly*²: null allele (Scheuermann *et al*, 2010), referred to as *caly*⁰ in this manuscript.

Sce^{KO}: null allele (Gutiérrez *et al*, 2012), referred to as *Sce*⁰ in this manuscript.

Asx^{22P4}: null allele (Scheuermann *et al*, 2010) referred to as *Asx*⁰ in this manuscript.

Pc^{XT109}: null allele (Franke *et al*, 1995) referred to as *Pc*⁰ in this manuscript.

M(2)53: mutation which slows down developmental progression and results in a *Minute* phenotype (Morata & Ripoll, 1975).

Genotypes of animals used in the different figures

Figure 1:

wt: Oregon-R

Sce^{I48A}: obtained as GFP-negative progeny in crosses from mothers and fathers of the following genotype:

w; *Sce*^{I48A} (VK37) >*Sce*⁺ > (J27) / *Sce*^{I48A} (VK37); *nos-Gal4VP16 F82B cu sr Sce*⁰ / *UAS-FLP(VK33) F82B cu sr Sce*⁰ (see (Pengelly *et al*, 2015) for more details)

Figure 2:

wt: Oregon-R

caly^{C131S}: obtained as GFP-negative progeny from mothers and fathers of the following genotype:

w; *caly*^{C131S} *nos-flp-nos* (VK18) / *caly*^{C131S}; >*caly*⁺ > (VK33) *nos-Gal4VP16* / +

Figure 3:

wt: Oregon-R

Sce^{I48A}: obtained as GFP-negative progeny from mothers and fathers of the following genotype:

w; *Sce*^{I48A} (VK37) >*Sce*⁺ > (J27) / *Sce*^{I48A} (VK37); *nos-Gal4VP16 F82B cu sr Sce*⁰ / *UAS-FLP(VK33) F82B cu sr Sce*⁰ (see (Pengelly *et al*, 2015) for more details)

caly^{C131S}: obtained as GFP-negative progeny from mothers and fathers of the following genotype:

w; *caly*^{C131S} *nos-flp-nos* (VK18) / *caly*^{C131S}; >*caly*⁺ (VK33) *nos-Gal4VP16* / +

Figure 4A:

wt: Oregon-R

caly^{C131S}: obtained as GFP-negative progeny from mothers and fathers of the following genotype:

w; *caly*^{C131S} *nos-flp-nos* (VK18) / *caly*^{C131S}; >*caly*⁺ (VK33) *nos-Gal4VP16* / +

*caly*⁰: obtained as GFP-negative progeny from heat-shocked mothers that were *yw hs-Flp122* / *w*; *F40 F42D y⁺ caly⁰ / F42D ovo^{D1} w⁺* and were crossed to *w* / Y; *F40 F42D y⁺ caly⁰ / CyO ubi-GFP* fathers.

*Asx*⁰: obtained as GFP-negative progeny from mothers and fathers of the following genotype:

w; *F40 F42D y⁺ Asx⁰ / CyO twi-Gal4 UAS-GFP*

Figure 4B:

Sce^{I48A}: obtained as GFP-negative progeny from mothers and fathers of the following genotype:

w; *Sce*^{I48A} (VK37) >*Sce*⁺ (J27) / *Sce*^{I48A}(VK37); *nos-Gal4VP16 F82B cu sr Sce⁰ / UAS-Flp(VK33) F82B cu sr Sce⁰* (see (Pengelly *et al*, 2015) for more details)

*Asx*⁰ *Sce*^{I48A}: obtained as GFP-negative progeny from heat-shocked mothers that were: *w hs-Flp122* / *w*; *Sce*^{I48A} (VK37) *F42D y⁺ Asx⁰ / CyO twi-Gal4 UAS-GFP; F82B Sce⁰ / F82B ovo^{D1} w⁺* and were crossed to *w* / Y; *Sce*^{I48A} (VK37) *F42D y⁺ Asx⁰ / CyO twi-Gal4 UAS-GFP; F82B Sce⁰ / TM6B* fathers. To exclude the embryos which received the TM6B balancer chromosome carrying a wildtype *Sce*⁺ allele, the collected GFP-negative embryos were first stained with H2Aub1 antibodies and those lacking H2Aub1 signal (i.e. the *w hs-Flp122* / *w*; *Sce*^{I48A} (VK37) *F42D y⁺ Asx⁰ / Sce*^{I48A} (VK37) *F42D y⁺ Asx⁰; F82B Sce⁰ / F82B Sce⁰* embryos) were then stained for Abd-B.

Figure 4C:

*Asx*⁰: GFP-negative clones of *Asx*⁰ homozygous cells were induced by Flp expression in animals of the following genotype:

yw hs-Flp122; F40 F42D y⁺ Asx⁰ / F42D hs-nGFP

*Asx*⁰ *Sce*^{I48A}: GFP-negative clones of *Asx*⁰ homozygous cells were induced by Flp expression in animals of the following genotype:

yw hs-Flp122; Sce^{I48A}(VK37) *F42D Asx⁰ / F42D hs-nGFP; F82B Sce⁰ / F82B Sce⁰*

*caly*⁰: GFP-negative clones of *caly*⁰ homozygous cells were induced by Flp expression in animals of the following genotype:

yw hs-Flp122; F40 F42D y⁺ caly⁰ / F42D hs-nGFP

*caly*⁰ *Sce*^{I48A}: GFP-negative clones of *caly*⁰ homozygous cells were induced by Flp expression in animals of the following genotype: *yw hs-Flp122; Sce*^{I48A}(VK37) *F42D caly⁰ / F42D hs-nGFP; F82B Sce⁰ / F82B Sce⁰*

Figure 5 H-I:

wt: Oregon-R

caly^{C131S}: obtained as GFP-negative progeny from mothers and fathers of the following genotype:

w; caly^{C131S} nos-flp-nos (VK18) / caly^{C131S}; >caly⁺ (VK33) nos-Gal4VP16 / +

Figure 6A

wt: Oregon-R

caly^{C131S}: obtained as GFP-negative progeny from mothers and fathers of the following genotype:

w; caly^{C131S} nos-flp-nos (VK18) / caly^{C131S}; >caly⁺ (VK33) nos-Gal4VP16 / +

Asx⁰: obtained as GFP-negative progeny from mothers and fathers of the following genotype: *w; F40 F42D y⁺ Asx⁰ / CyO twi-Gal4 UAS-GFP*

Figure 6B:

wt: Oregon-R

Pc⁰ / +: obtained as GFP-positive progeny from: *Pc⁰ F2A / TM3 twi-GFP* and identified as *Pc⁰* heterozygotes by the intensity of the GFP signal.

Asx⁰: obtained as GFP-negative progeny from mothers and fathers of the following genotype:

w; F40 F42D y⁺ Asx⁰ / CyO twi-Gal4 UAS-GFP

Asx⁰; Pc⁰ / +: obtained as the progeny of a cross between mothers that were *w; F42D y⁺ Asx⁰ / CyO ubi-GFP; Pc⁰ F2A / TM6B* and fathers that were *w; F42D y⁺ Asx⁰ / CyO ubi-GFP*. The GFP-negative progeny fell into two distinct classes: in *class I* embryos, the embryonic cuticle and HOX gene expression patterns were indistinguishable from *Asx⁰ / Asx⁰* embryos, these were the presumed *w; F42D y⁺ Asx⁰ / F42D y⁺ Asx⁰; TM6B / +* animals; *class II* embryos all showed enhanced misexpression of HOX genes *Antp*, *Ubx* and *Abd-B*, and more severe homeotic transformations in the embryonic cuticle, as illustrated in Figure 6B, these were the presumed *w; F42D y⁺ Asx⁰ / F42D y⁺ Asx⁰; Pc⁰ F2A / +* animals.

Figure S1:

wt: Oregon-R

Figure S2B:

caly^{C131S}: GFP-negative clones of *caly^{C131S}* homozygous cells were induced by Flp expression in animals of the following genotype: *w hs-Flp122; F42D y⁺ caly^{C131S} / F42D hs-nGFP*

caly⁰: GFP-negative clones of *caly⁰* homozygous cells were induced by Flp expression in animals of the following genotype:

w hs-Flp122; F40 F42D y⁺ caly⁰ / F42D hs-nGFP

Figure S2E:

wt: Oregon-R

Sce^{I48A}: obtained as GFP-negative progeny from mothers and fathers of the following genotype:

w; Sce^{I48A} (VK37) >Sce⁺ > (J27) / Sce^{I48A} (VK37); nos-Gal4VP16 F82B cu sr Sce⁰ / UAS-Flp(VK33) F82B cu sr Sce⁰ (see Pengelly *et al*, 2015) for more details)

caly^{C131S}: obtained as GFP negative progeny from mothers and fathers of the following genotype:

w; caly^{C131S} nos-flp-nos (VK18) / caly^{C131S}; >caly⁺ > (VK33) nos-Gal4VP16 / +

Asx⁰: obtained as GFP negative progeny from mothers and fathers of the following genotype:

w; F40 F42D y⁺ Asx⁰ / Cyo twi-Gal4 UAS-GFP

Figure S3:

wt: Oregon-R

Sce^{I48A}: obtained as GFP-negative progeny from mothers and fathers of the following genotype:

w; Sce^{I48A} (VK37) >Sce⁺ > (J27) / Sce^{I48A} (VK37); nos-Gal4VP16 F82B cu sr Sce⁰ / UAS-FLP(VK33) F82B cu sr Sce⁰ (see Pengelly *et al*, 2015) for more details)

caly^{C131S}: obtained as GFP-negative progeny from mothers and fathers of the following genotype:

w; caly^{C131S} nos-flp-nos (VK18) / caly^{C131S}; >caly⁺ > (VK33) nos-Gal4VP16 / +

Figure S4:

wt: Oregon-R

Asx⁰: obtained as GFP negative progeny from mothers and fathers of the following genotype:

w; F40 F42D y⁺ Asx⁰ / Cyo twi-Gal4 UAS-GFP

Figure S5A:

wt: clones of *wt* (+/+) cells, marked by absence of *y⁺*, were induced by Flp expression in animals of the following genotype:

yw hs-Flp122 / Y; F42D + / F42D y⁺ M(2)53 DsRed

caly^{C131S}: clones of *caly^{C131S}* homozygous cells, marked by absence of *y⁺*, were induced by Flp expression in animals of the following genotype:

yw hs-Flp122 / Y; F42D caly^{C131S} / F42D y⁺ M(2)53 DsRed

Asx⁰: clones of *Asx⁰* homozygous cells, marked by absence of *y⁺*, were induced by Flp expression in animals of the following genotype:

yw hs-Flp122 / Y; F42D Asx⁰ / F42D y⁺ M(2)53 DsRed

Figure S5B:

caly^{C131S}: GFP-negative clones of *caly*^{C131S} homozygous cells were induced by Flp expression in animals of the following genotype:

yw hs-Flp122; F42D caly^{C131S} / *F42D hs-nGFP*

Figure S5C-H:

wt: Oregon-R

*Asx*⁰: obtained as GFP negative progeny from mothers and fathers of the following genotype:

*w; F40 F42D y⁺ Asx*⁰ / *Cyo twi-Gal4 UAS-GFP*

Sce^{I48A}: obtained as GFP-negative progeny from mothers and fathers of the following genotype:

w; Sce^{I48A} (VK37) >*Sce*⁺ (J27) / *Sce*^{I48A} (VK37); *nos-Gal4VP16 F82B cu sr Sce*⁰ / *UAS-Flp(VK33) F82B cu sr Sce*⁰ (see (Pengelly *et al*, 2015) for more details)

Figure S10

wt: Oregon-R

caly^{C131S}: obtained as GFP negative progeny from mothers and fathers of the following genotype:

w; caly^{C131S} *nos-flp-nos* (VK18) / *caly*^{C131S}; >*caly*⁺ (VK33) *nos-Gal4VP16* / +

Figure S11

wt: Oregon-R

*Asx*⁰: obtained as GFP negative progeny from mothers and fathers of the following genotype:

*w; F40 F42D y⁺ Asx*⁰ / *Cyo twi-Gal4 UAS-GFP*

caly^{C131S}: obtained as GFP negative progeny from mothers and fathers of the following genotype:

w; caly^{C131S} *nos-flp-nos* (VK18) / *caly*^{C131S}; >*caly*⁺ (VK33) *nos-Gal4VP16* / +

Table S2

Gaussian fit results from the indicated smFRET experiments, as well as numbers of independent experiments.

DNA	Sample	Mg ²⁺<br>(mM)	A1	c1	d1	A2	c2	d2	n indep.<br>exp.	n<br>traces
177 bp	unmod.	0	0.55	0.05	0.13	0.45	0.34	0.13	2	368
177 bp	unmod.	4	0.4	0.08	0.14	0.6	0.66	0.14	2	348
177 bp	H2A119Ub	0	0.97	0.07	0.13	0.03	0.53	0.13	4	340
177 bp	H2A119Ub	4	0.97	0.09	0.14	0.03	0.6	0.16	4	361
177 bp	H2A119Ub + 100 mM DTT	0	0.75	0.09	0.13	0.25	0.39	0.11	2	296
177 bp	H2A119Ub + 100 mM DTT	4	0.61	0.05	0.12	0.39	0.65	0.16	3	411
177 bp	unmod + 100 mM DTT	4	0.44	0.09	0.15	0.56	0.67	0.15	1	265
197 bp	unmod.	0	0.97	0.09	0.15	0.03	0.44	0.08	3	967
197 bp	unmod.	4	0.75	0.06	0.15	0.25	0.36	0.16	3	1477
197 bp	unmod. + H1	0	0.74	0.15	0.16	0.26	0.42	0.11	3	732
197 bp	unmod. + H1	4	0.55	0.12	0.16	0.45	0.63	0.16	3	658
197 bp	H2A119Ub + H1	0	0.99	0.09	0.12	0.01	0.42	0.04	3	379
197 bp	H2A119Ub + H1	4	0.98	0.11	0.13	0.02	0.56	0.08	3	438
197 bp	H2A119Ub + H1 + 100 mM DTT	0	0.84	0.12	0.13	0.16	0.36	0.11	2	483
197 bp	H2A119Ub + H1 + 100 mM DTT	4	0.6	0.11	0.15	0.4	0.66	0.16	3	667
197 bp	H2A119Ub	0	0.97	0.06	0.11	0.03	0.83	0.08	1	45
197 bp	H2A119Ub	4	1	0.04	0.11	0	0.75	0.01	1	59
197 bp	H2A119Ub + DTT	4	0.94	0.04	0.11	0.06	0.38	0.07	1	62

Table S3**Antibodies used in this study**

Specificity	Source / Reference
H2AK119ub	Cell Signaling (D27C4)
H3	Abcam (ab 1791)
H3K27me3	Cell Signaling (C36B11)
Caf1	Gambetta et al. 2009
E(z)	Gambetta et al. 2009
Pc	Papp and Müller 2006
Ph	Oktaba et al. 2008
Pho	Papp and Müller 2006
Scm	Gambetta et al. 2009
Su(z)12	Müller et al. 2002
Abd-B	DSHB (1A2E9)
Antp	DSHB (8C11)
Ubx	DSHB (FP3.38)

Supplemental References

How the deposited data were processed for this re-analysis (not part of the article)

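Poly(A) RNA of single *Drosophila* embryos at stage 16, 15 to 16 h of age, was sequenced in 2 comparisons: 5 *Asx*0 embryos against 3 wild-type embryos, and 4 *Sce* I48A embryos against 4 other wild-type embryos. Each embryo is a sample of its own. Conditions and replicates were taken from the sample labels and the supplement of the paper.

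According to the supplement, the authors quantified transcripts of *Drosophila* release 6.35 with Salmon, summed them to genes with tximeta and tested differences with DESeq2, after they had chosen embryos of like stage by principal component analysis and morphology. The submitters' processing notes name the build dm6 and the tools Salmon, DESeq2 and deepTools without versions. Each of the 2 deposited tables holds, for every gene, a log2 normalized count per embryo, whose normalization the authors do not describe and which behaves like a regularized logarithm, since genes with few reads have nearly the same value in every embryo. The authors' deposited table also holds the mean normalized count of each gene, a signal over all embryos of the table, the log2 fold change of wild type over mutant with its standard error, a test score, and a p-value and adjusted p-value. The sign of the authors' fold change was turned so that all values are mutant over wild type. Gene symbols were matched by gene ID, with 32 of 13754 IDs left without one. Coordinates are those of annotation 6.54 of the dm6 assembly.

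From the log2 values, limma 3.58.1 in R 4.3.3 was fitted to each table alone, with an empirical Bayes variance trend and Benjamini-Hochberg adjustment, over genes with a mean normalized count of at least 10. Genes were called at an adjusted p under 0.05 with a fold above 2, the thresholds the paper states, and also at the adjusted p alone. The design had assumed normalized counts to which a pseudocount of 1 would be added; the tables turned out to hold log2 values, so none was added, and pseudocounts of 0.5, 1 and 5 were tried as alternatives. Because the values are shrunken, a fold above 2 is a stricter limit here than on the authors' fold changes. The step was tested on simulated data before use, without modelling the shrinkage: it recovered all simulated changes of 1.5 on the log2 scale (100%), and 3.35% and 5.56% of its calls were false in the *Asx*0 and *Sce* I48A simulations. Total counts per embryo are not in the tables, so the depth is unknown and no count test was possible.

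Of 21 gene lists fixed before the data were examined, 17 and 18 with at least 5 tested members were tested with camera (preset correlation 0.01, and an estimated correlation) and fry. Sex and strain marker genes were not tested as lists, but per embryo and as single genes with limma. Genes named in the text are those the paper discusses for these data or as reference loci with the genotype genes and complex members, the 8 largest changes in each direction among called genes whose groups do not overlap, up to 4 called and 2 uncalled members of each list, and up to 5 genes per pattern of directions in the overlap. Beside the pseudocounts, the alternatives were no filter and a mean of at least 50, robust variances, precision weights per value and per embryo, quantile and median-of-ratios normalization, a covariate from cuticle protein genes, the replicate number as a block, the authors' p-values, and each embryo left out in turn. Alternatives added after seeing the data were a covariate from *msl-2* and *Sxl*, the authors' fold change with the limma adjusted p, and counts at the adjusted p alone under each setting. A planned covariate from *roX1* and *roX2* was not run, as these genes were not in hand. Whether genes lie in H3K27me3 or H3K36me2 regions and how their H2Aub1 changed was not analysed here.

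No clear pairing of embryos by replicate number was seen: the correlations of same-numbered embryos lay between -0.0964 and 0.169 in the *Asx*0 table and between -0.139 and 0.106 in the *Sce* I48A table.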

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

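Of the tests below, those of shared wild-type libraries, strain differences, changes that follow H2Aub1, slopes within genotypes, single embryos, embryos left out by sex markers and Polycomb targets as a class were chosen after the result was seen. The tests of slopes and of single embryos were added because the covariate tests planned first had little power to come out otherwise. They at first stood in place of those planned tests, which were then put back. The limit of variance under which a covariate test decides nothing, and the demand that the slopes hold in both comparisons, were also set after the values were seen. The latter turned developmental progress, for the genes changed in the same direction, from argued against to open.

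More genes changed in the same direction in both mutants (232) than in opposite directions (25), an overlap the paper shows in Supplemental Fig. S5F, and shared wild-type libraries are argued against by the highest correlation of 0.186. Whether some changes follow H2Aub1, which is raised in *Asx*0 and lost in *Sce* I48A embryos, is left open, since the 25 opposite genes are part of the pattern itself and no other test was made. A common difference in developmental progress also stays open: with the cuticle level as a covariate the median fold change kept 0.983 of its size in *Asx*0 and 1.00 in *Sce* I48A, but that level hardly differs between genotypes (9.24% and 0.00345% of its variance), so the ratio could not have moved much. Of the 232 genes, 39.2% in *Asx*0 (37.9% to 52.6% without single embryos) and 25.9% in *Sce* I48A (25.4% to 31.5%) had a slope on the cuticle level within genotypes with the sign of their change, which does not decide it. Strain differences cannot be told apart from the mutations, because no embryos of the mutant stocks without the mutation were measured.

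*Psc* (0.79) and *Su(z)2* (0.96 on the shrunken scale) were higher in *Sce* I48A embryos. Their log2 fold changes deposited by the authors are 1.20 and 1.36 (adjusted p = 6.21e-13 and adjusted p = 4.27e-13 from DESeq2). Both thus pass the paper's thresholds, but the paper does not name these 2 genes. A change of copy number over the whole region is argued against by a median log2 fold change of -0.0431 over the 20 other tested genes within 100 kb (quartiles -0.09 and 0.12), but most of these lie on the *Psc* side, and *Drl-2*, beyond *Su(z)2*, was higher in *Sce* I48A (0.82) and in *Asx*0 embryos (0.52), as *Sans* was in *Sce* I48A (0.42), so a smaller local segment stays open. A single embryo is argued against, since leaving out any embryo kept at least 0.881 of either fold change (highest adjusted p = 0.0021 from limma). A rise of like size in Polycomb targets as a class is argued against on the shrunken scale by a median of 0.0594 over the listed regulators (quartiles -0.01 and 0.15). Shrinkage draws in genes with few reads most, so a rise among targets with few reads stays open. Embryo sex is argued against, since each group has 1 embryo with low *msl-2* and high *Sxl*, and without both of these at least 0.919 of either fold change was kept (highest adjusted p = 0.00762 from limma). The cuticle and *msl-2* minus *Sxl* covariates left a ratio of 1.00 or more, which could hardly have come out otherwise because the levels hardly differ between these groups. The levels themselves, compared after the result was seen, argue against developmental progress only as far as the median of the cuticle protein genes measures it. Of these 87 genes 1 rose and 13 fell, so progress that changes a part of them stays open. The median level spanned 8.59 to 9.54 in the mutants and 8.68 to 9.52 in wild type. Within groups, *Psc* spanned only 9.99 to 10.23 in wild type and *Su(z)2* 11.45 to 11.68 in the mutants, less than their fold changes.

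The *Asx*0 groups differ in how many embryos have low *msl-2* and high *Sxl*, which may reflect the sex of embryos, a property the labels do not give. With *msl-2* minus *Sxl* as a covariate, which shares 25.5% of its variance with genotype, the median fold change of the 1158 genes at an adjusted p under 0.05 kept 0.989 of its size and all 1158 kept their sign. 689 of them still passed, and the median standard error rose from 0.0645 to 0.0733; why fewer passed was not tested. The kept sizes and signs argue against embryo sex as the whole source of these changes.

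Other splits of the same embryos gave fewer genes. The real *Asx*0 split gave 45 genes and, without the fold limit, 1158, against at most 1 and 3 in the other splits (1 of 56 splits reached the real number, the real one itself). The real *Sce* I48A split gave 42 and 776, against at most 0 and 1 (1 of 35 splits). Chance in the grouping is argued against for both but not excluded, as 1 of 56 and 1 of 35 are the smallest shares possible. The authors had also chosen these embryos from a larger set by principal component analysis, so they are no random draw.

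Outlying embryos were searched for in 93 tests, each of 1 gene or the cuticle level in 1 group of 4 or 5 embryos. The 3 wild-type embryos of the *Asx*0 table were not searched. In 10 of the 93 tests 1 embryo lay far from the others, where chance gives about 1 in 20 for independent tests, which genes of the same embryos are not. In the *Asx*0 table these were *Abd-B* in mutant replicate 4 (10.28), and *msl-2* (8.31) and *Sxl* (12.00) in mutant replicate 1. In the *Sce* I48A table they were *Su(z)2* in mutant replicate 2 (11.68), *Ubx* (10.66), *abd-A* (11.58), *Abd-B* (10.31) and *Asx* (10.43) in wild-type replicate 1, *Psc* in wild-type replicate 2 (10.23), and *msl-2* in wild-type replicate 3 (8.76).

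Gut digestive enzyme genes had a median log2 fold change of -0.25 in *Asx*0 and -0.13 in *Sce* I48A embryos, and detoxification genes -0.0705 and -0.0949, gene groups the paper does not discuss. The camera adjusted p in *Asx*0 embryos was 0.00305 for the gut and 0.0222 for the detoxification genes, 0.616 for both with an estimated correlation, and the fry adjusted p 0.0245 and 0.0158. In *Sce* I48A embryos these were 4.97e-06 and 1.04e-06, 0.0901 and 0.0825, and 0.00434 and 0.00101.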

How the results depend on the processing

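No named gene or list at an adjusted p under 0.05, in the main run or under a setting, reversed its direction. Changes of sign where neither run passed were not counted as reversals. Of 2896 values of named genes in *Asx*0 embryos under the alternatives 2773 kept their side of the threshold, 110 lost and 13 gained a call; of 2725 in *Sce* I48A embryos 2578 kept it, 137 lost and 10 gained a call. Of list results, 339 of 357 and 369 of 377 kept theirs. Where a count moved, the cause was not tested unless fewer embryos or another fold scale gives it.

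With the fold limit, the authors' p-values and fold changes gave 435 and 411 genes in place of 45 and 42, and the authors' fold changes with the limma adjusted p, added after seeing the data, 388 and 330. No fold limit gave 1158 and 776. In the overlap, robust variances gave 5 genes in the same and 2 in opposite directions, the authors' p-values 104 and 12, the authors' fold changes 85 and 11, and no fold limit 232 and 25; the *msl-2* minus *Sxl* covariate gave 3 opposite genes and left-out embryos 3 to 5.

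Without the fold limit, counted under the alternatives only after seeing the data, the replicate block gave 654 genes in *Asx*0 and 446 in *Sce* I48A embryos, with 134 and 13 in the overlap. Same-numbered embryos correlated weakly and not every embryo correlates best with its own number, so no clear pairing was seen. Why the block gave fewer genes was not tested. The *msl-2* minus *Sxl* covariate gave 749 in *Asx*0 embryos and 14 opposite genes. In *Sce* I48A embryos, weights per embryo gave 1178, the cuticle covariate 1285 and the authors' p-values 1221, the last with 356 and 40 in the overlap. Leaving out embryos gave 390 to 658 in *Sce* I48A (390 without wild-type replicate 2, 459 without 3, 479 without 4 and 479 without mutant replicate 2), 150 to 217 in the same and 15 to 29 in opposite directions. In *Asx*0 embryos the interquartile width of fold changes, 0.161, was 0.116 with no filter, 0.175 at a mean of at least 50 and 0.157 to 0.181 without single embryos. The *roX* covariate and the test on recovered reads were not run. Depth is unknown, and shrinkage limits changes of low genes.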

Differences from the paper's values

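At the paper's thresholds, limma on the shrunken values gave 32 lower and 13 higher genes in *Asx*0 embryos, where the paper shows about 260 and about 240 in Supplemental Fig. S5C, read by eye. In *Sce* I48A embryos it gave 31 lower and 11 higher, where the paper shows about 300 and about 130 in the same figure. For the overlap it gave 7 genes lower in both, 1 higher in both and 2 higher in *Asx*0 and lower in *Sce* I48A, where the paper shows about 80, about 29 and about 8 in Supplemental Fig. S5F. The folds are not on the same scale, since the deposited values per embryo are shrunken and the authors' fold changes are not shrunken to the same degree.

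Of the alternatives set before the data were examined, only the authors' p-values with their own fold changes come within 1.5 times of the paper's numbers, with 249 lower and 186 higher genes in *Asx*0, 290 and 121 in *Sce* I48A, and 78, 26 and 8 in the overlap. None of the others does so for these 7 values. The authors' fold changes with the limma adjusted p, chosen after seeing the values, gave 234 lower and 154 higher in *Asx*0, 240 and 90 in *Sce* I48A, and 65, 20 and 7 in the overlap, and drop 127 of the 504 genes called in the authors' deposited table for *Asx*0 (72 of them not tested, for low mean counts) and 127 of 433 for *Sce* I48A (30 of them not tested).

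At those thresholds the authors' deposited table itself holds 262 lower and 242 higher genes in *Asx*0 and 300 and 133 in *Sce* I48A embryos. It has an adjusted p for 11200 genes in both comparisons and for 12020 in at least 1 of them, where the paper gives 11813 genes as considered.

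The paper names *Antp* among genes not differentially expressed by its thresholds with the fold limit. Here *Antp* was also within that limit, with a log2 fold change of -0.27 in *Asx*0 embryos, although it passed the adjusted p alone.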

Other observations

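Other gene groups changed in parts. In *Sce* I48A embryos, of 18 haemocyte genes 1 rose and 4 fell. The phagocytosis receptor gene *NimC1* had a log2 fold change of -1.08 (adjusted p = 0.00021 from limma), and the prophenoloxidase genes *PPO2* -0.93 and *PPO1* -0.89 (*PPO1* not passing with robust variances), while *Col4a1*, which haemocytes express strongly, had -0.01 (adjusted p = 0.966 from limma). In *Asx*0 embryos *NimC1* had -0.50, not passing without wild-type replicate 1, and of 19 haemocyte genes 1 rose and 1 fell. Of 15 salivary gland and trachea genes 3 rose in *Sce* I48A embryos (6 adjusted over the list alone), with *pio* at 0.57 and *pip* at 0.50, and none fell; the camera adjusted p = 0.000308, and the adjusted p = 0.321 with an estimated correlation and 0.0104 from fry. In *Asx*0 embryos 2 of the 15 rose. Of 92 detoxification genes 3 rose and 24 fell in *Sce* I48A embryos (5 and 27 adjusted over the list alone), with *Cyp6a16* at -1.07 and *Cyp4p1* at 0.99, and of 20 gut digestive enzyme genes 1 rose and 4 fell (1 and 10 adjusted over the list alone). Of 87 cuticle protein genes 1 rose and 13 fell (4 and 17 adjusted over the list alone), with *Cpr67Fa1* at -1.53; the camera adjusted p was 0.0146, 0.795 with an estimated correlation and 0.383 from fry.

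Among glial genes, *alrm* fell in both mutants (-0.40 in *Asx*0, not passing without wild-type replicate 2, and -0.44 in *Sce* I48A) and *Gs2* fell in *Sce* I48A (-0.63), with 1 of 10 lower in *Asx*0 and 1 higher and 2 lower of 10 in *Sce* I48A embryos. None of 20 neuronal and none of 20 muscle genes passed the test in *Sce* I48A embryos at an adjusted p under 0.05 from limma, where 7.48% of all tested genes did. In *Asx*0 embryos 1 of 20 muscle genes rose (*Act87E*, 0.32) and 1 fell. Of fat body genes 1 of 8 rose and 3 fell in *Asx*0 embryos, and of 9 in *Sce* I48A embryos 1 fell, *Adh* in both (-0.50 and -0.72, the latter not passing without wild-type replicate 2). Of 7 immune peptide genes 2 fell in *Sce* I48A embryos and none rose (3 fell adjusted over the list alone), with a camera adjusted p = 0.0024, and an adjusted p = 0.35 with an estimated correlation and 0.0518 from fry. *BomBc2* had -0.94 there and -1.05 in *Asx*0 embryos, where fewer than 5 of the list were tested. Of 16 heat shock genes 2 rose and 3 fell in *Asx*0 embryos, and 1 rose and 1 fell in *Sce* I48A embryos. Of 17 chitin and tanning genes 2 rose in *Asx*0, and 1 rose and 1 fell in *Sce* I48A embryos. No germline gene passed in either comparison, of 10 and 11 tested, and neither testis gene named by the rule did (*topi* 0.03 and -0.04, *mia* -0.03 and -0.14). Of 28 Polycomb and trithorax genes in *Asx*0 embryos, *Psc* alone rose (0.27), and its adjusted p was 0.0602 without wild-type replicate 2.

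Ribosomal protein genes had medians of -0.06 and -0.15, with 2 of 89 and 1 of 89 lower, and oxidative phosphorylation genes -0.10 and -0.18, with 1 higher and 5 lower of 70, and 1 higher and 3 lower of 73. The camera adjusted p in *Asx*0 embryos was 0.0124 for the ribosomal and 0.000268 for the oxidative phosphorylation genes, 0.896 for both with an estimated correlation, and the fry adjusted p 0.533 and 0.194. In *Sce* I48A embryos these were 1.4e-07 and 1.33e-08, 0.795 and 0.627, and 0.298 and 0.126. Of X-linked genes 10.1% passed the adjusted p in *Asx*0 embryos and 11.6% of autosomal genes did (Fisher's exact test, two-sided, p = 0.0885), and in *Sce* I48A embryos 5.67% and 7.84% (Fisher's exact test, two-sided, p = 0.00165). Genes are not independent in these tests.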
